# Microglia-mediated demyelination protects against CD8^+^ T cell-driven axon degeneration in mice carrying PLP defects

**DOI:** 10.1038/s41467-023-42570-2

**Published:** 2023-10-30

**Authors:** Janos Groh, Tassnim Abdelwahab, Yogita Kattimani, Michaela Hörner, Silke Loserth, Viktoria Gudi, Robert Adalbert, Fabian Imdahl, Antoine-Emmanuel Saliba, Michael Coleman, Martin Stangel, Mikael Simons, Rudolf Martini

**Keywords:** Diseases of the nervous system, Neuroimmunology, Myelin biology and repair

## Abstract

Axon degeneration and functional decline in myelin diseases are often attributed to loss of myelin but their relation is not fully understood. Perturbed myelinating glia can instigate chronic neuroinflammation and contribute to demyelination and axonal damage. Here we study mice with distinct defects in the proteolipid protein 1 gene that develop axonal damage which is driven by cytotoxic T cells targeting myelinating oligodendrocytes. We show that persistent ensheathment with perturbed myelin poses a risk for axon degeneration, neuron loss, and behavioral decline. We demonstrate that CD8^+^ T cell-driven axonal damage is less likely to progress towards degeneration when axons are efficiently demyelinated by activated microglia. Mechanistically, we show that cytotoxic T cell effector molecules induce cytoskeletal alterations within myelinating glia and aberrant actomyosin constriction of axons at paranodal domains. Our study identifies detrimental axon-glia-immune interactions which promote neurodegeneration and possible therapeutic targets for disorders associated with myelin defects and neuroinflammation.

## Abstract (web summary)

Demyelination is often suggested to cause axonal degeneration. Here, the authors study mice carrying distinct PLP defects and reveal how persistent ensheathment with perturbed myelin poses a risk for CD8 + T cell-driven axon loss and behavioral decline.

## Introduction

Myelination of axons by oligodendrocytes in the central nervous system (CNS) enables saltatory conduction, provides metabolic and trophic support, and modulates experience-dependent signal transmission^1,2^. However, these evolutionary benefits are associated with an increased vulnerability of white matter to various pathogenic processes including disease- and aging-related immune reactions^3–8^. Dysfunctional interactions between neural and immune cells are increasingly recognized to initiate and perpetuate neuroinflammation, contributing to white matter pathology and neurological dysfunction^9–11^. Oligodendrocyte-lineage cells are immunocompetent glial cells and actively participate in these processes^8,12–17^. Accordingly, chronic neuroinflammation is known to modify disorders associated with myelin defects and neurodegeneration, such as multiple sclerosis and hereditary leukodystrophies but also aging-related diseases like Alzheimer’s and Parkinson’s^18–21^. Axon degeneration in such disorders is most often proposed to be a consequence of chronic myelin and oligodendrocyte loss and the increased vulnerability of denuded axons to a toxic microenvironment^22–24^. However, the relationship between immune reactions, demyelination, axon degeneration, and clinical disease is unclear, and many observations indicate that loss of myelin itself does not correlate well with progressive neurodegeneration^24–27^.

We have previously demonstrated that gene defects perturbing the major CNS myelin proteolipid protein (PLP) - implicated in leukodystrophy and multiple sclerosis - result in neuroinflammation which amplifies neural damage and represents a target for treatment strategies^19^. In mice overexpressing normal or carrying mutant PLP (*PLPtg* and *PLPmut* mice, respectively) cytotoxic CD8^+^ T cells accumulate in the white matter and contribute to axon and myelin damage^28,29^. After cognate T cell receptor (TCR) engagement within the CNS, these cells promote an impairment of axonal transport and formation of axonal spheroids at juxtaparanodal domains of the nodes of Ranvier^30–32^. Moreover, innate immune reactions by microglia within the white matter contribute to neuroinflammation and myelin degradation in both disease models^33,34^. Despite these commonalities, the exact mechanisms by which cytotoxic T cells drive damage of myelinated axons are unclear and several independent studies have indicated that neural-immune interactions might be associated with distinct disease outcomes in these mice. While *PLPtg* mice predominantly develop a demyelinating phenotype with periaxonal vacuole formation and some other axonopathic alterations of unknown clinical impact^28,35^, *PLPmut* mice show chronic progressive neurodegeneration, clinical disease, and comparatively mild demyelination^29,32,36^. Therefore, these models of rare hereditary diseases caused by defects within the same myelin gene offer unique opportunities to study how axon degeneration, demyelination and behavioral deficits are related in chronic neuroinflammation, with important implications for more common disorders.

Here we directly compare the progression of clinical and histopathological characteristics between *PLPmut* and *PLPtg* mice. In contrast to the widely accepted model that demyelination leads to axon loss, we find an inverse relationship of axon degeneration and demyelination. We characterize neural-immune interactions in both models and identify shared and distinct glial reactions. Using experimental approaches to manipulate microglial myelin phagocytosis, we observe that persistent ensheathment with perturbed myelin is a risk factor for neuroinflammation-driven axon degeneration and subsequent neuron loss. Along these lines, we uncover a mechanism of how myelinated axons are constricted at the paranodal domains as a reaction to the glia-directed CD8^+^ T cell attack.

## Results

### Persisting ensheathment with perturbed myelin correlates with T cell-driven neurodegeneration

Mice carrying mutant (*PLPmut*) or overexpressing normal (*PLPtg*) PLP have been reported to display similarities and differences in pathogenesis and disease outcome (Table 1). Due to these characteristics, we set out to address the following questions in the disease models: How are axon degeneration and demyelination related to disability and to each other? How are overlapping but distinct immune reactions related to axon degeneration and demyelination? How do glia-directed immune reactions drive axonal damage and degeneration? To characterize the functional impact of the distinct perturbations affecting myelinating glia we used independent behavioral readout measures representing different neural circuits. While *PLPmut* mice (R137W, homozygous^29^) showed a significant decline in rotarod performance compared with non-transgenic wildtype (*Wt*) mice between 12 and 18 months of age, *PLPtg* mice (line 66, hemizygous^37^) retained normal motor coordination (Fig. 1a). Similarly, *PLPmut* but not *PLPtg* mice demonstrated a progressive decline in visual acuity that started even before 12 months of age (Fig. 1b). Structurally, this was accompanied by a more pronounced loss of retinal ganglion cells in *PLPmut* compared with *PLPtg* mice (Fig. 1c, d). Optical coherence tomography (OCT) also demonstrated earlier and more prominent thinning of the innermost retinal layers in *PLPmut* mice (Fig. 1e, Supplementary Fig. 1a), arguing for more severe neuroaxonal degeneration. Electron microscopic quantification confirmed more axonopathic profiles (Supplementary Fig. 1b) and a more severe loss of axons in optic nerves of *PLPmut* compared with *PLPtg* mice at 12 months of age (Fig. 1f, g). In contrast, the frequency of thinly or non-myelinated axons was significantly higher in *PLPtg* compared with *PLPmut* mice (Fig. 1f,h). However, both disease models showed similar dynamics regarding the formation of axonal spheroids, which we labelled using antibodies against non-phosphorylated neurofilaments (SMI32, Supplementary Fig. 1c). Axonal spheroid formation was associated with an accumulation of CD8^+^ T cells in the white matter parenchyma of both models (Supplementary Fig. 1d–f), in line with their previously identified causal involvement in axonal damage^28,29,31,32^. In summary, we detected an inverse relationship between neurodegeneration (associated with functional decline) and demyelination when comparing the two mouse models, despite an initially similar T cell-driven damage of myelinated axons.

**Table 1:** Similarities and differences in pathogenesis and disease outcome of mice carrying mutant (*PLPmut*) compared with mice overexpressing normal (*PLPtg*) PLP

Disease model	*PLPmut* (homozygous)	*PLPtg* (hemizygous)
Primary defect	CNS myelin protein (*PLP1* point mutation^29^)	CNS myelin protein (*Plp1* overexpression^37^)
Cellular players of neuroinflammation	Microglial activation, cytotoxic CD8^+^ T cells^29,32,34^	Microglial activation, cytotoxic CD8^+^ T cells^28,30,31^
Impact of neuroinflammation	Axonal transport defects and spheroid formation^29,32,34^	Axonal transport defects and spheroid formation^28,30,31^
	Mild demyelination^29,32,34^	Prominent demyelination^28,33^
	Visual and motor dysfunction^29,32,36^	Preservation of visual and motor function (this study)
	Prominent neuron loss^29^	Mild neuron loss (this study)
	Large axonal spheroids and severe axon loss^29,32,34^	Small axonal spheroids and mild axon loss (this study)
	Modest microglial myelin phagocytosis (this study)	Prominent microglial myelin phagocytosis (this study)

**Fig. 1:**
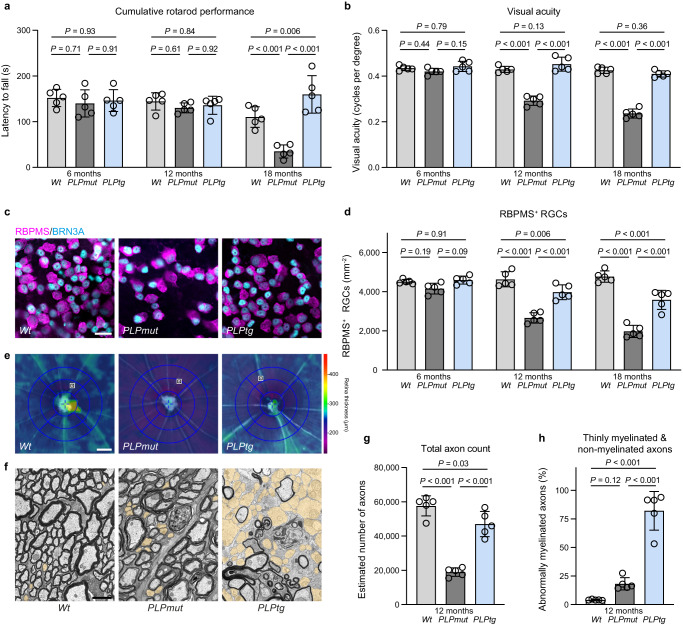
Neurodegeneration and myelin loss correlate inversely in mice with distinct myelin defects. **a** Accelerating rotarod analysis of motor performance in *Wt*, *PLPmut*, and *PLPtg* mice (each circle represents the mean value of five consecutive runs of one mouse) at different ages. Motor performance is significantly impaired in *PLPmut* but not *PLPtg* mice at advanced disease stage (*n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 36) = 14.88, *P* < 0.001). **b** Automated optokinetic response analysis of visual acuity (cycles per degree) shows a progressive decline of visual acuity in *PLPmut* but not *PLPtg* mice (each circle represents the mean value of one mouse, *n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 36) = 195.0, *P* = 0.001). **c** Immunofluorescence detection and (**d**) quantification of RBPMS^+^BRN3A^+^ RGCs in the retinae of *Wt*, *PLPmut*, and *PLPtg* mice (*n* = 5) mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 36) = 112.3, *P* < 0.001. Scale bar, 20 μm. **e** Representative interpolated thickness maps from retinal volume scans of 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice. Scale bar corresponds to 50 μm of subtended retina. **f** Representative electron micrographs of optic nerve cross-sections from 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice (thinly and non-myelinated axons are indicated in yellow pseudocolor). Scale bar, 2 μm. **g** Electron microscopy-based estimation of total axonal numbers in the optic nerves. Axon loss is much milder in *PLPtg* than in *PLPmut* mice (*n* = 5 mice per group, o*n*e-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 12) = 63.67, *P* < 0.001). **h** Quantification of thinly myelinated (g-ratio ≥ 0.85) and non-myelinated axons in *Wt*, *PLPmut*, and *PLPtg* mice (*n* = 5 mice per group, one-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 12) = 81.47, *P* < 0.001). Data are presented as the mean ± s.d.

We then compared the formation and fate of axonal spheroids in more detail. Electron microscopy and immunohistochemistry indicated that axonal spheroids in *PLPmut* mice were more often of larger size and still myelinated, while axonal spheroids appeared smaller and frequently non-myelinated in *PLPtg* mice (Fig. 2a, b). Detailed analyses at multiple ages revealed that axonal spheroids with small diameter (1.5 to 4 µm) form early in both models and are detectable at all investigated ages (Fig. 2c). However, axonal spheroids frequently progressed to larger sizes (>4 µm diameter) in *PLPmut* mice, especially at advanced disease stages (12 and 18 months of age) while this was not the case in *PLPtg* mice. Additionally, we observed that axonal spheroids initially are still mostly myelinated in both models and become demyelinated with disease progression in *PLPtg* but rarely in *PLPmut* mice (Fig. 2d, e, Supplementary Fig. 1e). Thus, neuroinflammation-related axonal spheroids initially form similarly within perturbed myelin segments, but they only appear to progress in size and ultimately lead to axon degeneration when they remain myelinated. In line with these observations, CD8^+^ T cells in *PLPtg* mice preferentially associated with SMI32^+^ fibres that were still myelinated at an age when around 80% of optic nerve axons are demyelinated (Supplementary Fig. 2). These observations argue against the view that loss of myelin makes axons susceptible to secondary immune-mediated degeneration and instead imply that efficient demyelination may allow resilience of axons at reversible stages of damage.

**Fig. 2:**
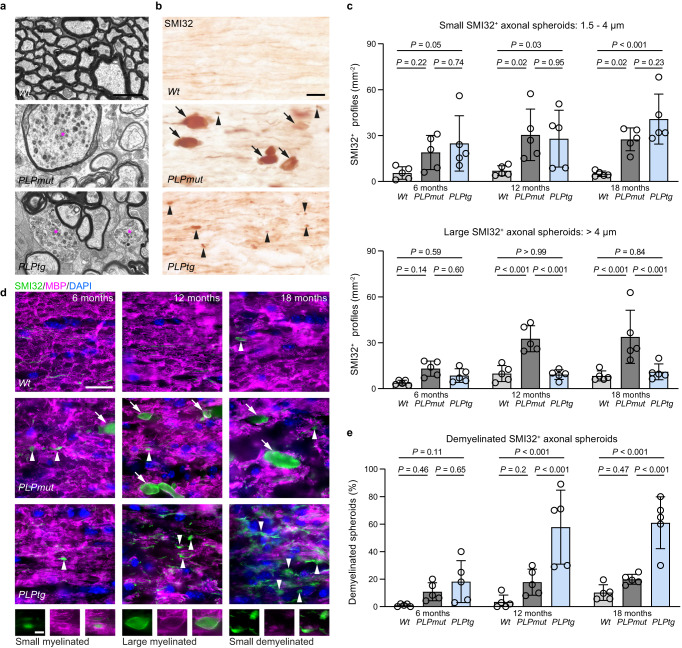
Axonal spheroids show a similar initial formation but a different progression in mice with distinct PLP defects. **a** Representative electron micrographs of optic nerve cross-sections from 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice demonstrate differences in size and myelination state of axonal spheroids (asterisks). Scale bar, 2 μm. **b** Immunohistochemical visualization of SMI32^+^ axonal spheroids in the optic nerves of 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice. Arrowheads indicate small axonal spheroids (diameter 1.5–4 µm) and arrows indicate large axonal spheroids (diameter >4 µm). Scale bar, 20 μm. **c** Quantifi**c**ation of small (top) and large (bottom) axonal spheroids at different ages (each circle represents the mean value of one mouse). Small spheroids are similarly frequent in *PLPmut* and *PLPtg* mice but become large with disease progression only in *PLPmut* mice (*n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, Small: *F* (2, 36) = 16.71, *P* < 0.001, Large: *F* (2, 36) = 30.04, *P* < 0.001). **d** Immunofluorescence detection of SMI32^+^ axonal spheroids (small: arrowheads, large: arrows) and MBP in the optic nerves of *Wt*, *PLPmut*, and *PLPtg* mice at different ages. Scale bar, 20 μm. Bottom images show examples of spheroids of different sizes and myelination states with split channels at higher magnification. Scale bar, 5 µm. **e** Quantification of the myelination state of SMI32^+^ axonal spheroids demonstrates their progressive demyelination in *PLPtg* but not *PLPmut* mice (*n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 36) = 39.45, *P* < 0.001). Data are presented as the mean ± s.d.

### Distinct interactions between perturbed oligodendrocytes and microglia determine axonal demyelination

To better characterize the cellular interactions that determine these different outcomes regarding the persistence of perturbed myelin, we investigated transcriptional changes within myelinating glia and CNS-resident phagocytes. 

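Each library held the pooled sorted cells of 3 mice of one genotype, and each condition had 1 library, so no difference between conditions has a replicate check. The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in each cell barcode, without normalization. The total was 77677489 UMIs in the *Wt* library, 75251446 in *PLPmut* and 68760898 in *PLPtg*, with a median of 5830, 7150 and 5568 UMIs per barcode. Expression of a gene in a group of cells is given as UMIs scaled to a fixed total of the group (CPM) with an exact Poisson 95% interval. Shares of cells are given with an exact (Clopper-Pearson) binomial 95% interval, and log2 ratios of CPM with an exact conditional interval. These intervals cover counting error only and not the variation between mice. Because deeper cells show more genes, shares of cells with a UMI were taken after random thinning of every cell to 2000 UMIs in microglia and 500 UMIs in the other sorted cells, and shallower cells were left out. The 66 genes that the paper names from these data, or that mark the sex of a cell, were not used to cluster.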

We therefore used single-cell RNA sequencing (scRNA-seq) of CD45^−^O1^+^ mature oligodendrocytes and CD45^low^Siglec-H^+^ microglia sorted from the brains of adult (10-month-old) *Wt*, *PLPmut*, and *PLPtg* mice (gating strategy presented in Supplementary Fig. 3a). 

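Filtering for more than 100 and fewer than 6000 genes and at most 60% mitochondrial UMIs kept 13538 cells of *Wt*, 9915 of *PLPmut* and 12170 of *PLPtg*. Clustering of these cells with Seurat 5.3.0 gave 16 clusters, which were named from lists of marker genes, so a name need not cover the same cells as in the study. Microglia-like clusters held 9350 cells (69.1%) of *Wt*, 8299 (83.7%) of *PLPmut* and 8282 (68.1%) of *PLPtg*. The cluster with *Mal*, *Cldn11*, *Ermn* and *Tubb4a* among its 5 leading genes was named oligodendrocyte-like and held 123, 91 and 244 cells with a median of 659.5 UMIs. Another cluster was neuron-like, with 341, 98 and 912 cells. Choroid plexus epithelial-like cells numbered 162, 81 and 142, and erythrocyte-like cells 54, 21 and 25. A mixed cluster led by neutrophil genes held 164, 182 and 141 cells. When these 487 cells were clustered again, 127 fell into a sub-cluster with *P2ry12* among its 10 leading genes, and 197 into one led by *Tnip3*, *Tnfsf9* and *Cd209a*. The naming thresholds were set after the data were seen, and they left 3 clusters without a name, with 24.7% of the cells of *Wt*, 11.5% of *PLPmut* and 19.9% of *PLPtg*. The 26389 microglia-like and oligodendrocyte-like cells fell into 11 clusters when clustered again. Of these, 9 were microglia-like. A cluster of 437 cells had the astrocyte genes *Sparcl1* and *Slc1a2* among its leading genes, and the smallest, with 24 cells, was led by the oligodendrocyte genes *Ptgds*, *Mal* and *Cldn11*. Over the settings tried, the number of microglia-like clusters was between 8, at a resolution of 0.4, and 11, at a resolution of 0.8.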

After quality control and filtering (Supplementary Fig. 3b), unsupervised clustering of the combined datasets identified nine different microglia clusters and a smaller oligodendrocyte (ODC) cluster (Fig. 3a, Supplementary Data 1). Within ODC, we detected shared and unique disease-related transcriptional alterations in the distinct models. Both in *PLPmut* and *PLPtg* mice several transcripts indicating altered proteostasis and cell stress (e.g., *Uba52*, *Cd63*, *Rps5*), and inflammatory signalling (e.g., *Il33*, *Ccl4*, *Lyz2*) were differentially expressed, likely as a direct consequence of the distinct myelin gene defects (Supplementary Fig. 3c, d, Supplementary Data 1). However, while ODC in *PLPmut* mice upregulated several transcripts related to protection against cell death and phagocytosis (e.g., *Cryab*, *Xiap*, *Cd47*), ODC in *PLPtg* mice expressed high levels of phagocytosis-promoting transcripts (e.g., *C1qa*, *C1qb*, *Apoe*).

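The oligodendrocyte-like cluster held 1 cell of *Wt*, 21 of *PLPmut* and 2 of *PLPtg*, with 8364, 170680 and 16815 UMIs, so every ratio to *Wt* rests on a single *Wt* cell. Oligodendrocyte marker genes took 5.24%, 5.01% and 6.91% of its UMIs, and microglia marker genes 0.167%, 1.23% and 0.143%. The other cluster outside the microglia was low in depth, with 121, 70 and 246 cells and a median of 660.0, 690.5 and 633 UMIs. There the same markers took 0.326%, 0.306% and 0.412% of UMIs, and astrocyte markers 1.72%, 2.03% and 0.817%. The first 5 genes of the study's marker table for its oligodendrocytes (Supplementary Data 1) include the astrocyte genes *Slc1a2* and *Sparcl1*, so its cluster need not be the one named oligodendrocyte-like here. Genes were compared in the oligodendrocyte-like cluster and, as alternatives chosen after seeing the data, in both clusters together and in the low-depth cluster alone. When both clusters were summed, the oligodendrocyte-like cells gave 61.6% of the UMIs of *PLPmut* against 7.03% in *Wt* and 7.55% in *PLPtg*. A rule on size, set before the data were examined, names the genes that differed most from *Wt* in the oligodendrocyte-like cluster. In *PLPmut* the highest were *Fos*, *Cx3cr1* and *P2ry12*, with 456, 206 and 132 UMIs against 0 in the *Wt* cell, and *Shisa4* and *Hdgf* were among the 3 lowest. In *PLPtg* the highest were *Reep5*, *Rps27a* and *Rps2*, with 19, 19 and 18 UMIs against 1, 3 and 3, and the lowest were *Ptprd*, *Shisa4* and *Scd2*.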

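Of *Cd63*, *Il33*, *Ccl4* and *Lyz2*, none was higher than *Wt* beyond counting error in the oligodendrocyte-like cluster of either model (0 of 4 each). *Lyz2* had no ratio there in either model, so it could not be called higher. *Il33* (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) was lower in *PLPmut* there, with a log2 ratio of −1.46 (−2.25 to −0.58) from 111 UMIs against 15 in the *Wt* cell. *Cd63* (ENSMUSG00000025351, chromosome 10, 128900989 to 128912822) had a log2 ratio of 1.03 (−0.55 to 3.33) in *PLPmut* and 0.21 in *PLPtg*, each against 3 UMIs. With both clusters summed, the number of these genes above *Wt* beyond counting error was 2 in *PLPmut* and 3 in *PLPtg*. In that sum the sign of *Il33* reversed in *PLPmut*, to 1.44 (0.72 to 2.25), and in the low-depth cluster alone it was 0.06 from 3 UMIs in each library. In the same sum *Cd63* was 0.77 (0.31 to 1.25) in *PLPmut* and 0.86 (0.39 to 1.35) in *PLPtg*. *Ccl4* fell by 0.71 in *PLPmut* and rose by 1.03 in *PLPtg*, and *Lyz2* fell by 0.73 in *PLPmut* and rose by 1.23 in *PLPtg*, all on the log2 scale. Both genes were abundant in *PLPtg* microglia, at 1875 and 1009 CPM, and RNA of microglia as a source of their rise was not tested.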

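*Cryab* (ENSMUSG00000032060, chromosome 9, 50751325 to 50756636) reached 6934 CPM (5266 to 8964) in the 1 oligodendrocyte-like cell of *Wt*, 6105 CPM (5740 to 6487) in *PLPmut* and 4222 CPM (3298 to 5326) in *PLPtg*. Its log2 ratio to *Wt* was −0.18 (−0.57 to 0.22) in *PLPmut* and −0.72 (−1.24 to −0.19) in *PLPtg*. Thinned to 500 UMIs, 85.7% (63.7% to 97.0%) of the 21 *PLPmut* cells had a *Cryab* UMI, without thinning 100.0%, and 0 cells were shallower. The share at the same depth was 20.5% in choroid plexus epithelial-like cells and 0.0964% in microglia, whose median depths were 3185 and 6976 UMIs against 6483 in these *PLPmut* cells. With both clusters summed, *Cryab* in *PLPmut* rose to a log2 ratio of 2.74 (2.39 to 3.12), and in the low-depth cluster it was 0.98 (−0.19 to 2.25). *Xiap* and *Cd47* had no ratio in the oligodendrocyte-like cluster and were within counting error in *PLPmut* with both clusters summed, at 0.84 and 0.54. *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) and *C1qb* (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) were higher than *Wt* in *PLPmut* in the oligodendrocyte-like cluster, with log2 ratios of 2.81 (1.25 to 5.09) and 1.45 (0.40 to 2.78). Other genes restricted to microglia (11) rose with them, from 1315 CPM in the *Wt* cell to 11753 CPM in *PLPmut*, at 2.45 UMIs (2.26 to 2.66) for each UMI of *C1qa* and *C1qb* against 2.31 in *PLPmut* microglia. In *PLPtg* they were within counting error there, at 0.73 and −1.01, as was *Apoe* at −0.23. Both signs of *PLPmut* reversed with both clusters summed, at −0.36 (−0.53 to −0.20) and −0.44, while *PLPtg* rose by 0.50 (0.35 to 0.65) and 0.49, and *Apoe* by 0.50 (0.36 to 0.64). In *PLPmut* the summed *Apoe* ratio was within counting error, at −0.03. In the low-depth cluster alone *Apoe* rose in both models, by 0.50 (0.34 to 0.66) in *PLPmut* and 0.53 (0.39 to 0.67) in *PLPtg*. *Apoe* also rose in the microglia, from 555.8 CPM in *Wt* to 2508 CPM in *PLPmut* and 7380 CPM in *PLPtg*. RNA of microglia as its source in these droplets was not tested. In the low-depth cluster of *PLPtg*, the same 11 genes gave 2.01 UMIs (1.91 to 2.11) for each UMI of *C1qa* and *C1qb*, against 2.20 in *PLPtg* microglia, and in *Wt* 2.10 (1.94 to 2.28) against 2.34 in microglia.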

**Fig. 3:**
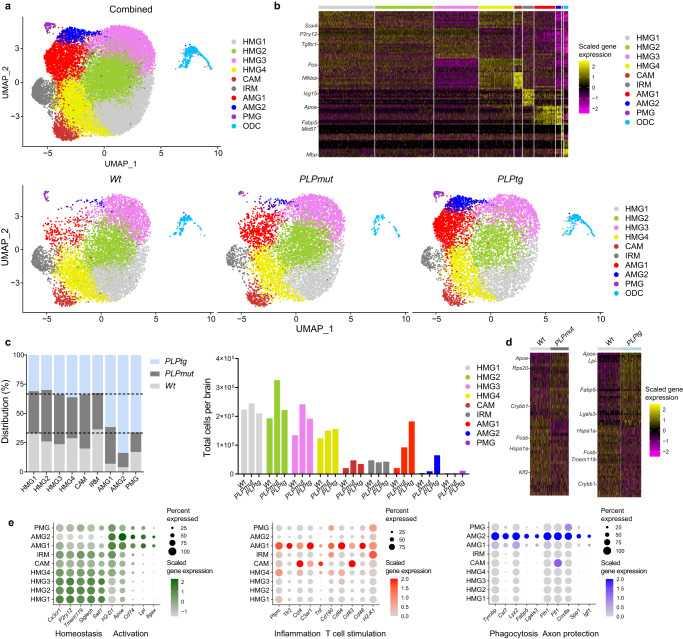
scRNA-seq reveals heterogeneous neural-immune interactions in mice with distinct myelin defects. **a** UMAP visualization of CD45^−^O1^+^ mature oligodendrocytes and CD45^low^Siglec-H^+^ microglia freshly sorted from adult (10-month-old) *Wt*, *PLPmut*, and *PLPtg* (*n* = 3 mice per group) mouse brains and analyzed by scRNA-seq. Combined (top, 26,308 cells) and separate (bottom) visualization of cells from *Wt* (9,484 cells), *PLPmut* (8,405 cells), and *PLPtg* (8,419 cells) brains are displayed. **b** Heatmap of top 10 cluster-specific genes. The colour scale is based on a z-score distribution from −2 (purple) to 2 (yellow). **c** Contribution of the samples to each microglia cluster is displayed in percent (left) and absolute numbers extrapolated to total cells per brain (right). AMG1 is enriched in both myelin mutants and AMG2 mostly in *PLPtg* mice. **d** Heatmaps of top 30 differentially expressed genes comparing microglia isolated from *Wt* and *PLPmut* (left) or *Wt* and *PLPtg* (right) brains across all clusters as identified in panel (**a**). **e** Dot plot expression visualization of selected genes implicated in microglial homeostasis and activation (left), inflammation and T cell stimulation (middle), or phagocytosis and axon protection (right) for microglia clusters as annotated in panel a. The color scales are based on *z*-score distributions from −1 (lightgrey) to 2 (green) or 0 (lightgrey) to 2 (red, blue). HMG, homeostatic microglia; CAM, capillary-associated microglia; IRM, interferon-responsive microglia; AMG, activated microglia; PMG, proliferating microglia; ODC, oligodendrocytes. Complete lists of cluster-specific markers and differentially expressed genes can be found in Supplementary Data 1.

We next focused on the consequences of these alterations for microglial diversity and function. 

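Of the 9 microglia-like clusters, 4 were led by genes of the homeostatic lists made from the study's own cluster markers, and are called HMG-like. The largest held 3148 cells of *Wt*, 2101 of *PLPmut* and 1865 of *PLPtg*, or 33.7%, 25.3% and 22.5% of microglia, and its leading genes were *Gm26735*, *Sox4*, *Gm26778*, *Gm13889* and *Gm40841*. The next held 21.3%, 25.4% and 18.1% of microglia and was led by *Hes1*, *Crybb1*, *Upk1b*, *Fam110a* and *Khdrbs3*. Another, led by *Gm26917*, *1700020I14Rik*, *Gm37494*, *3222401L13Rik* and *Ivns1abp*, held 17.3%, 20.1% and 15.9%. The smallest, with 14.2%, 10.6% and 11.1%, was led by *Ccl2*, *Ccl7*, *Hspb1*, *Hsph1* and *Gm10382*. Together the HMG-like cells made up 86.5% (85.8% to 87.2%) of microglia in *Wt*, 81.5% (80.6% to 82.3%) in *PLPmut* and 67.7% (66.6% to 68.7%) in *PLPtg*. The HMG-like share moved most with at least 500 genes and at most 10% mitochondrial UMIs, to 71.9%, 71.5% and 55.2%, and 3 clusters were then HMG-like.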

Four of the microglia clusters resembled homeostatic microglia (HMG1–4; Fig. 3b)^38^. Moreover, we identified one cluster with a signature enriched in immediate early genes and *Icam1* and one cluster with a prominent interferon response signature, reminiscent of previously described capillary-associated microglia (CAM, see below) and interferon-responsive microglia (IRM), respectively^39,40^. 

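A CAM-like cluster, led, among the genes used to cluster, by *Dusp8*, *Il1b*, *Marcksl1*, *Pim1* and *Ier2*, held 4.40% (3.99% to 4.83%) of the microglia of *Wt*, 5.37% (4.90% to 5.88%) of *PLPmut* and 4.29% (3.86% to 4.75%) of *PLPtg*. *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817), which was not used to cluster, reached 838 CPM (821 to 854) there against 214 CPM in HMG-like cells. At 2000 UMIs, 63.3% of CAM-like cells had an *Icam1* UMI (90.9% without thinning, 0 shallower), against 29.2% of HMG-like cells (63.4%, 93 shallower). Choroid plexus epithelial-like cells gave 12.5% and erythrocyte-like cells 1.35%. Median depths were 8590.0 UMIs in CAM-like, 6888.5 in HMG-like, 3185 in choroid plexus epithelial-like and 8387 in erythrocyte-like cells. Other immediate early genes kept out of the clustering were also higher, with 3815 against 396 CPM for *Atf3* and 1033 against 145 CPM for *Nfkbiz*. An IRM-like cluster, led by *Ifit3*, *Ifit3b*, *Ifit1*, *Rsad2* and *Il12b*, held 4.87% (4.44% to 5.32%), 3.01% (2.66% to 3.40%) and 3.27% (2.90% to 3.68%) of microglia. *Irf7* (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), also kept out of the clustering, reached 182 CPM (173 to 192) there and 3.92 CPM in HMG-like cells. Its thinned share was 26.5% of IRM-like cells (51.8% without thinning, 31 shallower, median 6880.5 UMIs) against 0.796% of HMG-like and 0.403% of choroid plexus epithelial-like cells.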

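An AMG1-like cluster of 2553 cells was led, among the genes used to cluster, by *Ch25h*, *Lilrb4a*, *Fam20c* and *Gpnmb*. An AMG2-like cluster of 591 cells was led, among the same genes, by *Wfdc17*, *Gpnmb*, *Ms4a7*, *Apoc1* and *Cxcl13*, and had a median of 3992 UMIs against 7774 in AMG1-like cells. Of the AMG2-like cells 486 came from *PLPtg*, so that 82.8% of the cluster belongs to that library when the libraries are scaled to equal numbers of microglia, and its profile may be in part that of 1 library. The PMG-like cluster of 146 cells was led, again among these genes, by *Mki67*, *Ube2c*, *Pbk*, *Prc1* and *Hmmr*, with 63.5% of it from *PLPtg* on the same scale. *Top2a* (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), which was not used to cluster, reached 241 CPM (215 to 269) in PMG-like and 0.609 CPM in HMG-like cells. A *Top2a* UMI was found in 27.3% of PMG-like cells at 2000 UMIs (52.7% without thinning, 3 shallower, median 8361.5 UMIs), in 0.133% of HMG-like cells, and in 0 of 248 choroid plexus epithelial-like cells, which had a median depth of 3185 UMIs and where a count of 0 allows a share of up to 1.21%.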

We also detected the presence of two groups of activated microglia (AMG1-2) with partially overlapping transcriptional signatures and a small population of proliferating microglia (PMG). Both AMG clusters showed transcriptional similarities to previously described disease-, aging-, or neuroinflammation-related microglia states such as DAM^41^, MGnD^42^, WAM^43^, microglia in EAE^44^, after systemic LPS challenge^45^, and to a smaller extent DIM^46^ (which showed more transcriptional similarities to CAM; Supplementary Fig. 4a, Supplementary Data 1). Moreover, AMG and PMG were strongly enriched in the disease models, with AMG2 and PMG being more unique to *PLPtg* mice (Fig. 3c). 

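Scores of the published gene lists given in Supplementary Data 2 were computed over the genes of each list that were not used to cluster, against 100 control genes from 24 bins of expression. Differences from HMG-like cells are given in SD of the score over all microglia. For the DAM list (116 of 300 genes) the difference was 1.58 SD in AMG1-like and 3.37 SD in AMG2-like cells. The MGnD list (8 of 28 genes) gave 1.79 and 2.81 SD, and the WAM list (17 of 35) 1.81 and 3.30 SD. For the EAE list (11 of 15) the differences were 1.70 and 2.37 SD, and for the LPS list (185 of 300) 1.45 and 2.47 SD. The DIM list (10 of 24) gave 0.723 SD in AMG1-like, −0.302 SD in AMG2-like and 2.13 SD in CAM-like cells, while over these genes CAM-like cells were at most 0.218 SD from HMG-like cells for the other lists. Within AMG1-like cells, the DAM score was higher than in *Wt* by 0.435 SD in *PLPmut* and 0.825 SD in *PLPtg*, and within HMG-like cells by 0.151 and 0.208 SD. Scoring all genes of the lists moved DIM in AMG2-like cells the most, from a raw difference of −0.11 to −0.58, and left AMG1-like cells at 0.108 SD for DIM, with CAM-like cells then at 0.694 SD for LPS and 0.381 SD for MGnD.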

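AMG1-like cells made up 3.48% (3.11% to 3.87%) of microglia in *Wt*, 9.07% (8.46% to 9.71%) in *PLPmut* and 17.8% (17.0% to 18.7%) in *PLPtg*. For AMG2-like cells the shares were 0.374% (0.261% to 0.520%), 0.843% (0.658% to 1.06%) and 5.87% (5.37% to 6.40%). Relative to *Wt*, the AMG1-like share was 2.61 times as high in *PLPmut* and 5.13 times in *PLPtg*, and the AMG2-like share 2.25 and 15.7 times. PMG-like cells made up 0.385% (0.2698% to 0.533%) in *Wt*, 0.241% (0.147% to 0.372%) in *PLPmut* and 1.09% (0.875% to 1.33%) in *PLPtg*, or 0.626 and 2.82 times the share of *Wt*. The intervals of the PMG-like share overlapped between *Wt* and *PLPmut*. PMG-like shares also depended on the clustering, with 1.52%, 0.470% and 1.70% at 20 principal components and 1.49%, 0.520% and 1.65% with at least 500 genes and at most 10% mitochondrial UMIs, where *PLPtg* was little above *Wt*. The AMG1-like share depended on the clustering. A resolution of 0.4 moved the AMG1-like share most in *Wt*, to 8.62%, with 14.5% in *PLPmut* and 23.5% in *PLPtg*, and the AMG2-like share stayed within its interval in every setting run.

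**Figure D1:**
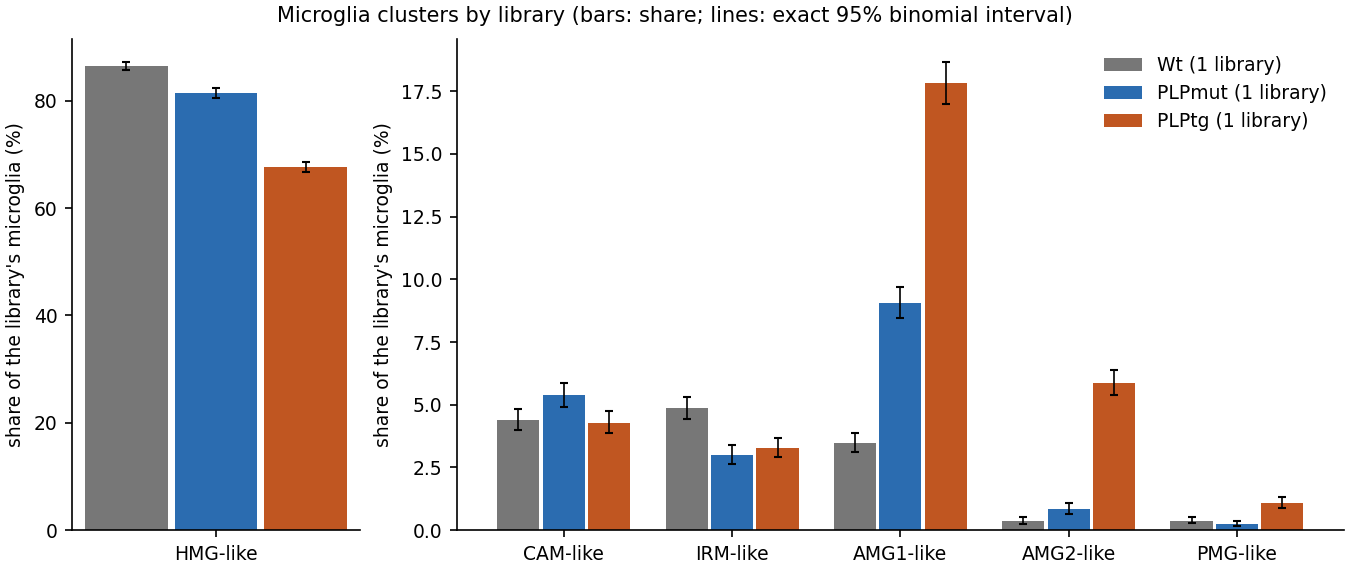
Share of microglia (%, vertical axis) in each state for the *Wt*, *PLPmut* and *PLPtg* libraries, with bars for the share and lines for exact binomial 95% intervals, which cover counting error only. AMG1-like cells go from 3.48% in *Wt* to 17.8% in *PLPtg*, and AMG2-like cells from 0.374% to 5.87%.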

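Without the use of clusters, the share of all microglia with a UMI of 5 activation genes at 2000 UMIs was compared between the libraries. *Cst7* (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) was found in 2.03% (1.75% to 2.34%) of *Wt*, 4.10% (3.68% to 4.55%) of *PLPmut* and 17.0% (16.2% to 17.8%) of *PLPtg* microglia. The shares for *Itgax* (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) were 1.02% (0.826% to 1.25%), 1.75% (1.47% to 2.05%) and 5.47% (4.99% to 5.99%). For *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) they were 0.634% (0.483% to 0.817%), 1.39% (1.15% to 1.67%) and 11.4% (10.7% to 12.1%). *Lgals3* and *Fabp5* rose in the same order, to 6.26% and 8.40% in *PLPtg*. Summed over all microglia of *PLPmut*, *Spp1* stayed within counting error of *Wt*, at 22.5 CPM against 21.6 CPM and a log2 ratio of 0.06 (−0.04 to 0.16), so only the share of cells with a UMI rose. Without thinning, the *Cst7* shares were 6.41%, 12.3% and 31.1%, the largest move of any setting. The thinned shares cover 9312, 8248 and 8079 cells, and 39, 51 and 199 shallower cells were left out, with median depths of 6751, 7563 and 6661.5 UMIs. Choroid plexus epithelial-like cells, which should lack *Cst7*, gave a share of 14.0% (7.42% to 23.1%) in *PLPtg* and 0 of 112 cells in *Wt*, which allows a share of up to 2.68%. In *PLPtg* they covered 86 cells with 56 shallower cells left out and a median of 3142 UMIs. These cells had a UMI of *Lgals3* in *Wt* too, at 5.36% (1.99% to 11.3%) against 0.730% of microglia, so *Lgals3* was left out where they are compared. All *PLPtg* microglia together were above them beyond counting error in 0 of 4 genes, and above the 19 erythrocyte-like cells in 0 of 5. Within *PLPtg*, *Cst7* was found in 5.99% of HMG-like, 42.6% of AMG1-like and 82.4% of AMG2-like cells, and both AMG-like groups exceeded HMG-like cells beyond counting error in 5 of 5 genes.

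**Figure D2:**
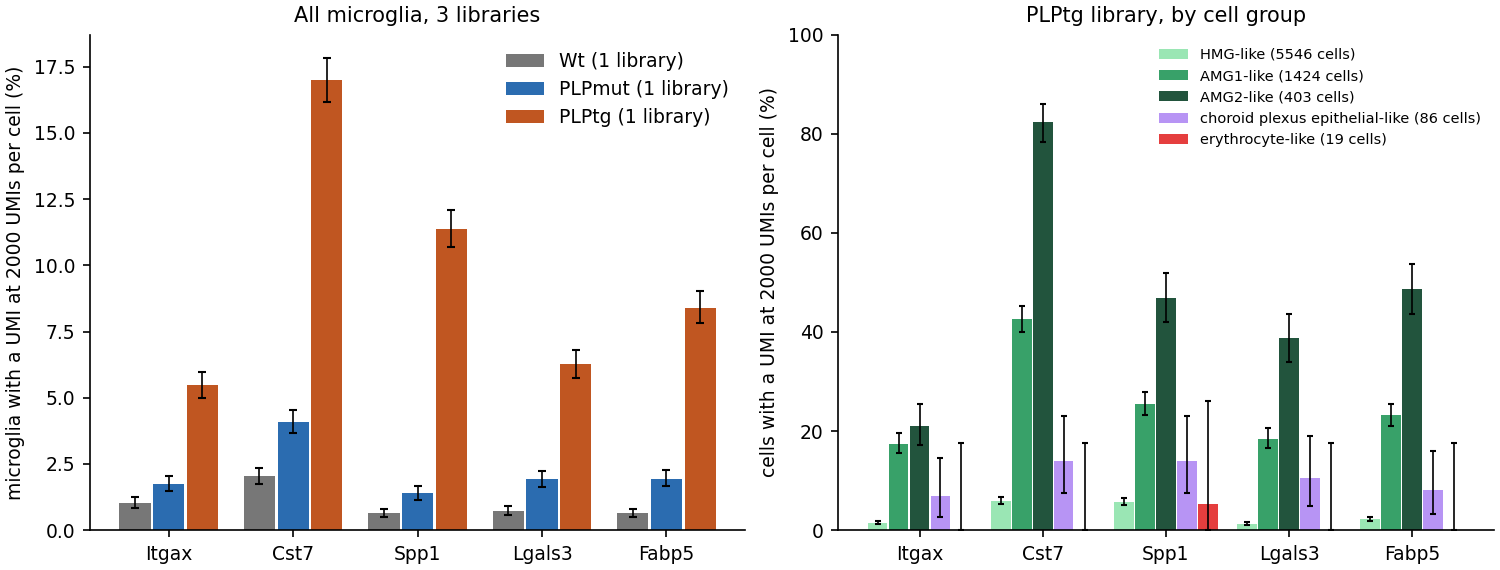
Share of cells (%, vertical axes) with a UMI of *Itgax*, *Cst7*, *Spp1*, *Lgals3* and *Fabp5* after thinning to 2000 UMIs, with exact binomial 95% intervals. Left, all microglia by library, and right, cell groups of the *PLPtg* library, where *Cst7* goes from 5.99% of HMG-like to 82.4% of AMG2-like cells and is at 14.0% of choroid plexus epithelial-like cells.

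From the contribution of the samples to each cluster (Fig. 3c), the paper states that AMG and PMG were strongly enriched in the disease models and that AMG2 and PMG were more unique to *PLPtg* mice. It also reports flow cytometry of brain microglia and immunohistochemistry of optic nerves in replicate, older mice. There AMG1 was raised in both models and AMG2 in *PLPtg*.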

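Summed over all microglia, and among genes with at least 100 CPM in 1 of the 2 libraries, *Apoe* and *Hprt* were among the 3 with the largest ratio to *Wt* in *PLPmut*. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) rose from 555.8 CPM (550.2 to 561) in *Wt* to 2508 CPM (2496 to 2519) in *PLPmut*, a log2 ratio of 2.17 (2.16 to 2.19). In *PLPtg*, *Apoe*, *Cst7* and *Spp1* led among such genes, with log2 ratios of 3.73, 4.27 and 4.13. The smallest ratios in *PLPmut* were those of *AY036118* at −1.51, *4833420G17Rik* at −0.92 and *Gm42418* at −0.88. *AY036118* lies within *Gm42418* on the opposite strand, so their reads may have been split between them. In *PLPtg* the smallest were the paralogs *Hspa1a* at −0.93 and *Hspa1b* at −0.85, which can share reads, and *Fosb* at −0.77. The cells of each library were then reweighted so that every cluster took the share it has in *Wt*, which leaves the differences within clusters. *Apoe* kept a log2 ratio of 1.72 in *PLPmut* and 2.17 in *PLPtg*. Some less abundant activation genes lost more in *PLPmut*, with *Lgals3* going from 0.97 to 0.03 and *Lpl* from 0.36 to −0.48, while *Cst7* went from 1.15 to 0.66. For the 30 genes of largest change among 1601 in *PLPmut*, the median absolute log2 ratio went from 0.454 to 0.437, 0 of 30 genes fell under 0.5 of their ratio, and 79.8% of the sum of squares was left. These include *AY036118*, *4833420G17Rik* and *Gm42418*, at −1.47, −0.88 and −0.87 after reweighting. *AY036118* and *4833420G17Rik* also fell in cell types outside the microglia, and reweighting leaves a fall shared by all cell types in place. For the 30 genes among 1622 in *PLPtg*, the median absolute log2 ratio went from 0.890 to 0.551, with 11 of 30 genes under 0.5 of their ratio and 29.7% of the sum of squares left. HMG-like cells compared alone gave medians of 0.435 and 0.546 for the same genes. Over the settings, the number of genes under 0.5 of their ratio in *PLPtg* lay between 7 and 16, the highest with mitochondrial and ribosomal protein genes left out of the total. On simulated data in which only the cluster shares differ, 26.6% of the sum of squares was left for *PLPmut* against *Wt* (1599 genes) and 1.77% for *PLPtg* against *Wt* (1616 genes).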

Global myelin disease-related transcriptional changes in microglia were primarily based on increased numbers of cells representing AMG and reflected the prominent contribution of AMG2 in *PLPtg* mice (Fig. 3d). Focusing on the activated microglia states, we found that both shared (to different degrees) the typical downregulation of markers indicating homeostatic function (e.g., *Cx3cr1*, *P2ry12*, *Tmem119*, *Siglech*, *Sall1*) and the upregulation of activation markers (e.g., *H2-D1*, *Apoe*, *Cd74*, *Lpl*, *Itgax*) reminiscent of the DAM program^47^ (Fig. 3e, Supplementary Fig. 4b). However, when looking for subset-enriched signatures (marker genes that are also significantly upregulated in one vs the other AMG cluster), we observed that AMG1 expressed higher levels of genes associated with pro-inflammatory signaling (e.g., *Ptprc*, *Tlr2*, *Ccl4*, *C3ar1*, *Tnf*) and T cell stimulation (e.g., *Cd180*, *Cd84*, *Cd83*, *Cd48*, *H2-K1*), whereas AMG2 showed enrichment of genes related to phagocytosis (e.g., *Tyrobp*, *Cst7*, *Lyz2*, *Fabp5*, *Lgals3*)^47,48^ and axon protection (e.g., *Fth1*, *Ftl1*, *Cox8a*, *Spp1*, *Igf1*)^49,50^. 

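*Cx3cr1*, *P2ry12*, *Tmem119*, *Siglech* and *Sall1* were all lower than in HMG-like cells in both AMG-like clusters. *P2ry12* (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) fell from 3428 CPM in HMG-like cells to 1452 CPM (1437 to 1468) in AMG1-like and 621 CPM (591 to 651) in AMG2-like cells. The 5 log2 ratios lay between −1.24 and −0.52 in AMG1-like and between −2.47 and −1.66 in AMG2-like cells. *H2-D1*, *Apoe*, *Cd74*, *Lpl* and *Itgax* were all higher, by log2 ratios of 1.20 to 5.56 in AMG1-like and 1.40 to 5.77 in AMG2-like cells. *Apoe* reached 17719 CPM (17664 to 17774) in AMG1-like and 31879.8 CPM (31669 to 32092) in AMG2-like cells, against 878 CPM in HMG-like cells. *H2-D1* has close paralogs, among them *H2-K1*, and its reads may have been split between them. The directions were the same in each of *PLPmut* and *PLPtg* taken alone.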

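All 10 genes named for AMG1 were lower in AMG2-like than in AMG1-like cells, and all 10 named for AMG2 were higher, with the cells of the 3 libraries summed. None of them was used to cluster. *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had 178 CPM (172 to 183) in AMG1-like and 9.87 CPM (6.50 to 14.4) in AMG2-like cells, a log2 ratio of −4.17 (−4.77 to −3.63). The ratios of *Ptprc*, *Tlr2*, *Ccl4* and *C3ar1* lay between −1.98 and −1.16. Among the T cell stimulation genes, *Cd180* was at −1.20, *Cd83* at −1.38, *Cd84* at −0.91, *Cd48* at −0.46 (−0.60 to −0.33) and *H2-K1* at −0.21 (−0.27 to −0.15). Scaled without mitochondrial and ribosomal protein genes, *H2-K1* was at −0.01. *Cst7* rose from 453 CPM in AMG1-like to 2090.5 CPM in AMG2-like cells, a log2 ratio of 2.21 (2.16 to 2.25). The other phagocytosis genes, *Tyrobp*, *Lyz2*, *Fabp5* and *Lgals3*, were between 1.02 and 1.96. *Spp1* had a ratio of 2.07 (2.03 to 2.11), and *Fth1*, *Ftl1*, *Cox8a* and *Igf1* were between 1.15 and 1.37. The median of all genes was at −0.68 in this comparison, and at −0.52 without mitochondrial and ribosomal protein genes. Within the *PLPtg* library the ratio was −4.32 for *Tnf*, 1.83 for *Cst7* and 1.59 for *Spp1*. Within *PLPmut* it was −3.22, 1.53 and 0.71 (0.38 to 1.03), and *Lgals3* was highest, at 2.18. The summed ratios of *Cst7* and *Spp1* were thus above those of either model taken alone, while all of the named genes kept their direction in both.

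**Figure D3:**
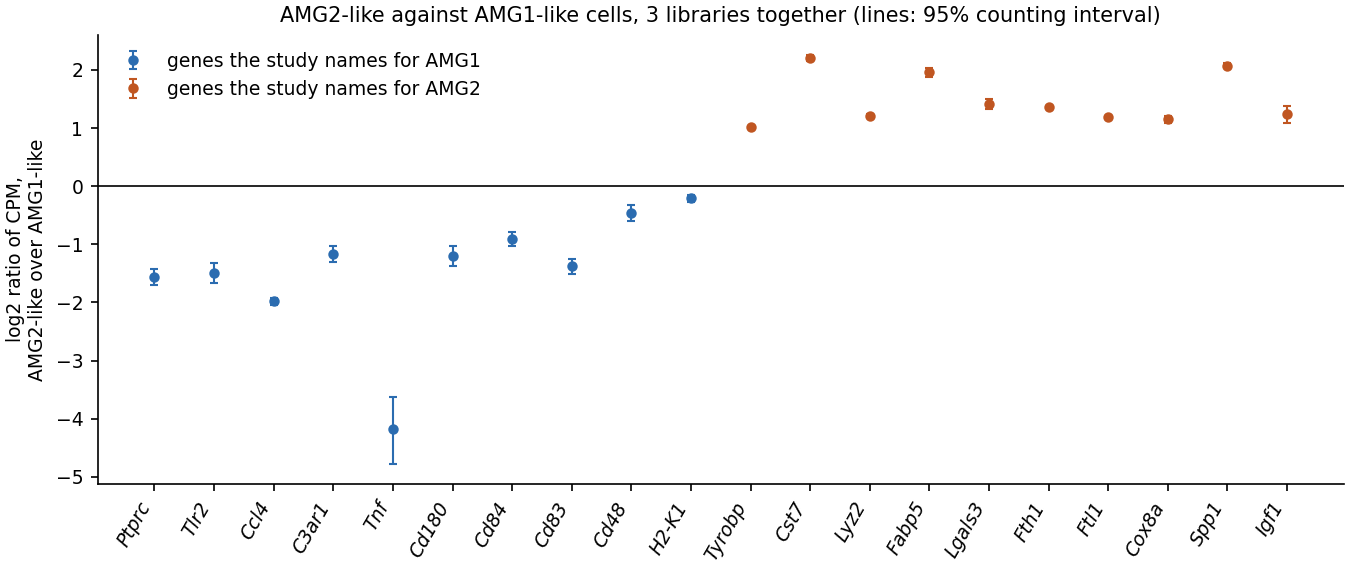
Log2 ratio of CPM (vertical axis) in AMG2-like over AMG1-like cells for the 20 genes named for the AMG states, with exact 95% intervals for counting error. With the cells of the 3 libraries summed, genes named for AMG1 lie between −4.17 (*Tnf*) and −0.21 (*H2-K1*). Those named for AMG2 lie between 1.02 (*Tyrobp*) and 2.21 (*Cst7*), and their order differs within single libraries.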

GO analysis reflected these differences between AMG states (Supplementary Fig. 4c). 

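Gene Ontology terms were not analysed here. As a family defined by gene symbol alone, the cytoplasmic ribosomal proteins took 21.0% of the UMIs of AMG2-like cells, 10.2% of AMG1-like and 7.07% of HMG-like cells. Of 99 such genes, 89 were higher in AMG2-like than in AMG1-like cells, with a median log2 ratio of 0.98. The medians of 10000 random gene lists matched on mean expression lay between −0.22 and 0.25 (their central 95%), as a description of these libraries. Their median between AMG1-like and HMG-like cells was 0.49.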

Flow cytometry of CD45^low^Siglec-H^+^ microglia from brains of 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice using identified markers confirmed the presence of distinct populations and increased frequency of the AMG subsets in both disease models (Supplementary Fig. 5). Using CD11c (encoded by *Itgax* and specific to both AMG clusters) and PD-1 (encoded by *Pdcd1* and specific to AMG1) as discriminating markers, we further confirmed the stronger accumulation of AMG2 in *PLPtg* mice.

Immunohistochemistry revealed that AMG (CD11c^+^) specifically arise in the white matter of mice with myelin perturbation (Supplementary Fig. 6a, b). Moreover, CAM (ICAM1^+^) were localized in proximity to capillaries in adult *Wt* mice (Supplementary Fig. 6c). Interferon-responsive microglia and astrocytes were previously localized to white matter regions in proximity to the ventricles^8,51,52^. Enzymatic dissociation artifacts^53^ could not fully explain the detection of the distinct HMG subsets, since c-Jun expression levels (part of the ex vivo activation signature and differentially expressed between HMG subsets) varied between individual microglia in adult *Wt* mice (Supplementary Fig. 6d, e). In addition, MHC-I expression (differing between HMG1-2 and HMG3-4) was higher in *Wt* white matter compared with grey matter microglia (Supplementary Fig. 6d, f). Electron microscopy and immunohistochemistry showed that myelin-phagocytosing amoeboid microglia with an accumulation of lysosomal storage material were frequent in *PLPtg* but not *PLPmut* mice (Fig. 4a, b). Immunohistochemical quantification confirmed that the total number of microglia (CD11b^+^) as well as AMG (CD11c^+^) was increased in optic nerves of both disease models. However, while AMG1 (P2RY12^+^CD11c^+^) was enriched in both models, AMG2 (P2RY12^-^ CD11c^+^) was specific to *PLPtg* mice (Fig. 4c–e). In line with our scRNA-seq data, galectin 3 (encoded by *Lgals3*), associated with phagocytosis^48^, was detectable at higher levels in AMG2 (P2RY12^-^CD11c^+^) of *PLPtg* mice than in AMG1 (P2RY12^+^CD11c^+^) of *PLPmut* or HMG (P2RY12^+^CD11c^-^) of *Wt* mice. In summary, distinct myelin defects within oligodendrocytes of *PLPmut* and *PLPtg* mice appear to drive similar pro-inflammatory microglial activation (represented by AMG1). However, they result in varying responses regarding the transition into a myelin-phagocytosing microglia state (predominantly represented by AMG2). These reactions might depend on cell-intrinsic differences related to the myelin gene defects or represent distinct responses to the glia-directed CD8^+^ T cell attack.

**Fig. 4:**
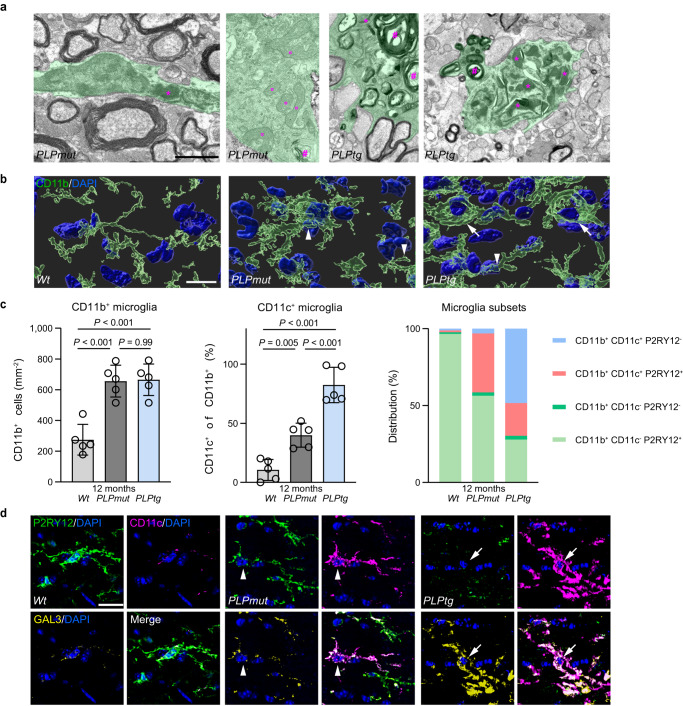
Myelin phagocytosis by activated microglia mediates demyelination in mice with distinct PLP defects. **a** Representative electron micrographs of microglial cells (green pseudocolor) in optic nerve cross-sections from 12-month-old *PLPmut*, and *PLPtg* mice demonstrate differences in morphology, mitochondrial content (circles), and intracellular accumulation of myelin fragments (hashtags) and lysosomal storage material (asterisks). Scale bar, 2 μm. **b** Immunofluorescence detection and IMARIS Z-stack surface rendering of CD11b^+^ microglia in optic nerves of *Wt*, *PLPmut*, and *PLPtg* mice. Arrowheads indicate “bushy” microglia with thick processes and arrows indicate “amoeboid” microglia with short processes. Scale bar, 10 μm. **c** Quantification of CD11b^+^ microglia (left), CD11c^+^ microglia (% of CD11b, middle), and distribution of CD11c/P2RY12 reactivity on microglia (% of CD11b, right) in the optic nerves of 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice (each circle represents the mean value of one mouse) as shown in Supplementary Fig. 6a, b. Ramified CD11c^+^ P2RY12^+^ microglia (representing AMG1) accumulate in both myelin mutants while amoeboid CD11c^+^ P2RY12^-^ microglia (representing AMG2) arise in *PLPtg* mice (*n* = 5 mice per group, one-way ANOVA with Tukey’s multiple comparisons test, Left: *F* (2, 12) = 23.88, *P* < 0.001, Middle: *F* (2, 12) = 48.00, *P* < 0.001). **d** Representative immunofluorescence detection of P2RY12, CD11c, and GAL3 in the optic nerves of 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice. CD11c^+^ P2RY12^-^ (AMG2, arrow^)^ microglia in *PLPtg* mice show higher expression of GAL3 than CD11c^+^ P2RY12^-^ (AMG1, arrowhead) microglia in *PLPmut* or CD11c^-^ P2RY12^+^ (HMG) microglia in *Wt* mice. Scale bar, 10 µm. Data are presented as the mean ± s.d.

### Microglia-mediated removal of perturbed myelin protects against CD8^+^ T cell-driven axon degeneration

Our previous data suggested that persisting ensheathment with perturbed myelin makes axons susceptible to neuroinflammation-related damage and degeneration in distinct disease models. We therefore wanted to test the hypothesis that microglia-dependent demyelination can protect against axonal degeneration. Thus, we used two complementary approaches aiming to modulate demyelination. First, we fed *PLPmut* mice with the copper chelator cuprizone to enforce toxin-based demyelination known to be dependent on CSF-1-activated microglia^54,55^. Second, we pharmacologically depleted microglia with the CSF-1R inhibitor PLX5622 to attenuate demyelination in *PLPtg* mice^56^. These approaches were selected to foster or mitigate the predicted impact of microglial myelin phagocytosis based on their observed activation states and our previous work in the respective models^33,34^. Electron microscopy-based quantification revealed a significant increase in thinly and non-myelinated axons in optic nerves of *PLPmut* mice after 6 weeks of cuprizone treatment (Fig. 5a). This was associated with fewer axons showing pathological alterations in form of spheroid formation and degenerative signs (Fig. 5b) and resulted in an attenuation of axon loss (Supplementary Fig. 7a). Moreover, cuprizone treatment increased the frequency of *Csf1*^+^*Mbp*^+^ oligodendrocytes and amoeboid microglia with lysosomal storage material in *PLPmut* mice (Supplementary Fig. 7b, c). On the other hand, 6 months of continuous PLX5622 treatment resulted in a reduced frequency of thinly- and non-myelinated axons and an increased frequency of axonal spheroids and degenerating axons in *PLPtg* but not *Wt* mice (Fig. 5c, d). This led to an aggravated loss of axons and retinal ganglion cells (Supplementary Fig. 7d, e). To study the consequences of even faster removal of perturbed myelin on axon integrity, we also investigated homozygous *PLPtg* mice. In contrast to hemizygous mice, these showed almost complete absence of myelin in the optic nerves at 4 months of age without detectable axon loss (Supplementary Fig. 7f, g). Corroborating our observations regarding myelin phagocytosis, cuprizone treatment led to a significant increase in the number of AMG2 (P2RY12^−^CD11c^+^) expressing galectin 3^48^ (encoded by *Lgals3*) in *PLPmut* mice, while PLX5622 decreased their density in *PLPtg* mice (Fig. 5e, f). These observations indicate that fostering microglia-mediated demyelination attenuates axonal degeneration and that impairing demyelination aggravates axonal degeneration when perturbed myelin is targeted by adaptive immunity.

**Fig. 5:**
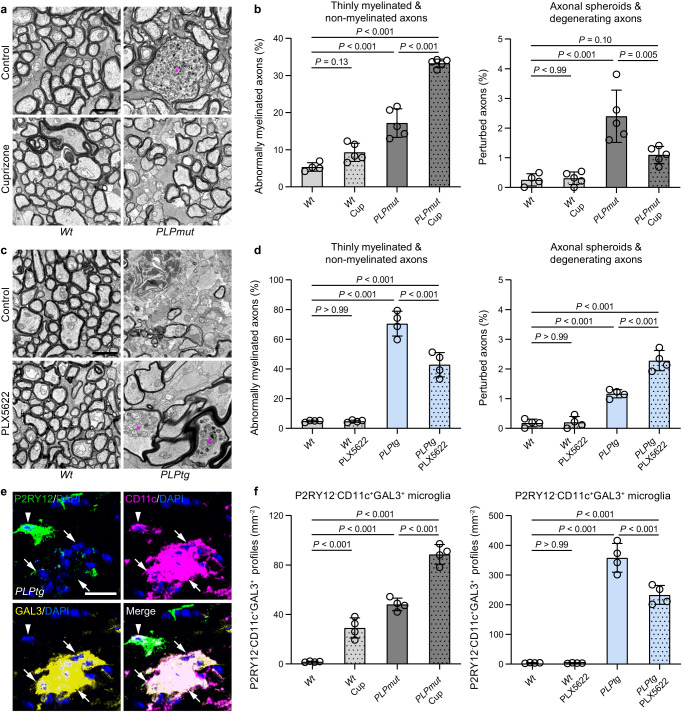
Modulating microglia-mediated removal of perturbed myelin inversely affects axonal damage. **a** Representative electron micrographs of optic nerve cross-sections from control (top) or cuprizone treated (bottom) *Wt* (left) and *PLPmut* (right) mice. The asterisk indicates an axonal spheroid. Scale bar, 2 μm. **b** Electron microscopy-based quantification of thinly myelinated (g-ratio ≥ 0.85) and non-myelinated axons (left) or axonal spheroids and degenerating axons (right) in *Wt* and *PLPmut* mice (*n* = 5 mice per group) after control or cuprizone (Cup) diet (each circle represents the mean value of one mouse, *n* = 4,5,5,5 mice per group, one-way ANOVA with Tukey’s multiple comparisons test, Left: *F* (3, 15) = 117.5, *P* < 0.001, Right: *F* (3, 15) = 19.13, *P* < 0.001). **c** Representative electron micrographs of optic nerve cross-sections from control (top) or PLX5622 treated (bottom) *Wt* (left) and *PLPtg* (right) mice. The asterisks indicate axonal spheroids. Scale bar, 2 μm. **d** Electron microscopy-based quantification of thinly myelinated (g-ratio ≥ 0.85) and non-myelinated axons (left) or axonal spheroids and degenerating axons (right) in *Wt* and *PLPtg* mice (*n* = 4 mice per group) after control or PLX5622 diet (*n* = 4 mice per group, o*n*e-way ANOVA with Tukey’s multiple comparisons test, Left: *F* (3, 12) = 118.8, *P* < 0.001, Right: *F* (3, 12) = 82.59, *P* < 0.001). **e** Representative immunofluorescence detection of P2RY12, CD11c, and GAL3 reactivity of microglia in optic nerves. Arrowheads indicate P2RY12^+^CD11c^+^GAL3^-^ microglia (AMG1) and arrows indicate P2RY12^-^CD11c^+^GAL3^+^ microglia (AMG2). Scale bar, 20 μm. **f** Quantification of P2RY12^-^CD11c^+^GAL3^+^ microglia in the optic nerves of *Wt* and *PLPmut* mice after control or cuprizone (Cup) diet (left) and *Wt* and *PLPtg* mice after control or PLX5622 diet (right). AMG2 accumulate in *PLPmut* mice after cuprizone diet and is reduced in number after PLX5622 diet in *PLPtg* mice (*n* = 4 mice per group, one-way ANOVA with Tukey’s multiple comparisons test, Left: *F* (3, 12) = 127.4, *P* < 0.001, Right: *F* (3, 12) = 194.9, *P* < 0.001). Data are presented as the mean ± s.d.

### Focal damage of axons ensheathed by perturbed myelin occurs in proximity to constricted paranodal regions

Next, we addressed the underlying mechanisms responsible for the formation of spheroids as an early sign of focal damage by CD8^+^ T cells to axons ensheathed by perturbed myelin. Upon close examination of longitudinal optic nerve sections by electron microscopy, we confirmed the previously described preferential localization of spheroids at juxtaparanodal axon domains^29,31^ and frequently observed an accumulation of disintegrating mitochondria and other organelles (an early sign of axonal damage^57,58^). Strikingly, at the corresponding paranodal domains, axons appeared to be of smaller diameter than usual (Fig. 6a). In *PLPmut* mice, progressive swelling, accumulation of dense bodies within myelinated spheroids, and fragmentation seemingly correlated with decreasing paranodal diameters. In *PLPtg* but not *PLPmut* mice, we frequently detected phagocytosing microglia stripping early-stage axonal spheroids of myelin. Abnormally small paranodal axon diameters were also detectable in cross sections of *PLPmut* optic nerves, excluding misinterpretation related to oblique fibre orientation in longitudinal sections (Fig. 6b). This previously unknown narrowing of the paranodal axon diameter reminiscent of a constriction process could explain the described impairment of axonal transport and consequent juxtaparanodal accumulation of organelles in the disease models^29,31^. We, therefore, measured the minimum axonal diameters of paranodal domains with adjacent spheroid formation categorized into different putative stages of progression (Fig. 6c). Normal appearing fibres in *Wt*, *PLPmut*, and *PLPtg* mice displayed larger paranodal axon diameters than those at stages 1 (accumulation of organelles) and 2 (swelling). An increased frequency especially of stage 2 profiles resulted in a significant reduction of the mean paranodal axon diameter in *PLPmut* compared with *Wt* and *PLPtg* mice. Moreover, in longitudinal sections, oligodendroglial cytoplasmic loops displayed decreased circularity going along with progressive spheroid formation (Supplementary Figs. 8a, 6d). This suggests that abnormal myelinating process extension may contribute to constriction of paranodal axon diameters. Focusing on *PLPmut* mice, we further studied the putative role of paranodal constriction in axon degeneration and tested its dependency on functional adaptive immunity. *Rag1*-deficient *PLPmut* mice (lacking mature adaptive immune cells) showed less decreased paranodal axon diameters (Supplementary Figs. 8b, 6e). We confirmed this immune-dependent overall decrease in paranodal axon diameters by measuring CASPR^+^ domains using immunofluorescence (Supplementary Fig. 8c). Moreover, in line with previous observations^29,32^, absence of functional lymphocytes attenuated the age-dependent formation of small and large axonal spheroids and axon loss in *PLPmut* mice (Fig. 6f, g). Thus, myelinated fibres under adaptive immune attack seem to constrict their diameters at paranodal domains and thereby hamper axonal transport which can promote axon degeneration^59^.

**Fig. 6:**
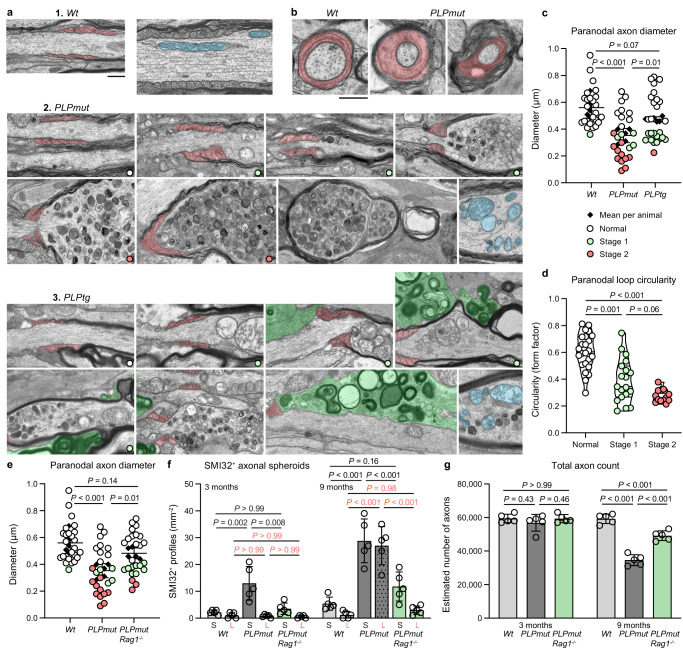
T cell-driven axonal spheroid formation is initiated in proximity to constricted paranodal domains. **a** Representative electron micrographs of optic nerve longitudinal sections from 3- to 9-month-old *Wt* (top), *PLPmut* (middle), and *PLPtg* mice displaying putative subsequent stages of axonal spheroid formation. Progressive constriction of axon diameters by oligodendrocytic paranodal loops (light red pseudocolor) correlates with the accumulation of disintegrating mitochondria (exemplarily shown in light blue pseudocolor), juxtaparanodal swelling, and fragmentation in *PLPmut* mice. Early-stage axonal spheroids in *PLPtg* mice are often associated with myelin-phagocytosing microglia (green pseudocolor). Scale bar, 0.5 μm. **b** Fibers with constricted paranodal domains are also detectable in cross-sections of optic nerves from *PLPmut* mice. Scale bar, 0.5 µm **c** Electron microscopy-based quantification of minimum paranodal axon diameters in 9-month-old *Wt*, *PLPmut*, and *PLPtg* mice (each circle represents the value of one paranodal region and each diamond represents the mean value of one mouse), colours indicate stages of spheroid formation, *n* = 5 mice and 25 paranodes per group, one-way ANOVA with Tukey’s multiple comparisons tests, *F* (2, 12) = 17.5, *P* < 0.001. **d** Analysis of the form factor of paranodal loops reveals decreased circularity along with progressive stages of spheroid formation (each circle represents the mean value of one paranodal region, *n* = 5 mice a*n*d 56 paranodes: 24 normal, 19 stage 1, 13 stage 2, one-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 53) = 30.54, *P* < 0.001). **e** Electron microscopy-based quantification of minimum paranodal axon diameters in 9-month-old *Wt*, *PLPmut* (as shown in panel **c**), and *PLPmut*/*Rag1*^−/−^ mice (*n* = 5 mice and 25 para*n*odes per group, one-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 12) = 15.55, *P* < 0.001). **f** Quantification of small (S) and large (L) SMI32^+^ axonal spheroids in 3- and 9-month-old *Wt*, *PLPmut*, and *PLPmut*/*Rag1*^−/−^ mice (each circle represents the mean value of one mouse, *n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (5, 48) = 36.19, *P* < 0.001). **g** Electron microscopy-based estimation of total axonal numbers in the optic nerves. Axon loss is significantly milder in *PLPmut*/*Rag1*^−/−^ than *PLPmut* mice (*n* = 5 mice per group, two-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 24) = 44.33, *P* < 0.001). Data are presented as the mean ± s.d.

### Cytotoxic effector molecules induce contractile actomyosin activity in myelinating oligodendrocytes

After peripheral nerve injury, Schwann cells form constricting actomyosin spheres to accelerate axon fragmentation in a PAK1-dependent and cytokinesis-like manner^60–62^. Moreover, oligodendrocytes show increased cytoskeletal dynamics after injury and some of the molecules important for myelinating process extension and ensheathment of axons are direct targets for cleavage by the T cell effector protease granzyme B (GZMB)^63–65^. We have previously demonstrated that immune-mediated axonal damage in *PLPmut* and *PLPtg* mice depends on GZMB^30,32^ and therefore hypothesized that the focal cytotoxic attack on myelinating oligodendrocyte processes could induce cytoskeletal alterations within non-compacted myelin domains. Supporting this hypothesis, our scRNA-seq analysis of mature ODC from myelin mutants indicated increased expression of several factors related to membrane trafficking and plasma membrane repair (e.g., *Chmp2a*, *Vps4a*, *Syt11*, known to counteract T cell cytotoxicity^66^), regulation of actomyosin structure organization (e.g., *Rhoa*, *Cdc42*, *Pfn1*), and actin filament based process (e.g., *Pak1*, *Wasf2*, *Tpm3*) particularly in *PLPmut* mice (Supplementary Fig. 9a). 

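In the oligodendrocyte-like cluster, with its single *Wt* cell, none of *Chmp2a*, *Vps4a*, *Syt11*, *Rhoa*, *Cdc42*, *Pfn1*, *Pak1*, *Wasf2* and *Tpm3* was higher in *PLPmut* or *PLPtg* than in *Wt* beyond counting error (0 of 9 each). Of these 9 genes, 2 had no ratio there in each comparison, so they could not be called higher. With both sorted clusters outside the microglia summed, 5 of 9 were higher in *PLPmut* and 1 of 9 in *PLPtg*. *Syt11* (ENSMUSG00000068923, chromosome 3, 88744700 to 88775164) then had 244 CPM (163 to 350) in *Wt* and 718 CPM (622 to 825) in *PLPmut*, a log2 ratio of 1.56 (0.99 to 2.18). *Rhoa* had a ratio of 1.33 (0.77 to 1.94) and *Pak1* of 2.05 (0.85 to 3.56). *Vps4a* had no UMI in *Wt*, 14 in *PLPmut* and 8 in *PLPtg*. The 8 genes with a ratio were all above 0 in *PLPmut*, with a median log2 ratio of 0.99. In the low-depth cluster alone their median was 0.72, and 2 were higher in *PLPmut* beyond counting error, *Rhoa* at 0.83 and *Tpm3* at 1.17. In *PLPtg* 2 were higher there as well, *Chmp2a* at 1.07 and *Rhoa* at 0.87.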

Labelling of F-actin with phalloidin demonstrated increased levels at the outer aspects of myelin segments around cleaved caspase 3^+^ axonal spheroids in optic nerves of *PLPmut* mice, suggesting pro-degenerative signalling in axons likely constricted by oligodendrocytes (Supplementary Fig. 9b, c). Moreover, immunohistochemistry indicated increased diphosphorylated non-muscle myosin light chain (pMLC) levels in cell processes ensheathing SMI32^+^ axonal spheroids (Supplementary Fig. 9d), arguing for localized contractile myosin II activity within non-compact myelin domains. Like decreased paranodal diameter, increased pMLC levels in optic nerves of *PLPmut* mice were largely dependent on functional adaptive immunity (Supplementary Figs. 9e, 7a).

**Fig. 7:**
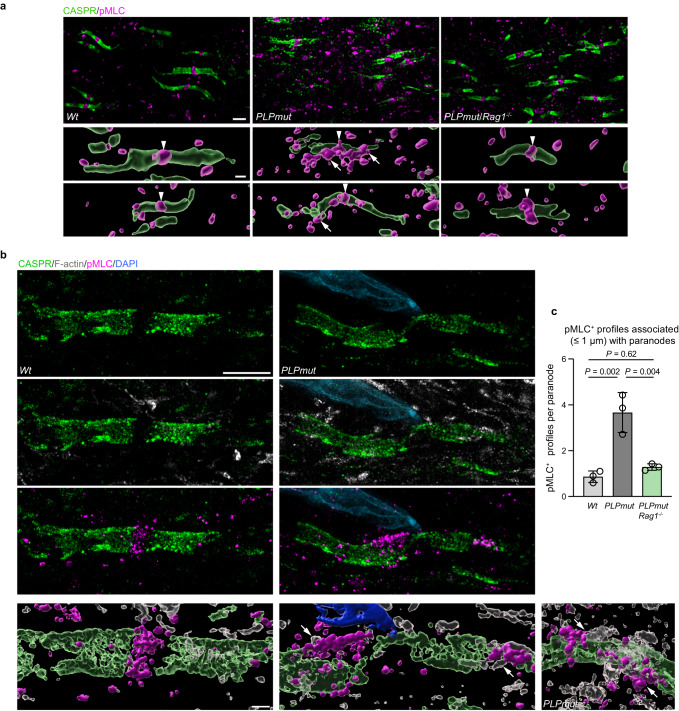
Constricted paranodal domains in myelin mutants are associated with regions showing increased actomyosin activity. **a** Representative immunofluorescence detection and IMARIS Z-stack surface rendering of CASPR and pMLC in the optic nerves of 12-month-old *Wt*, *PLPmut*, and *PLPmut*/*Rag1*^−/−^ mice. pMLC is localized at normal appearing nodes of Ranvier (arrowheads). In *PLPmut* mice, paranodal domains with irregularly small diameters are surrounded by additional pMLC aggregates (arrows). Scale bar, 2 µm (top), 1 µm (bottom). **b** Super-resolution fluorescence detection and IMARIS Z-stack surface rendering of CASPR, F-actin, and pMLC in the optic nerves of 12-month-old *Wt* and *PLPmut* mice. Compact assemblies of F-actin and pMLC enwrap constricted paranodal domains in *PLPmut* mice (arrows). Note the proximity of a cell nucleus to the constricted paranodal domain. Scale bars: 10 µm expanded, 2.5 µm unexpanded (top), 2 µm expanded, 500 nm unexpanded (bottom). **c** Quantification of pMLC^+^ profiles in close association (≤1 µm distance) with individual CASPR^+^ paranodes in optic nerves of *Wt*, *PLPmut*, and *PLPmut*/*Rag1*^−/−^ mice (each circle represents the mean value of one mouse). Paranodes in *PLPmut* mice are associated with a higher number of pMLC^+^ assemblies which is attenuated by *Rag1* deficiency (*n* = 25 paranodes per mouse and 3 mice per group, One-way ANOVA with Tukey’s multiple comparisons test, *F* (2, 6) = 24.27, *P* = 0.001). Data are presented as the mean ± s.d.

Since pMLC has been implicated in the maintenance of the membrane periodic skeleton of axons in vitro^67^, we localized the pMLC signal in more detail. Corroborating previous work^68^, pMLC was mostly confined to the nodal region flanked by CASPR^+^ paranodal domains in optic nerves of *Wt* mice (Fig. 7a). In contrast, CASPR^+^ paranodes in *PLPmut* but not *PLPmut*/*Rag1*^−/−^ mice were frequently surrounded by additional spots of pMLC reactivity, especially when showing focal signs of constriction (Fig. 7a, b). To confirm this, we used multiplexed super-resolution fluorescence microscopy by combining 4x physical expansion^69^ of optic nerve sections with confocal microscopy and an Airyscan 2 detector. This revealed focal narrowing of the paranodal domains in *PLPmut* mice which were frequently closely enwrapped by compact assemblies of F-actin and pMLC (Fig. 7b, c). Quantification of pMLC^+^ assemblies in close association (≤1 µm distance) with individual CASPR^+^ paranodes confirmed an immune-dependent accumulation in *PLPmut* mice (Fig. 7c). Since CASPR^+^ axonal domains are in direct contact with glial paranodal loops, this suggests local contractile actomyosin activity in non-compact domains of myelinating oligodendrocytes.

To further investigate the relationship between cytotoxic molecules and cytoskeletal dynamics we isolated OPCs from P7 mouse brains and differentiated them for seven days into myelinating oligodendrocytes in vitro. We then stimulated them with a combination of PRF1 and GZMB at sublytic concentrations^70^ to mimic a cytotoxic T cell attack (Supplementary Fig. 10a). Six hours after stimulation, a dose-dependent increase in F-actin fluorescence was detected (Supplementary Fig. 10b, e). Live imaging of CellLight Actin-RFP-transfected myelinating ODC confirmed that individual cells showed a relatively stable increase in F-actin levels after stimulation with PRF1 and GZMB (Supplementary Fig. 10c). In addition, pMLC levels increased dose-dependently after stimulation with the cytotoxic molecules (Supplementary Fig. 10d, e). In line with an increased contractile tension of oligodendrocytes after stimulation, MBP^+^ cell surface area was decreased. Strikingly, GZMB + PRF1-dependent F-actin and pMLC induction as well as MBP^+^ surface contraction could be inhibited by the simultaneous application of the ROCK inhibitor fasudil (Supplementary Fig. 10f). Our data provide evidence that the immune-driven paranodal constriction of axonal diameters could be mediated by remodelling of the cytoskeleton and actomyosin contractility in myelinating processes.

### Axonal spheroid formation reflects a focal impairment of axonal transport and depends on cytoskeletal dynamics

We and others have previously concluded that axonal spheroids in mice with myelin perturbation form because of focal impairment of axonal transport^29,71^. To confirm this and identify a putative explanation for pro-degenerative signaling in constricted axons we cross-bred *PLPmut* mice with *Nmnat2*-Venus mice which allows live imaging axonal transport of the survival factor in nerve explants^72^. In 12-month-old mice, the total counts of transported NMNAT2 particles as well as their average and maximum velocities were significantly decreased in optic nerve explants of the myelin mutants (Fig. 8a). In contrast, axons in femoral quadriceps nerve explants of *PLPmut* mice showed similar axonal transport efficacy as in *Wt* mice (Fig. 8b), reflecting the CNS-specific impact of PLP defects in mice. Occasionally, we detected focal accumulations of NMNAT2 particles within individual fibres showing little or no ongoing transport in optic nerves of *PLPmut* mice (Fig. 8c). During the 1 h live imaging sessions, these accumulations appeared to increase in frequency, indicating the ongoing formation of obstructions within damaged fibres in explants. Immunofluorescence identified these accumulations of NMNAT2 to occur within SMI32^+^ axonal spheroids. When analyzing optic nerves from the same mice before and after the imaging, we confirmed that the frequency of SMI32^+^ axonal spheroids was significantly increased after incubating the explants with control medium (Neurobasal A with or without DMSO only) (Fig. 8d). In contrast, when incubating the explants with medium containing cytochalasin D or blebbistatin (dissolved in DMSO) to inhibit actin polymerization or myosin activity, respectively, this increase was prevented.

**Fig. 8:**
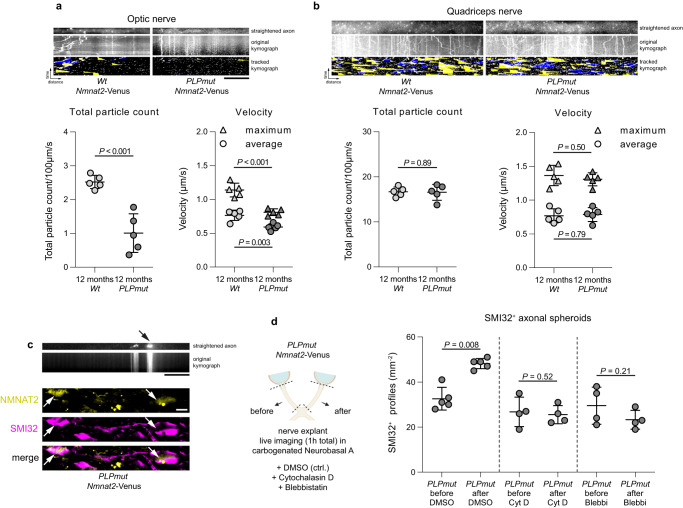
Focal impairment of fast axonal transport in axonal spheroids depends on cytoskeletal plasticity. **a** Representative straightened axon, kymograph, and kymograph of successfully tracked particles (top) as well as quantification of axonal transport parameters (bottom) in the optic nerve and **b** femoral quadriceps nerve explants from 12-month-old *Wt*/*Nmnat2*-Venus and *PLPmut*/*Nmnat2*-Venus mice. The straightened axon shows the first frame of the time-lapse recording (optic nerve: 60 frames in total, quadriceps nerve: 120 frames in total, frame rate 2 fps). Scale bar, 10 µm. Total NMNAT2 particle count and velocity are decreased in CNS but not PNS axons of *PLPmut* mice (each circle represents the mean value of 5 axons of one mouse, *n* = 5 mice per group, two-sided Student’s *t*-test, Optic nerve: Total particle count *t* = 5.602, Maximum velocity *t* = 4.241, Average velocity *t* = 6.478, Quadriceps nerve: Total particle count *t* = 0.1369, Maximum velocity *t* = 0.2749, Average velocity *t* = 0.7069, All d.f. = 8). **c** Straightened axon and kymograph of an optic nerve explant from a *PLPmut*/*Nmnat2*-Venus mouse exemplifying focal accumulation of particles (arrow) in an axon with blocked axonal transport (top). Representative immunofluorescence detection of SMI32 reactivity in optic nerves from 12-month-old *PLPmut*/*Nmnat2*-Venus mice (bottom). The arrows indicate axonal spheroids with an accumulation of NMNAT2 particles. Scale bars, 10 µm. **d** Schematic experimental design (left, created with BioRender.com). SMI32^+^ axonal spheroids were quantified in pairs of optic nerves from *PLPmut*/*Nmnat2*-Venus mice before or after live imaging explants in neurobasal A medium containing DMSO, cytochalasin D (Cyt D), or blebbistatin (Blebbi). Inhibition of actin polymerization or myosin activity blocks the increased frequency of SMI32^+^ axonal spheroids after 1 h imaging ex vivo (each circle represents the mean value of one optic nerve, *n* = 5,4,4 mice per group, two-sided paired *t* test, DMSO: *t* = 4.968, d.f. = 4, Cyt D: *t* = 0.7346, d.f. = 3, Blebbi: *t* = 1.575, d.f. = 3). Data are presented as the mean ± s.d.

We next investigated the consequences of these inhibition experiments on pMLC levels in optic nerve explants. Both cytochalasin D and blebbistatin prevented the increased activation of MLC associated with ongoing axonal spheroid formation in *PLPmut* explants (Fig. 9a). Explants from *Wt* mice did not exhibit a significant increase in spheroid formation during the same imaging timeframe (Fig. 9b), confirming that the ongoing immune-driven constriction process depends on perturbed myelinating glia. As a reciprocal experiment we treated explants with calyculin A, a potent protein phosphatase 1 inhibitor that increases myosin contractility. Moreover, we tested the effect of fasudil on optic nerve explants from *PLPmut* mice. While calyculin A further enhanced pMLC levels and axonal spheroid formation, fasudil inhibited both compared with controls (Fig. 9c, d). Finally, we treated *PLPmut* mice for 4 weeks with fasudil in the drinking water to test its efficacy to interfere with ongoing axonal spheroid formation in vivo. Importantly, fasudil did not affect the accumulation of CD8^+^ T cells in the white matter of *PLPmut* mice but significantly attenuated the number of axonal spheroids (Fig. 9e), most likely by blocking T cell-driven actomyosin constriction at paranodal domains.

**Fig. 9:**
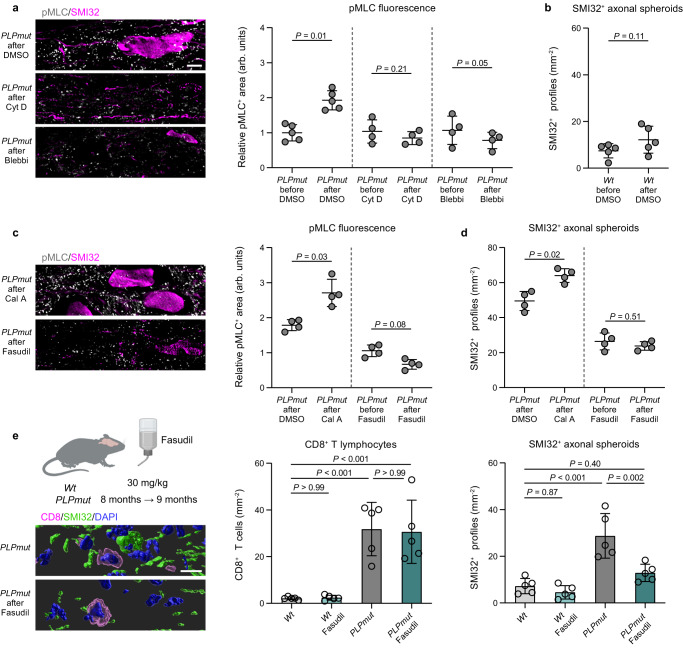
Actomyosin constriction drives axonal spheroid formation in myelin mutant mice. **a** Representative immunofluorescence detection (left) of pMLC and SMI32 in optic nerve explants from 12-month-old *PLPmut*/*Nmnat2*-Venus mice after live imaging explants in neurobasal A medium containing DMSO, cytochalasin D (Cyt D), or blebbistatin (Blebbi). Quantification (right) of pMLC fluorescence by thresholding analysis demonstrates an increase in relative pMLC^+^ area after live imaging which is blocked by Cyt D or Blebbi (each circle represents the mean value of one optic nerve, *n* = 5,4,4 mice per group, two-sided paired *t* test, DMSO: *t* = 4.292, d.f. = 4, Cyt D: *t* = 1.613, d.f. = 3, Blebbi: *t* = 3.125, d.f. = 3). **b** Quantification of SMI32^+^ axonal spheroids in pairs of optic nerves from *Wt*/*Nmnat2*-Venus mice before and after live imaging explants for 1 h in neurobasal A medium containing DMSO (each circle represents the mean value of one optic nerve, *n* = 5 mice per group, two-sided paired *t* test, *t* = 2.053, d.f. = 4). **c** Representative immunofluorescence detection (left) of pMLC and SMI32 in optic nerve explants from 12-month-old *PLPmut* mice after maintaining explants in neurobasal A medium containing DMSO, calyculin A (Cal A), or fasudil. Quantification (right) of pMLC fluorescence by thresholding analysis and **d** SMI32^+^ axonal spheroids demonstrates a further increase of relative pMLC^+^ area and axonal spheroid formation after Cal A and a block of pMLC induction and axonal spheroid formation after fasudil (each circle represents the mean value of one optic nerve, *n* = 4 mice per group, two-sided paired *t* test, Cal A: *t* = 3.703, d.f. = 3, fasudil: *t* = 2.577, d.f. = 3) **e** Schematic experimental design (left, created with BioRender.com) and IMARIS Z-stack surface rendering of CD8 and SMI32 in the optic nerves of 9-month-old *PLPmut* mice with or without fasudil treatment. Scale bar, 10 µm. Quantification of CD8^+^ T cells (middle) and SMI32^+^ axonal spheroids (right) demonstrates no impact of fasudil on the numbers of CD8^+^ T cells but on axonal spheroid formation in *PLPmut* mice (each circle represents the mean value of one optic nerve, *n* = 5 mice per group, One-way ANOVA with Tukey’s multiple comparisons test, CD8: *F* (3, 16) = 17.72, *P* < 0.001, SMI32: *F* (3, 16) = 18.99, *P* < 0.001). Data are presented as the mean ± s.d.

In summary, axonal spheroid formation is associated with a focal impairment of fast axonal transport of NMNAT2, which may explain the activation of pro-degenerative signaling typically observed in programmed axon degeneration^73,74^. Moreover, contractile actomyosin activity (likely occurring in myelinating oligodendrocyte processes) is required for the efficient progression of axonal spheroid formation.

## Discussion

Rare genetic disease models display commonalities with more frequent CNS pathologies and offer unique opportunities to investigate the consequences of myelin defects in a defined setting of known etiology and progression. Here we studied such models to identify how axonal damage, myelin loss, and neurodegeneration are related to each other and to disability in the context of detrimental cytotoxic T cell reactions. In both *PLPmut* and *PLPtg* mice, previous studies revealed that CD8^+^ T cells accumulate in the white matter near nodal domains of myelinated axons^29,31^. While the exact antigen(s) recognized by these cells are not identified, they drive myelin degradation and axonal damage in a cognate TCR-dependent manner^30,32^. Moreover, a reduction of fast axonal transport efficacy and focal formation of juxtaparanodal axonal spheroids are shared features at early stages of immune-mediated damage.

In our current study we observed that these spheroids initially form in axonal segments ensheathed by perturbed myelin. Interestingly, axonal spheroids only progress in size and show further signs of axon degeneration when the myelin sheath remains attached. Accordingly, neurodegeneration and clinical disease are inversely related to the degree of demyelination in the distinct disease models. Thus, efficient removal of perturbed myelin segments may allow resilience or recovery of axons at early stages of damage and argues against the current dogma that axon degeneration in myelin disease is mostly secondary to loss of myelin. Nevertheless, there is evidence that the long-term failure to regenerate myelin correlates strongly with neurodegeneration and disability in MS^75–77^. Since previous observations in EAE have shown that focal axonal damage occurs in myelinated fibres and can be reversible^57^, it seems important that perturbed myelin is rapidly removed and replaced by new myelin sheaths. A recent study in human MS and experimental models of inflammatory demyelination is consistent with the notion that myelin itself poses a risk for axon degeneration^78^. Oligodendrocytes under immune attack were proposed to provide insufficient metabolic support to underlying axons and thereby promote their degeneration, which might be reversed by rapid demyelination. Here we describe an additional, mechanical process of how oligodendrocytes targeted by CD8^+^ T cells gain properties detrimental to axonal integrity that could explain focal damage and impairment of axonal transport near the nodal domains.

Myelinating glia in the peripheral nervous system constrict axons after injury to facilitate fragmentation, degradation, and subsequent regeneration^60–62^. This process depends on cytoskeletal dynamics comprising actin-myosin remodelling and is instructed by altered interactions between severed axons and Schwann cells. Recent findings suggest that oligodendrocytes with lowered Dusp6 expression can fulfil similar functions and enable repair after injury^79^, indicating some capacity for dedifferentiation^80^. Oligodendroglial Vangl2, a RhoA-Myosin II-dependent planar polarity protein, controls paranodal axon diameter^81^, demonstrating compressive action of the paranodal spiral on the axon. Developmental process extension by oligodendrocytes at the leading edge of myelin sheaths involves actin dynamics^64,82^. Oligodendrocytes also increase cytoskeletal plasticity after inflammatory damage, which is associated with early changes at the paranodal domains^63,83^. Our data indicate that increased actomyosin contractility at the paranodal domains can be detrimental to axonal integrity in non-lesioned conditions, which is in line with the vulnerability of fast axonal transport to mechanical constriction^84^ and could explain the high vulnerability of small diameter myelinated axons. Using various inhibitors to decrease or enhance actomyosin activity in an ex vivo explant system and in vivo, we demonstrate its involvement in axonal spheroid formation. We do not know where exactly the contractile forces are generated, but there are several findings that point to the paranodal glial domains: First, super-resolution microscopy showed that compact assemblies of F-actin and pMLC form directly adjacent to constricted paranodal axon domains in *PLPmut* mice. Second, a direct mode of action on the neuron is difficult to explain since the membrane periodic skeleton maintains axonal integrity and its disruption via cytoskeletal inhibitors accelerates beading and fragmentation in vitro^85,86^. Third, our experiments using *Wt* explants, as well as the spatiotemporal dynamics of spheroid formation and the above-described similarities with myelinating glia in the peripheral nervous system suggest an oligodendrocyte-related mechanism. The predominant localization of cytoskeletal elements within non-compact myelin domains is consistent with the observed paranodal narrowing or “strangulation” of the axonal partners and the accumulation and disintegration of organelles at juxtaparanodal domains^64^. Nevertheless, we can presently not fully exclude that actomyosin activity within the axon is involved in the constriction.

We observed that the combined cytotoxic effector molecules perforin and granzyme B induce the cytoskeletal alterations and the reduction of the myelin membrane sheet surface area in oligodendrocyte cultures. This was blocked by fasudil, an established inhibitor of ROCK-dependent contractility. Moreover, increased pMLC levels in the white matter, paranodal constriction, and axonal spheroid formation in *PLPmut* mice were attenuated by immune deficiency. Since *PLPmut*/*Rag1*^−/−^ mice still exhibit structurally altered myelin, we conclude that these changes are not a cell-intrinsic consequence of the myelin perturbation. Granzyme B can directly cleave kinases and binding proteins important for controlling cytoskeletal dynamics and thereby induce membrane blebbing in target cells^65^. Such plasmalemmal protrusions are also important for physiological processes like cytokinesis and locomotion and can provide resilience against cell lysis and necrosis^87^. It is therefore possible that CD8^+^ T cells directly target myelin segments of perturbed oligodendrocytes and thereby induce cytoskeletal alterations, eventually resulting in abnormal constriction of axons at their paranodal domains. This mechanism could provide an explanation for why persistent ensheathment with mutant myelin ultimately results in axonal transection, whereas demyelination abolishes the immune target(s) as well as the constricting oligodendroglial process.

Why oligodendrocytes in the investigated mouse models show distinct reactions upon the CD8^+^ T cell attack remains an open question. While increased expression of disease-associated pro-inflammatory transcripts and of ESCRT-mediated membrane repair components is found in both models, upregulation of molecules protecting against phagocytosis and cell death is specific to *PLPmut* mice. This is associated with higher levels of actomyosin-related cytoskeletal molecules and axon degeneration. In contrast, there is increased expression of “eat me” signals in *PLPtg* oligodendrocytes, resulting in the formation of a phagocytic, axon-protective microglia state (AMG2). Similar to the PNS^88^, the CSF-1-CSF-1R axis seems to play an important part in the communication between neural cells and white matter-resident phagocytes. By modulating microglia-mediated myelin removal, we show that these reactions can be fostered or attenuated, indicating that they are not exclusively driven by oligodendrocyte-intrinsic differences caused by distinct gene defects. Since both axon degeneration and demyelination are strongly modified by CD8^+^ T cells, these differential glial reactions may instead be induced by distinct subpopulations of CD8^+^ T cells that utilize different effector molecules. In line with this hypothesis, a recent study has shown that aging-related transcriptional responses in oligodendrocytes are at least partially dependent on the presence of CD8^+^ T cells in the white matter^8^. Mild oligodendrocyte cell loss and demyelination were related to an interferon response, while a distinct state of aged oligodendrocytes was characterized by increased expression of *Serpina3n*, an inhibitor of granzyme B. We therefore hypothesize that oligodendrocytes try to resist granzyme B and constrict axons but instruct microglia-mediated demyelination upon interferon challenge. This hypothesis is in line with the recently described heterogeneity of CNS-associated CD8^+^ T cells and their effector molecules in myelin mutants and aged mice and is supported by the observation that *Gzmb* deficiency in adaptive immune cells attenuates axonal perturbation but not demyelination in *PLPtg* mice^7,30,32^. Moreover, we observed that several transcripts specific for the interferon-responsive oligodendrocyte state (e.g., *Ifi27l2a*, *B2m*) are upregulated in ODC from *PLPtg* but not *PLPmut* mice.

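*B2m* (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) and *Ifi27l2a* had no UMI in the oligodendrocyte-like cells of *Wt* (1 cell) or *PLPtg* (2 cells), which at this depth allows up to 359 CPM in *Wt* and 178 CPM in *PLPtg*. With both sorted clusters outside the microglia summed, *B2m* reached 630.1 CPM (496 to 789.8) in *Wt*, 574 CPM (488 to 670.3) in *PLPmut* and 1226 CPM (1084 to 1379.9) in *PLPtg*. Its log2 ratio to *Wt* was −0.13 (−0.54 to 0.28) in *PLPmut* and 0.96 (0.59 to 1.35) in *PLPtg*, and 0.20 and 0.97 in the low-depth cluster alone. Microglia marker genes took 1.74% of the summed UMIs in *Wt* and 2.36% in *PLPtg*. In the microglia of these libraries *B2m* reached 1855 and 2203 CPM. RNA of microglia may therefore account for some or all of the rise of *B2m* in *PLPtg*, which was not tested. At 500 UMIs, 46.0% of the 248 *PLPtg* cells had a *B2m* UMI (55.6% without thinning, 0 shallower, median 633 UMIs), below the 58.6% of microglia and above the 26.2% of choroid plexus epithelial-like cells, whose median depths were 6976 and 3185 UMIs. *Ifi27l2a* had 3 UMIs in *Wt* and 14 in *PLPtg*, a log2 ratio of 1.32 (−0.52 to 3.76), which was within counting error.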

In *PLPtg* mice, microglia associated with demyelination (AMG2) showed gene set enrichment for oxidative phosphorylation, typical for tolerogenic antigen presenting cells and phagocytes^89,90^. Moreover, they upregulated marker genes indicating axon protection and downregulated genes important for T cell stimulation. Thus, they seem to play a beneficial role in removing perturbed myelin and promoting the resolution of inflammation in demyelinated regions which is in line with the preferential accumulation of CD8^+^ T cells in still myelinated regions. However, these microglia also downregulate genes important for lipid export and show accumulation of lysosomal storage material. Thus, overt myelin degradation seems to burden these microglia and might explain the limited remyelination capacity in *PLPtg* mice^91^. On the other hand, a disease-associated microglia state (AMG1) with pro-inflammatory properties was detected in both myelin disease models, reflecting the context-specific reaction of microglia, and explaining the different outcome after pharmacological microglia depletion (this study and^34^). 

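Nuclear genes of oxidative phosphorylation (84 genes chosen by symbol) together took 20911 CPM (20740.1 to 21083) in AMG2-like cells, 11693 CPM (11648 to 11738) in AMG1-like and 10344 CPM (10328 to 10359.9) in HMG-like cells. Of 78 genes with a ratio between the AMG-like clusters, 68 were higher in AMG2-like cells, with a median log2 ratio of 0.76. Medians of 10000 random lists of that size, matched on mean expression, lay between −0.39 and 0.10 (their central 95%). In the *PLPtg* library alone the median was 0.71, with 70 genes higher. Between AMG1-like and HMG-like cells it was 0.11, with 51 of 79 genes higher. The scaling moved it most, to 0.96 with mitochondrial and ribosomal protein genes left out of the total. *Cox8a* (ENSMUSG00000035885, chromosome 19, 7215153 to 7217616) had a log2 ratio of 1.15 (1.09 to 1.21) between AMG2-like and AMG1-like cells.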

Targeting microglia can thus be both beneficial by attenuating neuroinflammatory processes (as observed in *PLPmut* mice) and detrimental by promoting dysfunction of protective reactions (as observed in *PLPtg* mice).

Our observations reveal that focal impairment of axonal transport and formation of axonal spheroids at juxtaparanodal domains is induced by T cell-driven paranodal alterations. Interestingly, this is associated with the activation of pro-degenerative signalling (cleaved caspase 3) in axons, reminiscent of trophic deprivation^74^. Since these reactions also occur to some extent in *PLPtg* mice but are less evident in demyelinated regions, they do not necessarily result in axon loss. However, mitochondrial defects and decreased axonal transport of the survival factor NMNAT2 are known to facilitate Wallerian-like axon degeneration^73^. This indicates that later stages of neuroinflammation-driven axonal damage in *PLPmut* mice are likely to be executed by SARM1-dependent, active signalling within axons. While a previous study did not find protection of axons in *Plp1* knockout mice upon crossbreeding with the *Wld*^S^ line^71^, impaired axonal transport could have prevented axonal delivery of the fusion protein. Since we sometimes observed consecutive spheroids along the same axons, we propose that chronic focal damage at multiple myelinated target sites could add up to promote axon degeneration and subsequent neuron loss. Future experiments should aim to clarify the molecular mechanisms of neurodegeneration in *PLPmut* mice.

In conclusion, our data show that while myelination offers many advantages for higher functions of the nervous system, it also poses a risk for neuroinflammation-related axonal damage and degeneration when oligodendrocytes become dysfunctional. The evolutionary benefit of myelin appears to outweigh this concomitant risk for insulated axons in pathological conditions. Clearly, demyelination per se is generally not beneficial but could provide resilience of compromised fibers allowing survival to possibly enable restoration, as demonstrated in distinct myelin disease models. In this context, a major open question relates to the reason for the susceptibility of myelin perturbation to induce adaptive immune reactions. Oligodendrocytes burdened by myelin defects may incite neuroinflammation as a conserved mechanism to eliminate stressed or dysfunctional cells. Additionally, mutant oligodendrocytes targeted by CD8^+^ T cells might constrict axons by recapitulating a glial program beneficial for the clearance of debris and regeneration in injury conditions, similar to Schwann cells during Wallerian degeneration. Our findings are of translational relevance for therapy approaches to modulate neuroinflammation in myelin disease. While they imply that blocking detrimental immune reactions can have benefits in chronic progressive disease, they also show that certain aspects of neuroinflammation preserve axonal integrity under compromised conditions. Greater insights are needed to identify strategies to block detrimental but still allow or even foster beneficial neural-immune interactions to confer resilience and possibly enable recovery of the perturbed white matter.

## Methods

### Animals

All animal experiments were approved by the Government of Lower Franconia, Würzburg, Germany (AZ 55.2 DMS 2532-2-399; AZ 55.2 DMS 2532-2-399; AZ 55.2 DMS 2532-2-907; AZ 55.2 DMS 2532-2-1029; AZ 55.2 DMS 2532-2-1347). Mice were kept at the animal facility of the Centre for Experimental Molecular Medicine, University of Würzburg, under barrier conditions and at a constant cycle of 14 h in the light ( < 300 lux) and 10 h in the dark. Colonies were maintained at 20–24 °C and 40–60% humidity, with free access to food and water. All mice including wild type (*Wt*), homozygous *PLPmut* (R137W, B6.Cg-Tg(PLP1)1Rm*-Plp1*^*tm1Kan*^/J)^29^ - genuine or crossbred with *Rag1*^−/−^ (B6.129S7-*Rag1*^*tm1Mom*^/J)^92^, hemizygous *PLPtg* (B6.Cg-Tg(Plp1)66Kan/J)^37^, mice were on a uniform C57BL/6 J genetic background; they were bred, regularly backcrossed and aged in-house. *Nmnat2-*Venus^93^ mice were cross-bred with *PLPmut* mice. *Wt* and *PLPmut* offspring hemizygous for the *Nmnat2* transgene were analyzed. Since we did not detect obvious differences between male and female mice in the analyses presented in the current study, mice of either sex were used for the experiments. Genotypes were determined by conventional PCR using isolated DNA from ear punch biopsies.

### Accelerating rotarod analysis

Mice were placed on a RotaRod Advanced system (TSE systems); the time on the constantly accelerating rod (5–50 r.p.m., max latency 300 s) was measured in 5 consecutive runs per trial as described previously^29^. Mice were trained with two trials on two consecutive days and latencies were measured in a third trial on the third day.

### Analysis of visual acuity

The visual acuity of mice was analyzed using automated optokinetic reflex tracking in an OptoDrum device (Striatech). Briefly, mice were placed on an elevated platform surrounded by monitors and a stripe pattern with maximum contrast and constant rotation speed (12 deg s^−1^) was presented. Behavior was automatically detected and analyzed by the OptoDrum software v.1.2.6 in an unbiased manner and the stimulus pattern (cycles) was continuously adjusted to find the threshold of the animal’s visual acuity.

### Spectral domain optical coherence tomography (OCT)

Mice were subjected to OCT imaging with a commercially available device (SPECTRALIS OCT; Heidelberg Engineering) and additional lenses as described previously^29^. Mice were measured at different ages for longitudinal analysis and the thickness of the innermost retinal composite layer comprising the nerve fibre layer (NFL), GCL and inner plexiform layer (IPL) were measured in high‐resolution peripapillary circle scans (at least ten measurements per scan) by an investigator unaware of the genotype and treatment condition of the mice using HEYEX v.1.7.1.

### Histochemistry and immunofluorescence

Mice were euthanized with CO_2_ (according to the guidelines by the State Office of Health and Social Affairs Berlin), blood was removed by transcardial perfusion with PBS containing heparin and tissue was fixed by perfusion with 2% paraformaldehyde (PFA) in PBS. Tissue was collected, postfixed, dehydrated, and processed as described previously^29^. Immunohistochemistry was performed on 10- or 30-μm‐thick longitudinal optic nerve and coronal brain sections after postfixation in 4% PFA in PBS or ice‐cold acetone for 10 min. Sections were blocked using 5% BSA in PBS and incubated overnight at 4 °C with an appropriate combination of up to 3 of the following antibodies or stains: mouse anti‐neurofilament H non-phosphorylated, SMI32 (1:1,000, catalog no. 801701; BioLegend); rat anti‐CD8 (1:500, catalog no. MCA609G; Bio‐Rad Laboratories); rabbit anti-MBP (1:300, catalog no. PD004, MBL); rat anti-CD11b (1:100, catalog no. MCA74G; Bio-Rad Laboratories); hamster anti-CD11c (1:100, catalog no. MA11C5; Thermo Fisher Scientific); rabbit anti-P2RY12 (1:300, catalog no. 55043 A, AnaSpec); rabbit anti-GAL3 (1:1,000, NBP3-03252; Novus Biologicals); rat anti-GAL3 (1:300, catalog no. 125402, BioLegend); phalloidin-TRITC (1:300, catalog no. P1951; Sigma-Aldrich); FluoroMyelin Green (1:300, catalog no. F34651, Thermo Fisher Scientific); rabbit anti-cleaved caspase 3 (1:300, catalog no. 9664; Cell Signaling); rabbit anti-pMLC Thr18/Ser19 (1:100, catalog no. 3674; Cell Signaling); mouse anti-CASPR (1:1000, catalog no. 75-001; NeuroMab); goat anti-IBA1 (1:300, catalog no. NB100-1028; Novus Biologicals); goat anti-ICAM1(1:1,000, catalog no. AF796; Novus Biologicals); rabbit anti-laminin (1:300, catalog no. ab11575; Abcam), rabbit anti-c-Jun (1:300, catalog no. 9165; Cell Signaling); rat anti-MHC-I (1:100, catalog no. T-2105; Dianova); Immunoreactive profiles were visualized using fluorescently labeled (1:300; Dianova) secondary antibodies, streptavidin (1:300; Thermo Fisher Scientific) or biotinylated secondary antibodies (1:100; Vector Laboratories) and streptavidin-biotin-peroxidase (Vector Laboratories) complex using diaminobenzidine HCl and H_2_O_2_; nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI) (Sigma‐Aldrich). Light and fluorescence microscopy images were acquired using an Axio Imager M2 microscope (ZEISS) with ApoTome.2 structured illumination equipment, attached Axiocam cameras and corresponding software (ZEN v.2.3 blue edition) or a FluoView FV1000 confocal microscope (Olympus) with corresponding software (v.2.0). Images were minimally processed (rotation, cropping, addition of symbols) to generate figures using Photoshop CS6 and Illustrator CS6 (Adobe). Z-stack surface rendering was performed using IMARIS v.9.7 (Bitplane). For quantification, immunoreactive profiles were counted in at least three nonadjacent sections for each animal and related to the area of these sections using the cell counter plugin in Fiji/ImageJ v.1.51 (National Institutes of Health). To quantify RGCs, perfusion-fixed eyes were enucleated, and specific markers of the inner retinal cell types were labelled in free-floating retina preparations. Fixed retinae were frozen in PBS containing 2% Triton X-100, thawed, washed, and blocked for 1 h using 5% BSA and 5% donkey serum in PBS containing 2% Triton X-100. Retinae were incubated overnight on a rocker at 4 °C with appropriate combinations of the following antibodies: guinea pig anti-RBPMS (1:300, catalog no. ABN1376; Merck Millipore); goat anti-BRN3a (1:100, catalog no. sc-31984; Santa Cruz Biotechnology); immune reactions were visualized using fluorescently labelled (1:500; Dianova) secondary antibodies, retinae were flat-mounted, and the total retinal area was measured. RGCs were quantified in three images of the middle retinal region per flat mount using the cell counter plugin in Fiji/ImageJ v.1.51 (National Institutes of Health).

### Electron microscopy

The optic nerves of transcardially perfused mice were postfixed overnight in 4% PFA and 2% glutaraldehyde in cacodylate buffer. Nerves were osmicated and processed for light and electron microscopy; morphometric quantification of neuropathological alterations was performed as published previously^29^ using a LEO906 E electron microscope (ZEISS) and corresponding software iTEM v.5.1 (Soft Imaging System). At least 10 regions of interest (corresponding to an area of around 5% and up to 3000 axons per individual optic nerve) were analyzed per optic nerve per mouse. The percentages of axonal profiles showing spheroid formation or undergoing degeneration were identified individually by their characteristic morphological features in electron micrographs and related to the number of all investigated axons per optic nerve per mouse. Images were processed (rotation, cropping, addition of symbols and pseudocolor) to generate figures using Photoshop CS6 and Illustrator CS6 (Adobe).

### Flow cytometry and cell sorting

Mice were euthanized with CO_2_ (according to the guidelines by the State Office of Health and Social Affairs Berlin) and blood was thoroughly removed by transcardial perfusion with PBS containing heparin. Brains including optic nerves, leptomeninges and choroid plexus were dissected, collected in ice‐cold PBS and cut into small pieces. Tissue was digested in 1 ml of Accutase (Merck Millipore) per brain at room temperature for 15 min and triturated through 70-μm cell strainers, which were rinsed with 10% FCS in PBS. Cells were purified by a linear 40% Percoll (GE Healthcare) centrifugation step at 650 g without brakes for 25 min and the myelin top layer and supernatant were discarded. Mononuclear cells were resuspended in 1% BSA in PBS and isolated cells were counted for each brain. For scRNA-seq, cells from the brains of 3 adult (10-month-old) *Wt*, 3 *PLPmut*, and 3 *PLPtg* mice were analyzed. Viable cells were identified by Calcein blue AM stain (catalog no. ABD-22007; Biomol), Fc receptors were blocked for 15 min with rat anti‐CD16/32 (1:200, catalog no. 553141; BD Biosciences) and cells were washed and labelled with the following antibodies for 30 min at 4 °C: rat anti-CD45 PerCP/Cyanine5.5 (1:100, catalog no. 130-102-469; Miltenyi Biotec); rat anti-SiglecH PE (1:100, catalog no. 12-0333-82; eBioscience); rat anti-O1 AF700 (1:100, FAB1327N-100UG; R&D Systems). Cells were washed twice, single viable cells were gated and CD45^−^O1^+^ and CD45^low^Siglec-H^+^ cells were collected using a FACSAria III and corresponding software (FACSDiva, v.6; BD Biosciences). Calculation of the number of CD45^low^SiglecH^+^ microglia per brain was performed by extrapolating their frequency to the counted total number of isolated cells. For further experiments viable CD45^low^Siglec-H^+^ microglia were labelled with rat anti-ICAM1 BV711 (1:100, catalog no. 116143; BioLegend), rat anti-Ly6A/E FITC (1:100, catalog no. 108106; BioLegend), rat anti-CD11c APC (1:100, catalog no. 117310: BioLegend), and rat anti-PD1 BV605 (1:100, catalog no. 135219; BioLegend). Cells were washed twice; single viable cells were gated and CD45^low^Siglec-H^+^ cells were analyzed using a FACSLyric (BD Biosciences) and Flowjo (version 10).

### Single-cell RNA sequencing (scRNA-seq) and data processing

Around 15,000 CD45^low^Siglec-H^+^ and CD45^-^O1^+^ single cells each was sorted per sample using a FACSAria III (BD Biosciences) before being encapsulated into droplets with the Chromium Controller (10x Genomics) and processed according to the manufacturer’s specifications. Briefly, every transcript captured in all the cells encapsulated with a bead was uniquely barcoded using a combination of a 16-base pair (bp) 10x barcode and a 10-bp unique molecular identifier (UMI). Complementary DNA libraries ready for sequencing on Illumina platforms were generated using the Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10x Genomics) according to the detailed protocol provided by the manufacturer. Libraries were quantified by Qubit 3.0 Fluorometer (Thermo Fisher Scientific) and quality was checked using a 2100 Bioanalyzer with High Sensitivity DNA kit (Agilent Technologies). Libraries were pooled and sequenced with a NovaSeq 6000 platform (S1 Cartridge; Illumina) in paired-end mode to reach a mean of 44,131 reads per single cell. A total of 13,556, 9,955, and 12,191 cells were captured and a median gene number per cell of 2268, 2562, and 2165 could be retrieved for adult *Wt*, *PLPmut*, and *PLPtg* cells, respectively. 

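The deposited matrices hold 13556 barcodes for *Wt*, 9955 for *PLPmut* and 12191 for *PLPtg*, with a median of 2268, 2562 and 2165 genes. Every barcode had at least 500 UMIs, and the median mitochondrial share was 1.71%, 1.60% and 1.43% of UMIs. Scrublet, with an expected doublet rate of 0.06, marked 1 cell of *Wt*, 0 of *PLPmut* and 2 of *PLPtg* after filtering. That is below 0.5% of cells in every library, which was taken to mean that the caller had not worked, so doublets were limited by the number of genes alone. As an alternative chosen after seeing this, the cells with the highest Scrublet scores were left out at 0.8% per 1000 cells, which removed 1466, 786 and 1185 cells.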

Data were demultiplexed using the CellRanger software v.2.0.2 based on 8 bp 10x sample indexes; paired-end FASTQ files were generated. The cell barcodes and transcript unique molecular identifiers were processed as described previously^94^. The reads were aligned to the University of California, Santa Cruz mouse mm10 reference genome using STAR aligner v.2.5.1b. The alignment results were used to quantify the expression level of mouse genes and generate the gene-barcode matrix. Subsequent data analysis was performed using the R package Seurat^95^ v.4.0. Doublets and potentially dead cells were removed based on the percentage of mitochondrial genes (cutoff set at 60%) and the number of genes (cells with >100 and <6,000 genes were used) expressed in each cell as quality control markers. The gene expression of the remaining cells (13,522, 9898, and 12,170 cells from *Wt*, *PLPmut*, and *PLPtg* mice, respectively) was log-normalized. Highly variable genes were detected with Seurat and the top 2000 of these genes were used as the basis for downstream clustering analysis. Data were scaled, principle component analysis was used for dimensionality reduction and the number of principal components was identified using the built-in Elbow plot function. Cells were clustered based on the identified principal components (10) with a resolution of 0.5; uniform manifold approximation and projection were used for data visualization in two dimensions. Microglia and oligodendrocyte clusters were subset based on marker gene expression and reanalyzed, resulting in 9484, 8405, and 8419 cells from *Wt*, *PLPmut*, and *PLPtg* mice, respectively. 

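Taking the microglia-like and oligodendrocyte-like clusters of the first clustering gave 9473 cells of *Wt*, 8390 of *PLPmut* and 8526 of *PLPtg*. With all variable genes used to cluster, as in the study's methods, the subset held 9456, 8381 and 8419 cells. Cells left out of it included the low-depth clusters that met no naming threshold, with 3121, 1059 and 2211 cells and a median of 1257, 1145 and 1312 UMIs. Microglia marker genes took 29334, 29859.6 and 33186 CPM in those cells, against 48932, 50267 and 48378 CPM in the microglia kept.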

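Outside the 9 microglia-like clusters, the sorted subset held 122 cells of *Wt*, 91 of *PLPmut* and 248 of *PLPtg*, against 9351, 8299 and 8278 microglia. The UMIs of these cells came to 119034, 277092 and 222752. Only 24 of these cells were deep, with a median of 6555.5 UMIs and a median mitochondrial share of 5.35%. The other 437 had a median of 646 UMIs, 399 genes and a mitochondrial share of 14.4%. Sub-clustering of both groups gave 23 cells led by oligodendrocyte genes, 20 of them from *PLPmut*.

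**Figure D4:**
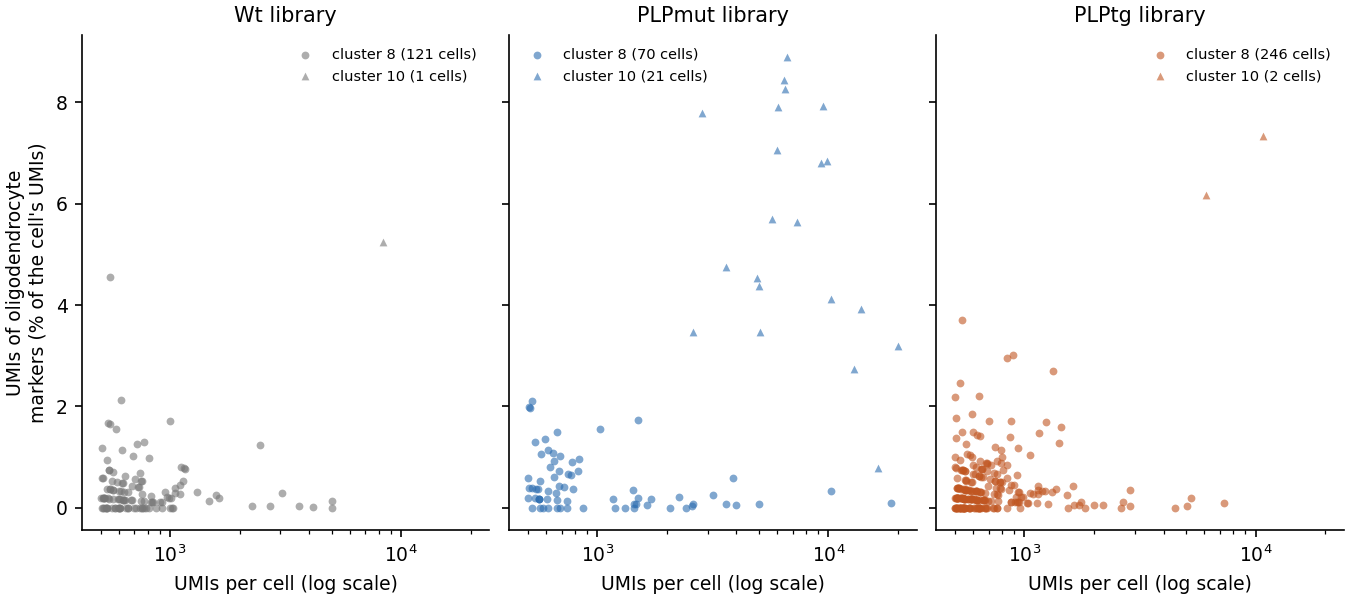
UMIs per cell (horizontal log axis) against the share of UMIs from oligodendrocyte marker genes (%, vertical axis) for the sorted cells outside the microglia, by library. The deep cells led by oligodendrocyte genes are 24, and the low-depth cells are 437.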

Due to their vulnerability during the processing after sorting, much lower numbers of oligodendrocytes compared with microglia remained in the resulting dataset. These were reanalyzed and reclustered based on 14 principal components and a resolution of 0.6. 

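Repeated here without the 66 named genes, the re-clustering on 14 principal components at a resolution of 0.6 gave 11 clusters. It gave 10 clusters at a resolution of 0.4 and 13 at 0.8, 11 with 20 principal components, and 12 with 3000 variable genes in place of 2000. With other processor kernels of the linear algebra library, alternatives chosen after seeing the data, it gave 11 and 12 clusters. The stricter filter, with at least 500 genes and at most 10% mitochondrial UMIs, gave 9 clusters, all microglia-like, and no oligodendrocyte-like cluster.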

The contribution of the samples to each microglia cluster in absolute numbers was calculated by extrapolating their frequencies to the number of CD45^low^Siglec-H^+^ cells per brain. Differentially expressed genes were identified using the FindMarkers function with min.pct = 0.25. Complete lists of differentially expressed genes (*p*_val_adj > 0.05 after Bonferroni or FDR correction) are included in Supplementary Data 1. Marker gene scores for feature expression programs were calculated using the AddModuleScore function in Seurat. Gene-set enrichment analysis was performed using Metascape v.3.5 (http://metascape.org)^96^.

### Cuprizone treatment

Demyelination was induced by feeding 10- to 12-week-old *Wt* and *PLPmut* mice a diet containing 0.2% cuprizone (bis-cyclohexanone oxaldihydrazone; Sigma-Aldrich) in ground standard rodent chow for 6 weeks. Control mice were fed standard rodent chow. Optic nerves and corpora callosa were processed for immunofluorescence and electron microscopy. The procedures were approved by the Review Board for the Care of Animal Subjects of the district government (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, Germany, AZ 33.9 42502-04-15/1762) and performed according to international guidelines on the use of laboratory mice.

### PLX5622 treatment

PLX5622 (provided by Plexxikon Inc., Berkeley, CA, USA) was prepared as a 300 ppm drug chow to dose ~54 mg PLX5622/kg body weight when given *ad libitum*. This was based on our previous long-term treatment approaches in which we observed efficient microglia depletion without obvious neurological side effects in *Wt* and *PLPmut* mice^34^. Control mice received normal chow without the pharmacological inhibitor. *Wt* and *PLPtg* mice were treated for 6 months with daily monitoring concerning certain burden criteria and phenotypic abnormalities. The treatment started at 6 months of age before prominent demyelination in *PLPtg* mice.

### RNAscope

Multiplex RNAscope was performed based on the manufacturer’s (Advanced Cell Diagnostics) instructions^97^. Briefly, sections were postfixed in ice-cold 4% PFA for 30 min. Sections were then dehydrated using a series of ethanol solutions (50 - 100%) before drying and boiling for 5 min in fresh target retrieval solution at 100 °C. Slides were washed in distilled water and rinsed with 100% ethanol before incubation with protease III for 30 min at 40 °C. Slides were washed again and hybridized with gene-specific probes against *Csf1* and *Mbp* for 2 h at 40 °C in a HybEZ oven (ACD). Non-annealed probes were removed by washing sections in 1x proprietary wash buffer, and the signal was amplified with 4 amplification systems (Amp1 - Amp4). Finally, sections were stained with DAPI, mounted and analyzed using an Axio Imager M2 microscope (ZEISS) with ApoTome.2 structured illumination equipment, attached Axiocam cameras and corresponding software (ZEN v.2.3 blue edition).

### Expansion microscopy

Super-resolution fluorescence microscopy was performed with 30-μm‐thick longitudinal optic nerve cryo-sections. Free-floating sections were blocked using 5% BSA and 5% donkey serum in PBS containing 0.3% Triton X-100 and incubated overnight at 4 °C with a combination of the following antibodies and stains: rabbit anti-pMLC Thr18/Ser19 (1:100, catalog no. 3674; Cell Signaling); mouse anti-CASPR (1:1000, catalog no. 75-001; NeuroMab); biotin-XX phalloidin (1:300, catalog no. sc-505886; Santa Cruz Biotechnology); Labeling was visualized using AF555 donkey anti-rabbit (1:300; Dianova), CF640R donkey anti-mouse (1:300; Dianova), and streptavidin AF488 (1:300; Thermo Fisher Scientific). Proteins were anchored using 0.1 mg/ml acryloyl-X (AcX, catalog no. A20770; Thermo Fisher Scientific) in PBS for 24 h at room temperature. Sections were washed, partially air-dried on an uncharged slide, incubated in gelling solution [8.6 g/100 ml sodium acrylate (Sigma-Aldrich, catalog no. 408220), 2.5 g/100 ml acrylamide (Sigma-Aldrich, catalog no. A8887), 0.1 g/100 ml N,N′-methylenebisacrylamide (Sigma-Aldrich, catalog no. M7279), 11.7 g/100 ml Sodium chloride (Sigma-Aldrich, catalog no. S6191), 0.2% TEMED accelerator solution (Sigma-Aldrich, catalog no. T9281), 0.01% 4-hydroxy-TEMPO inhibitor solution (Sigma-Aldrich, catalog no. 176141), 0.2% ammonium persulfate (Sigma Aldrich, catalog no. 248614)] for 1 h at 4 °C, and embedded in fresh gelling solution in an assembled chamber using coverslips as spacers and cover. Polymerization was performed at 37 °C for 2 h. Tissue-containing gels were trimmed, scooped off the slide, and digested in Proteinase K overnight at room temperature. Nuclei were labelled with DAPI, and gels were expanded by repeated washes in distilled water until expansion plateaued. Post-expansion specimens were imaged using a LSM900 confocal microscope (Zeiss) with an AiryScan2 detector using an LD-C Apochromat 40x/1.1 W objective. The expansion factor was calculated by measuring gels and labelled structures before and after expansion.

### Primary oligodendrocyte cell cultures

OPCs were prepared from P7 C57BL/6 J mouse brains by immunopanning^98^. Briefly, brains were digested with papain and dissociated to single-cell suspension, which was passed through two negative-selection plates coated with BSL1 to remove microglia. The remaining cell suspension was then incubated in a positive-selection plate coated with anti-PDGFRα antibodies (catalog no. sc-338; Santa Cruz Biotechnology). The attached cells were collected using trypsin and cultured on poly(L-lysine)-coated coverslips in proliferation medium containing Dulbecco’s modified Eagle’s medium (DMEM, catalog no. 41965; Thermo Fisher Scientific), Sato Supplement, B-27 Supplement, GlutaMAX, Trace Elements B, penicillin–streptomycin, sodium pyruvate, insulin, N-acetyl-L-cysteine, D-biotin, forskolin, ciliary neurotrophic factor (CNTF), platelet-derived growth factor (PDGF) and neurotrophin-3 (NT-3). OPCs were cultured in a differentiation medium containing DMEM (Thermo Fisher Scientific), Sato Supplement, B-27 Supplement, GlutaMAX, Trace Elements B, penicillin–streptomycin, sodium pyruvate, insulin, N-acetyl-l-cysteine, D-biotin, forskolin, CNTF and NT-3. After 7 days, when OPCs had differentiated into oligodendrocytes, they were stimulated with a medium containing sublytic^70^ final concentrations (0.2 or 0.4 µg/ml) of PRF1 (catalog no. APB317Mu01; Cloud-Clone Corp.) + GZMB (catalog no. ab50114; Abcam). For experiments to inhibit ROCK-dependent actomyosin contractility, fasudil (20 µM, catalog no. orb746457; Biorbyt) was applied simultaneously. After 6 h, the cultures were fixed and analyzed by immunocytochemistry. For live imaging, oligodendrocytes were transfected with CellLight Actin-RFP (catalog no. C10502; Thermo Fisher Scientific) and imaged before and after stimulation using a Leica DMi8 microscope equipped with the DMC 2900/DFC 3000 G camera control, a stage top incubation system (Ibidi), and LAS X software (Leica).

### Live imaging of axonal transport in nerve explants

Fast axonal transport was analyzed in optic nerves and femoral quadriceps nerves of *Wt* and *PLPmut* mice hemizygous for the NMNAT2-Venus transgene as previously described^72^. Briefly, nerves were rapidly dissected into prewarmed (37 °C), pre-oxygenated Neurobasal-A medium (Gibco). Imaging of axonal transport in tissue explants was performed using a Leica DMi8 microscope equipped with the DMC 2900/DFC 3000 G camera control, a stage top incubation system (ibidi), and LAS X software (Leica). During imaging, nerves were maintained in oxygenated Neurobasal-A medium at 37 °C. Images were captured using fixed light intensity and camera exposure time settings at a rate of 2 frames per second and 60 frames over a total imaging period of 1 h. Afterwards, the nerves were fixed and analyzed by immunocytochemistry. At least 3 individual movies (often containing multiple axons) were captured for each nerve explant. Individual axons were straightened using the Straighten plugin in Fiji/ImageJ v.1.51 (National Institutes of Health). Axonal transport parameters were determined for individual axons using the DifferenceTracker^99^ set of plugins using previously described parameters^72^. On average, 5 axons were analyzed for each nerve explant. For inhibition/stimulation of actomyosin contractility, nerves were incubated with medium containing DMSO (vehicle control), cytochalasin D (1 µg/ml, catalog no. C6637; Sigma-Aldrich), blebbistatin (100 µM, catalog no. B0560; Sigma-Aldrich), calyculin A (0.1 µM, catalog no. C5552; Sigma-Aldrich), or fasudil (20 µM, catalog no. orb746457; Biorbyt) and compared with nerves from the same animal fixed before and after the 1 h imaging session. Medium containing only DMSO showed no significant differences compared with pure Neurobasal-A medium.

### Fasudil treatment

Fasudil (catalog no. orb746457; Biorbyt) was prepared at 180 µg/ml within the drinking water to dose ~30 mg/kg body weight per day when given *ad libitum*. This was based on previous long-term treatment approaches in vivo which achieved efficient attenuation of brain pathology in distinct disease models^100,101^. Control mice received normal drinking water without the pharmacological inhibitor. *Wt* and *PLPmut* mice were treated for 4 weeks with daily monitoring concerning certain burden criteria and phenotypic abnormalities. The treatment started at 8 months of age when neuroinflammation and axon degeneration are ongoing in *PLPmut* mice.

### Statistics and reproducibility

All quantifications and analyses were performed by blinded investigators who were unaware of the genotype and treatment group of the respective mice or tissue samples after concealment of groups with individual uniquely coded labels. Animals were randomly placed into experimental or control groups according to the genotyping results using a random generator (http://www.randomizer.org). For biometrical sample size estimation, G*Power v.3.1.3 was used^102^. Calculation of appropriate sample size groups was performed using an a priori power analysis by comparing the mean of 2 to 3 groups with a defined adequate power of 0.8 (1 - beta error) and an α error of 0.05. To determine the prespecified effect size d or f, previously published data were considered as comparable reference values^29^. The number of individual mice per group (number of biologically independent samples) for each experiment and the meaning of each data point are indicated in the respective figure legends. All data (except scRNA-seq) and micrographs represent at least three independent experiments with similar results. For the histological analyses, we quantified a specific cell type/structure in at least three different sections of a respective tissue and averaged the measurements into one single data point. No animals or data were excluded from the analyses. In the scRNA-seq experiment, we analyzed the brains of 3 mice for each group. Statistical analysis was performed using Prism 8 (GraphPad Software). The Shapiro–Wilk test was used to check for the normal distribution of data and the *F* test was used to check the equality of variances to ensure that all data met the assumptions of the statistical tests used. Comparisons of two groups were performed with an unpaired Student’s *t*-test (parametric comparison) or Mann-Whitney *U*-test (nonparametric comparison). For multiple comparisons, a one‐way analysis of variance (ANOVA) (parametric) or Kruskal-Wallis test (nonparametric) with Tukey’s post hoc test were applied and adjusted *P* values are presented. *P* < 0.05 was considered statistically significant; exact *P* values are provided whenever possible in the figures (for post hoc tests) and figure legends (for null hypothesis testing) with three digits and a leading zero. Only *P* values smaller than 0.001 are shown as “*P* < 0.001”.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE224032. Source data are provided with this paper. Other data that support the findings of this study are available from the corresponding authors. Source data are provided with this paper.

# Supplementary material for: Microglia-mediated demyelination protects against CD8+ T cell-driven axon degeneration in mice carrying PLP defects
**Source:** Nat Commun. 2023 Oct 30;14:6911. doi: 10.1038/s41467-023-42570-2
**Supplement:** Supplementary file 1 — Supplementary Information

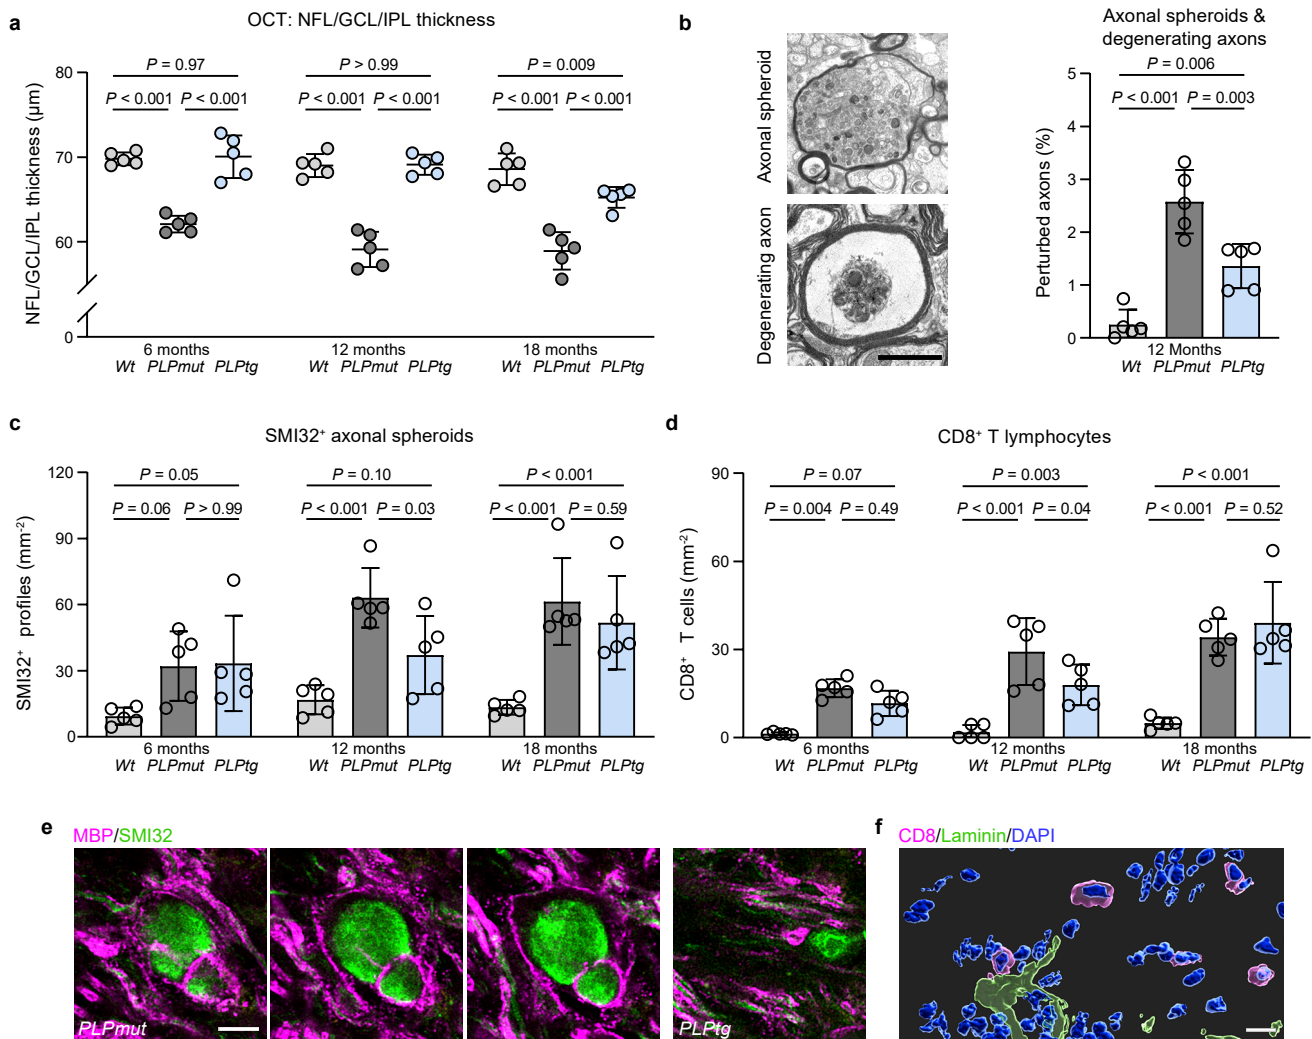

**Supplementary Fig. 1 | Similarities and differences of T cell-driven axonal damage in mice with distinct myelin defects.** **a** OCT analysis of the innermost retinal composite layer (NFL/GCL/IPL) in peripapillary circle scans of *Wt*, *PLPmut*, and *PLPtg* mice at different ages. Inner retinal thinning is much more pronounced in *PLPmut* than in *PLPtg* mice ( $n = 5$  mice per group, two-way ANOVA with Tukey's multiple comparisons test,  $F(2, 36) = 133.4$ ,  $P < 0.001$ ). **b** Electron microscopy-based quantification of axonal spheroids and degenerating axons in optic nerves from 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice. Axonal damage is more pronounced in *PLPmut* than in *PLPtg* mice ( $n = 5$  mice per group, one-way ANOVA with Tukey's multiple comparisons test,  $F(2, 12) = 32.91$ ,  $P < 0.001$ ). **c** Quantification of axonal spheroids in optic nerves from *Wt*, *PLPmut*, and *PLPtg* mice at different ages (each circle represents the mean value of one mouse). SMI32<sup>+</sup> spheroids progressively accumulate in both *PLPmut* and *PLPtg* mice ( $n = 5$  mice per group, two-way ANOVA with Tukey's multiple comparisons test,  $F(2, 36) = 25.66$ ,  $P < 0.001$ ). **d** Quantification of CD8<sup>+</sup> T cells in optic nerves from *Wt*, *PLPmut*, and *PLPtg* mice at different ages (each circle represents the mean value of one mouse). CD8<sup>+</sup> T cells progressively accumulate in both *PLPmut* and *PLPtg* mice ( $n = 5$  mice per group, two-way ANOVA with Tukey's multiple comparisons test,  $F(2, 36) = 50.4$ ,  $P < 0.001$ ). **e** Immunofluorescence detection of SMI32 and MBP in the optic nerves of 12-month-old *PLPmut* and *PLPtg* mice by confocal microscopy. Individual optical slices show the presence of myelin around axonal spheroids in *PLPmut* mice. The smaller spheroids in *PLPtg* mice are often demyelinated. Scale bar, 5 μm. **f** IMARIS Z-stack surface rendering of CD8<sup>+</sup> T cells and laminin<sup>+</sup> blood vessels. Almost all CD8<sup>+</sup> T cells in optic nerves of myelin mutants are parenchymal. Scale bar, 10 μm. Data are presented as the mean ± s.d.

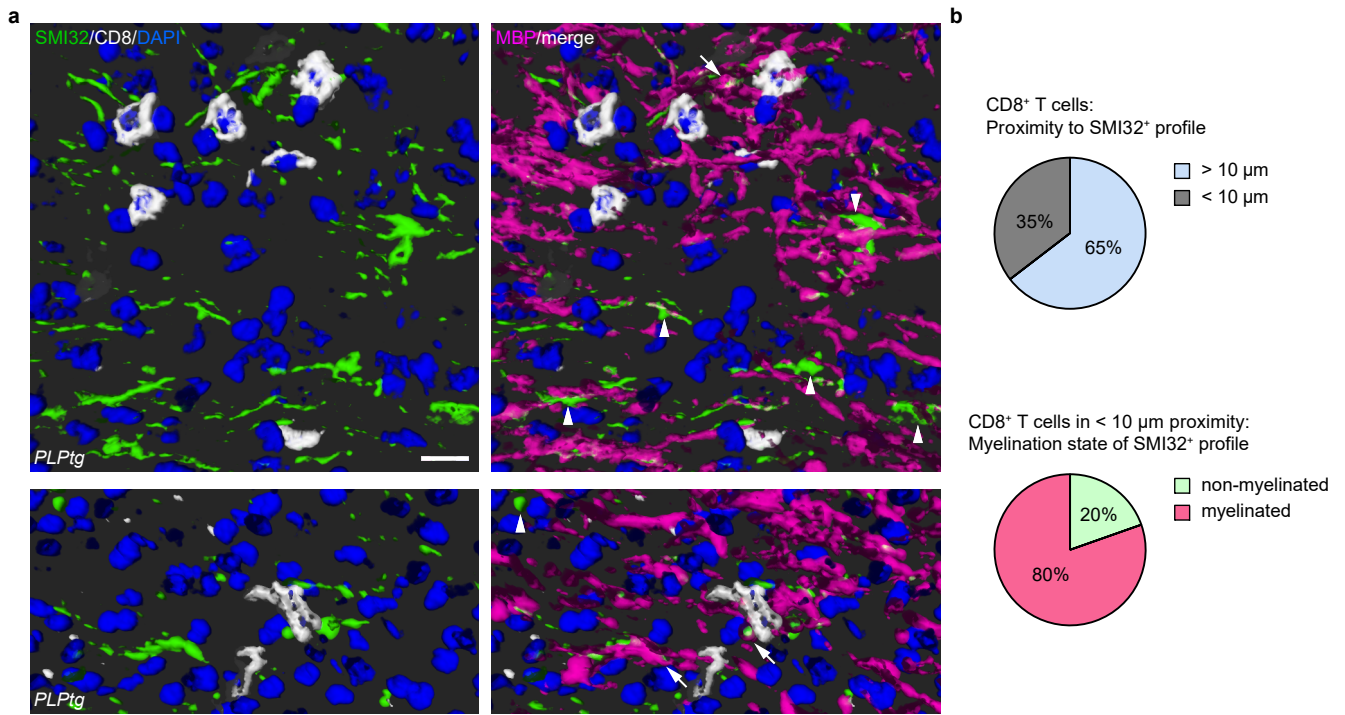

**Supplementary Fig. 2 | CD8<sup>+</sup> T cells preferentially associate with damaged axons still ensheathed by perturbed myelin.**

**a** Immunofluorescence detection and IMARIS Z-stack surface rendering of CD8 in combination with SMI32 and MBP in optic nerves from 12-month-old *PLP<sup>tg</sup>* mice. Arrowheads indicate demyelinated SMI32<sup>+</sup> fibers and arrows indicate SMI32<sup>+</sup> axonal spheroids ensheathed by MBP<sup>+</sup> myelin segments. Scale bar, 10  $\mu$ m. **b** Quantification of CD8<sup>+</sup> T cells in proximity (< 10  $\mu$ m) to SMI32<sup>+</sup> profiles (top) and myelination state of the respective SMI32<sup>+</sup> profiles (bottom). CD8<sup>+</sup> T cells preferentially accumulate in proximity to damaged fibers that are myelinated ( $n = 144$  CD8<sup>+</sup> T cells from 5 *PLP<sup>tg</sup>* mice).

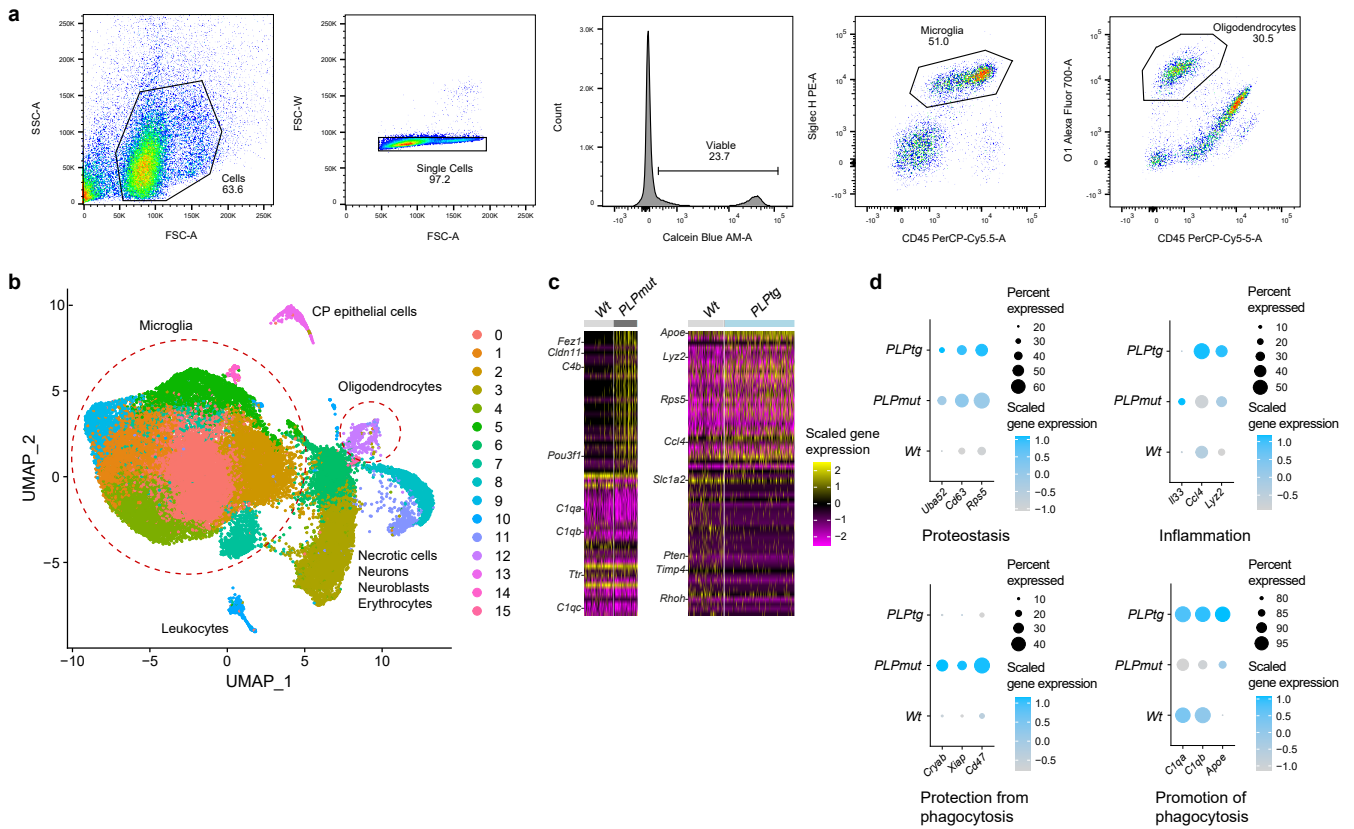

**Supplementary Fig. 3 | scRNA-seq of oligodendrocytes in *Wt*, *PLPmut*, and *PLPtg* mice reveals common and distinct disease-associated states.** **a** Representative FACS plots for gating of single, viable CD45<sup>low</sup>Siglec-H<sup>+</sup> microglia and CD45<sup>O1</sup><sup>+</sup> oligodendrocytes. **b** Combined UMAP visualization of 35,590 cells freshly sorted from adult (10-month-old) *Wt*, *PLPmut*, and *PLPtg* (*n* = 3 mice per group) mouse brains and analyzed by scRNA-seq. Microglia and oligodendrocyte clusters were identified based on marker gene expression, subsetting, and further analyzed as shown in Fig. 3a. **c** Heatmaps of top 30 differentially expressed genes comparing oligodendrocytes isolated from *Wt* and *PLPmut* (left) or *Wt* and *PLPtg* (right) brains as identified in Fig. 3a. The color scale is based on a z-score distribution from -2 (purple) to 2 (yellow). **d** Dot plot expression visualization of selected genes implicated in proteostasis (GO terms: cytoplasmic translation, lysosome); inflammation (GO terms: microglial activation involved in immune response, complement binding, lysozyme activity), protection from phagocytosis (GO terms: negative regulation of apoptotic process, negative regulation of Fc-gamma receptor signaling pathway involved in phagocytosis), or promotion of phagocytosis (GO terms: microglial cell activation, complement activation, cholesterol homeostasis) for oligodendrocytes as annotated in panel b. The color scales are based on z-score distributions from -1 or -0.5 (lightgrey) to 1 (lightblue). Complete lists of differentially expressed genes can be found in Supplementary Data 1.

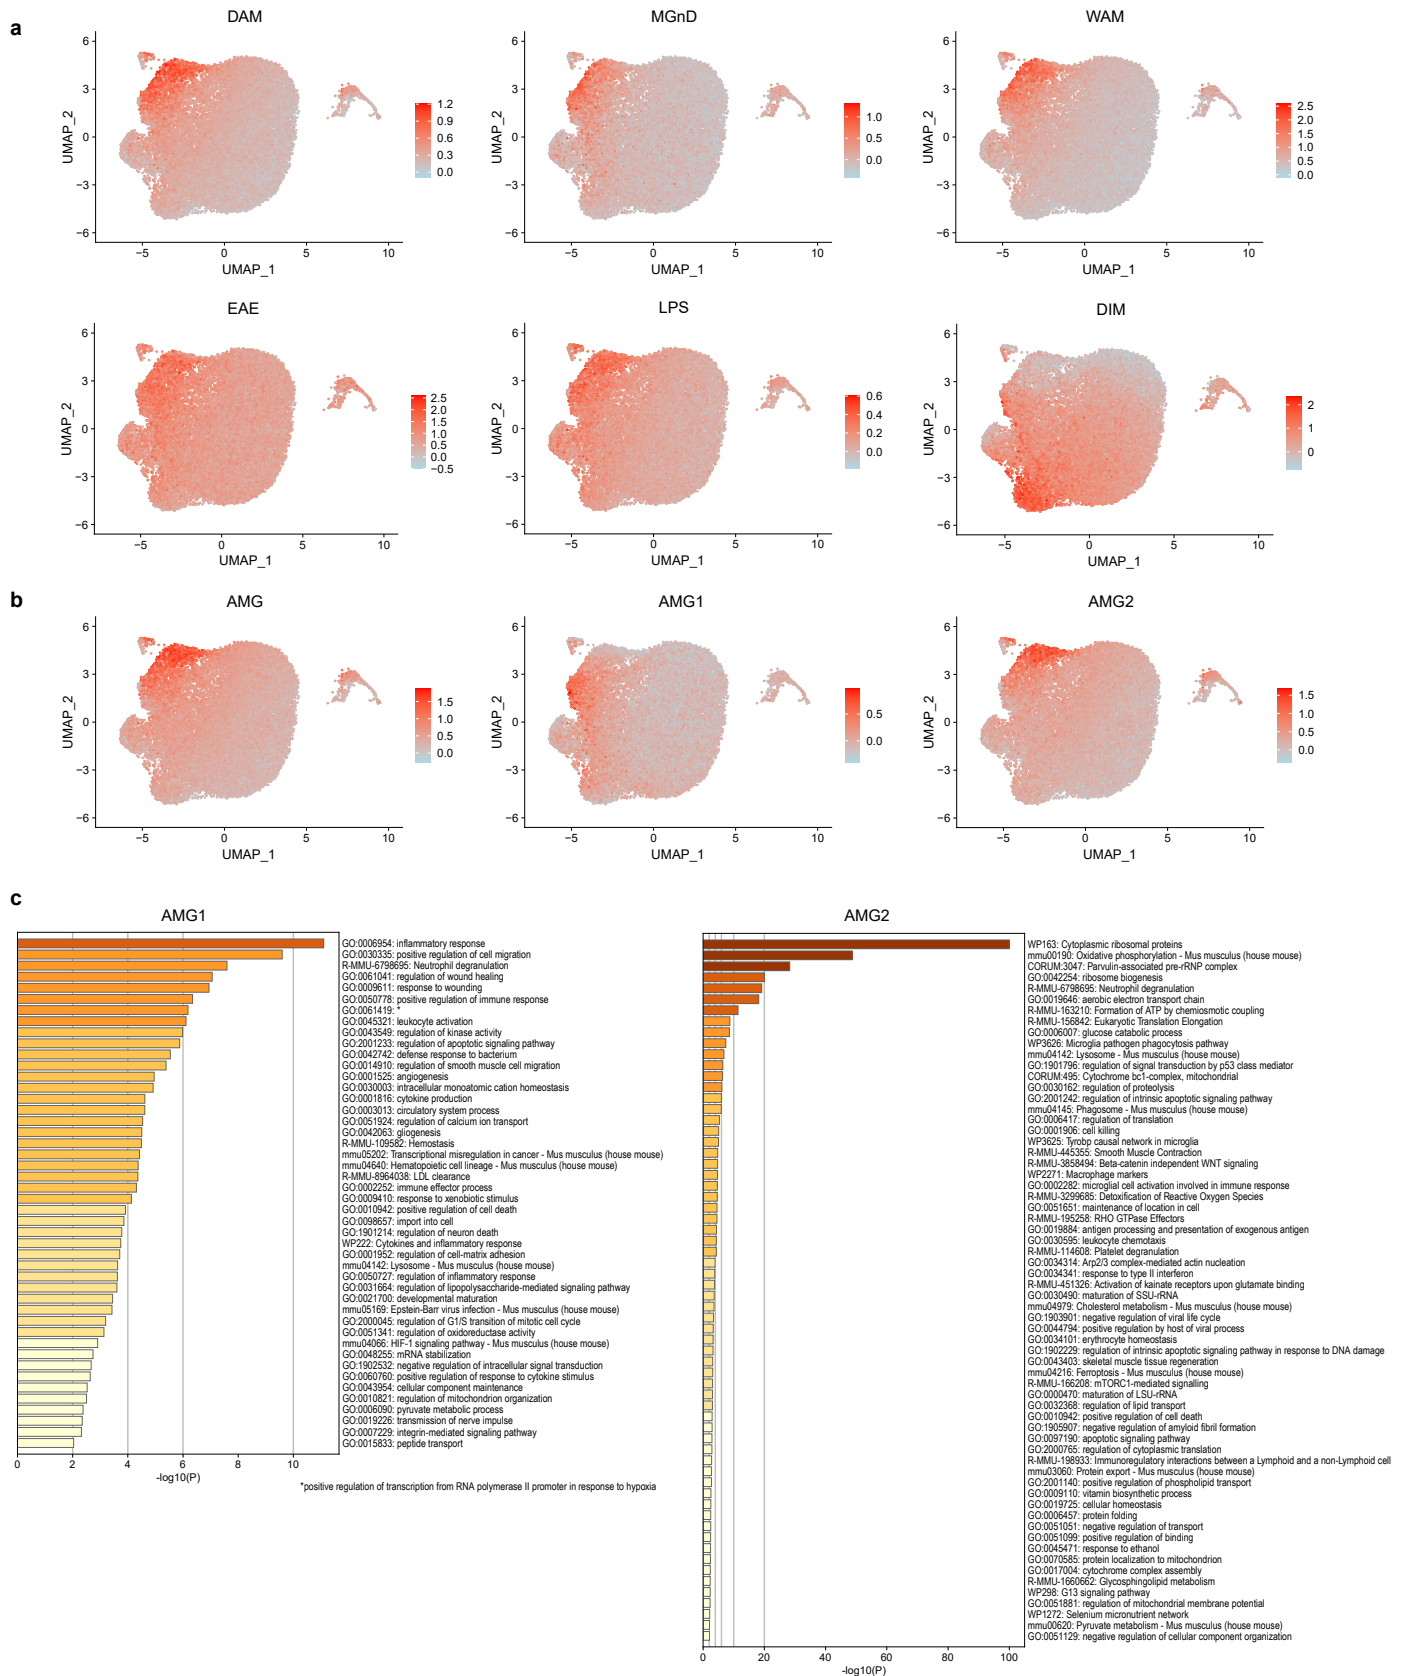

**Supplementary Fig. 4 | scRNA-seq reveals signatures of activated microglia in *PLPmut* and *PLPtg* mice. **a**** UMAP visualizations of MG and ODC (as annotated in Fig. 3a or Supplementary Fig. 3b) showing the expression of selected module scores. Transcript levels are color-coded: lightblue, not expressed; red, expressed. Module scores are based on top 300 upregulated genes of known microglia states as previously reported. **b** Module scores are based on identified upregulated genes shared between both AMG clusters, or enriched in either AMG1 or AMG2, respectively. **c** Metascape gene-set enrichment analysis of AMG1 or AMG2 module scores. Top 100 enriched terms are shown. Complete lists of module score genes can be found in Supplementary Data 2.

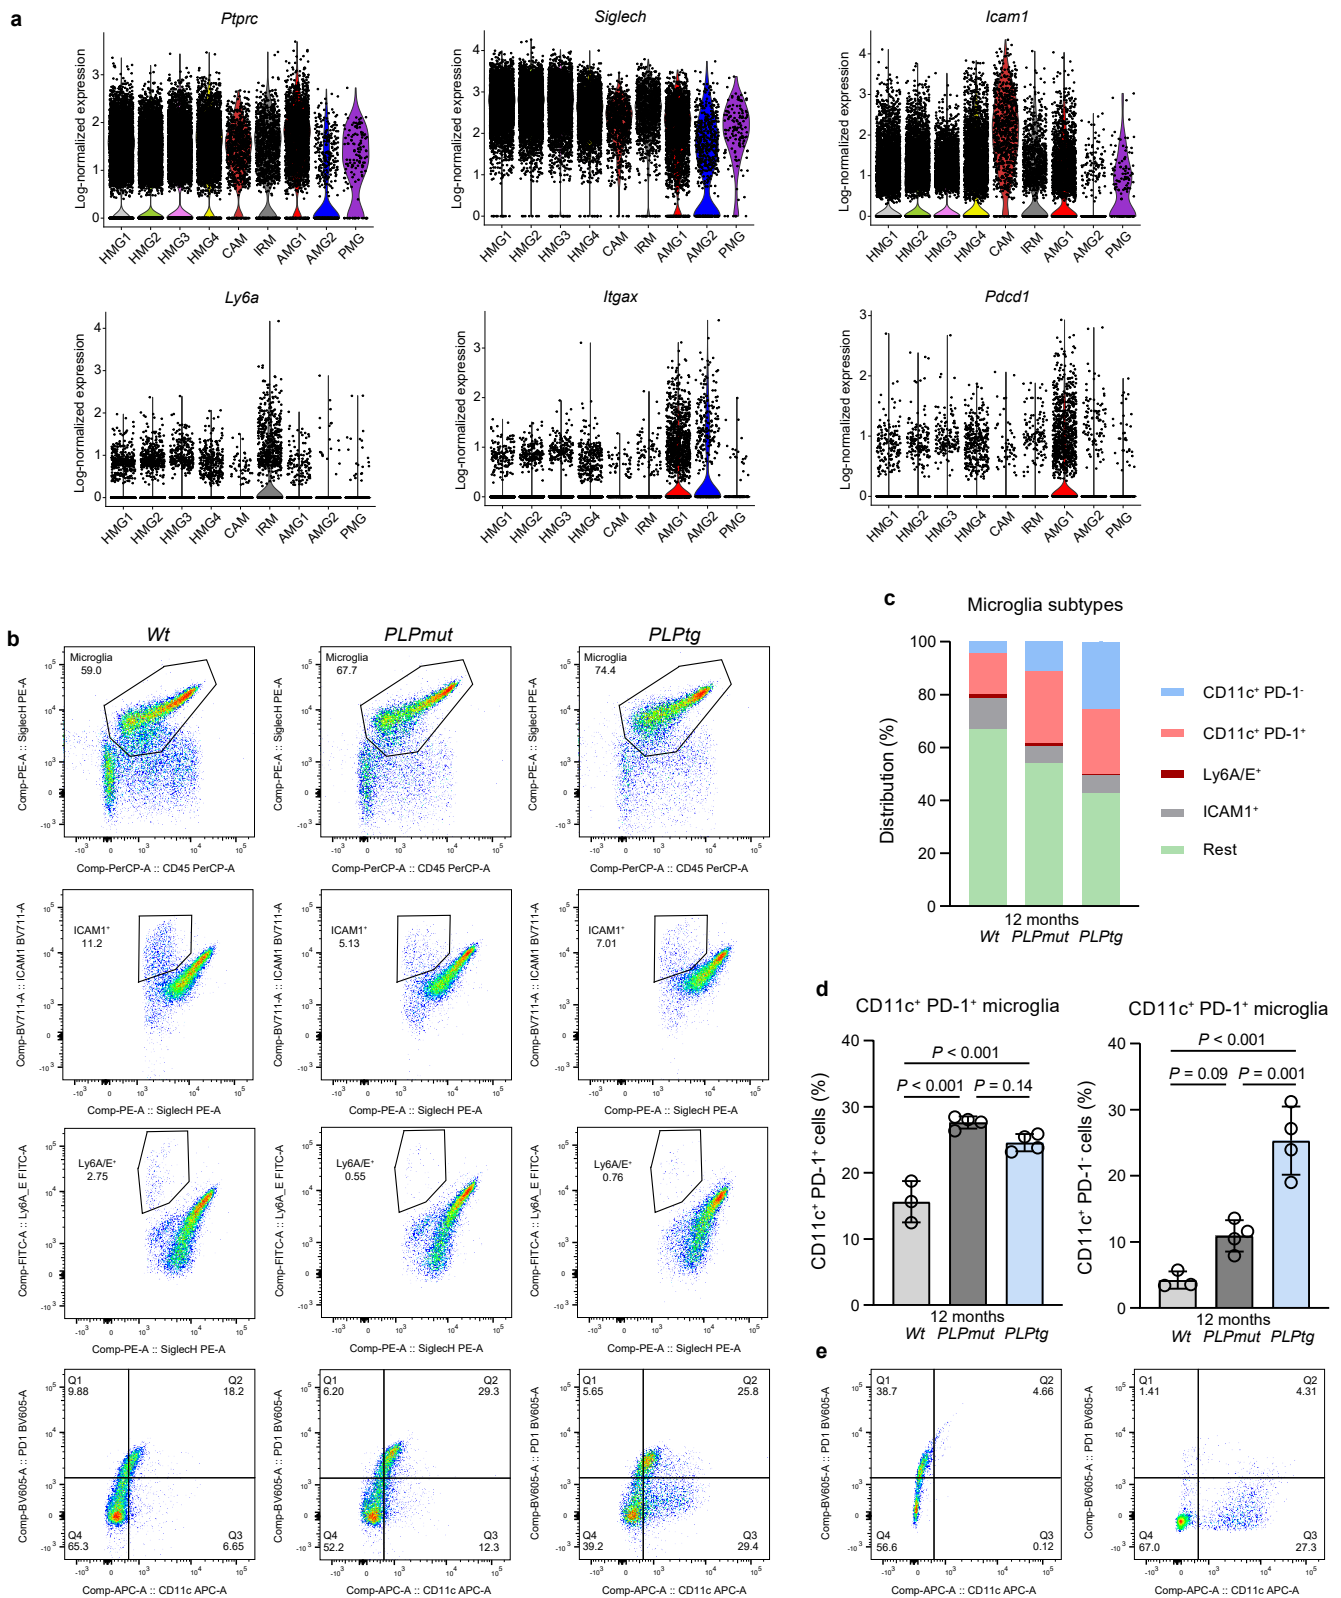

**Supplementary Fig. 5 | Flow cytometry confirms heterogeneity and distinct reactions of microglia in *PLPmut* and *PLPtg* mice.**

**a** Violin plots of MG and ODC (as annotated in Fig. 3a) showing the expression of selected marker genes. Transcript levels are color-coded: lightblue, not expressed; red, expressed. **b** Representative flow cytometry plots for gating and analysis of single, viable CD45<sup>low</sup>Siglec-H<sup>+</sup> microglia. Siglec-H<sup>+</sup> microglia subtypes comprise ICAM1<sup>+</sup> (CAM), Ly6A/E<sup>+</sup> (IRM), CD11c<sup>+</sup>PD-1<sup>+</sup> (AMG1), and CD11c<sup>+</sup>PD-1<sup>-</sup> (AMG2) cells. **c** Distribution of distinct microglia subtypes in brains from 12-month-old *Wt*, *PLPmut*, and *PLPtg* mice as identified in panel b. **d** Flow cytometry-based quantification of CD11c<sup>+</sup>PD-1<sup>+</sup> (AMG1, left) and CD11c<sup>+</sup>PD-1<sup>-</sup> (AMG2, right) populations among microglia. AMG1 is more frequent in both myelin mutants while AMG2 is significantly more frequent only in *PLPtg* mice ( $n = 3-4$  mice per group, one-way ANOVA with Tukey's multiple comparisons test, Left:  $F(2, 8) = 38.10$ ,  $P < 0.001$ , Right:  $F(2, 8) = 33.46$ ,  $P < 0.001$ ). **e** Fluorescence minus one controls for CD11c (left) and PD-1 (right).

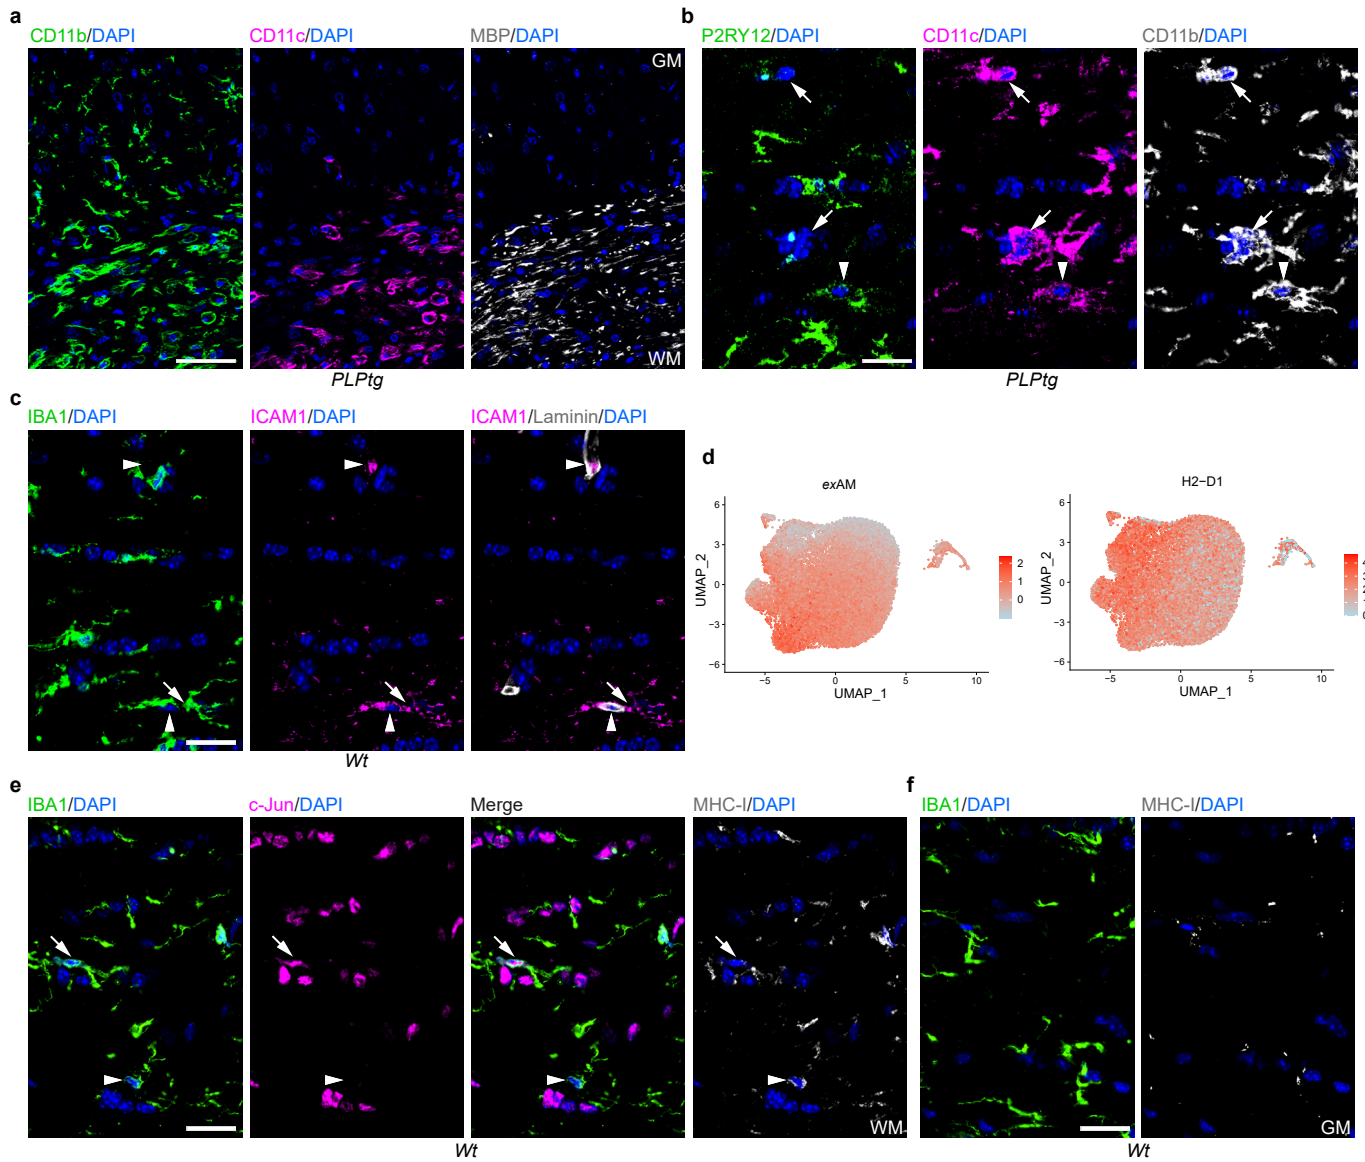

**Supplementary Fig. 6 | Microglial diversity is driven by localization and disease context.** **a** Representative immunofluorescence detection of CD11b in combination with CD11c and MBP in corpus callosum and lower cortex from 12-month-old *PLPtg* mice. Activated microglia (CD11b<sup>+</sup>/CD11c<sup>+</sup>) are detectable in white matter (WM) with ongoing demyelination but not in gray matter (GM). Scale bar, 50  $\mu$ m. **b** Representative immunofluorescence detection of P2RY12 in combination with CD11c and CD11b in optic nerves from 12-month-old *PLPtg* mice. The arrowhead indicates a CD11b<sup>+</sup>CD11c<sup>+</sup>P2RY12<sup>+</sup> (AMG1) cell and the arrows indicate CD11b<sup>+</sup>CD11c<sup>+</sup>P2RY12<sup>-</sup> (AMG2) cells. Scale bar, 20  $\mu$ m. **c** Representative immunofluorescence detection of IBA1 in combination with ICAM1 and Laminin in optic nerves from 12-month-old *Wt* mice. The arrowheads indicate IBA1<sup>+</sup>ICAM1<sup>+</sup>Laminin<sup>+</sup> capillaries and the arrow indicates an IBA1<sup>+</sup>ICAM1<sup>+</sup>Laminin<sup>+</sup> capillary-associated microglial cell (CAM). Scale bar, 20  $\mu$ m. **d** UMAP visualizations of MG and ODC (as annotated in Fig. 3a) showing the expression of the exAM module score<sup>53</sup> or *H2-D1*. Transcript levels are color-coded: lightblue, not expressed; red, expressed. **e** Representative immunofluorescence detection of IBA1 in combination with c-Jun and MHC-I in optic nerves from 12-month-old *Wt* mice. The arrowhead indicates an IBA1<sup>+</sup>c-Jun<sup>+</sup>MHC-I<sup>low</sup> (HMG4) cell and the arrow indicates an IBA1<sup>+</sup>c-Jun<sup>+</sup>MHC-I<sup>low</sup> (HMG3) in white matter (WM). **f** Cortical gray matter (GM) microglia in adult *Wt* mice are IBA1<sup>+</sup>MHC-I<sup>-</sup> (HMG1, HMG2). Scale bars, 20  $\mu$ m.

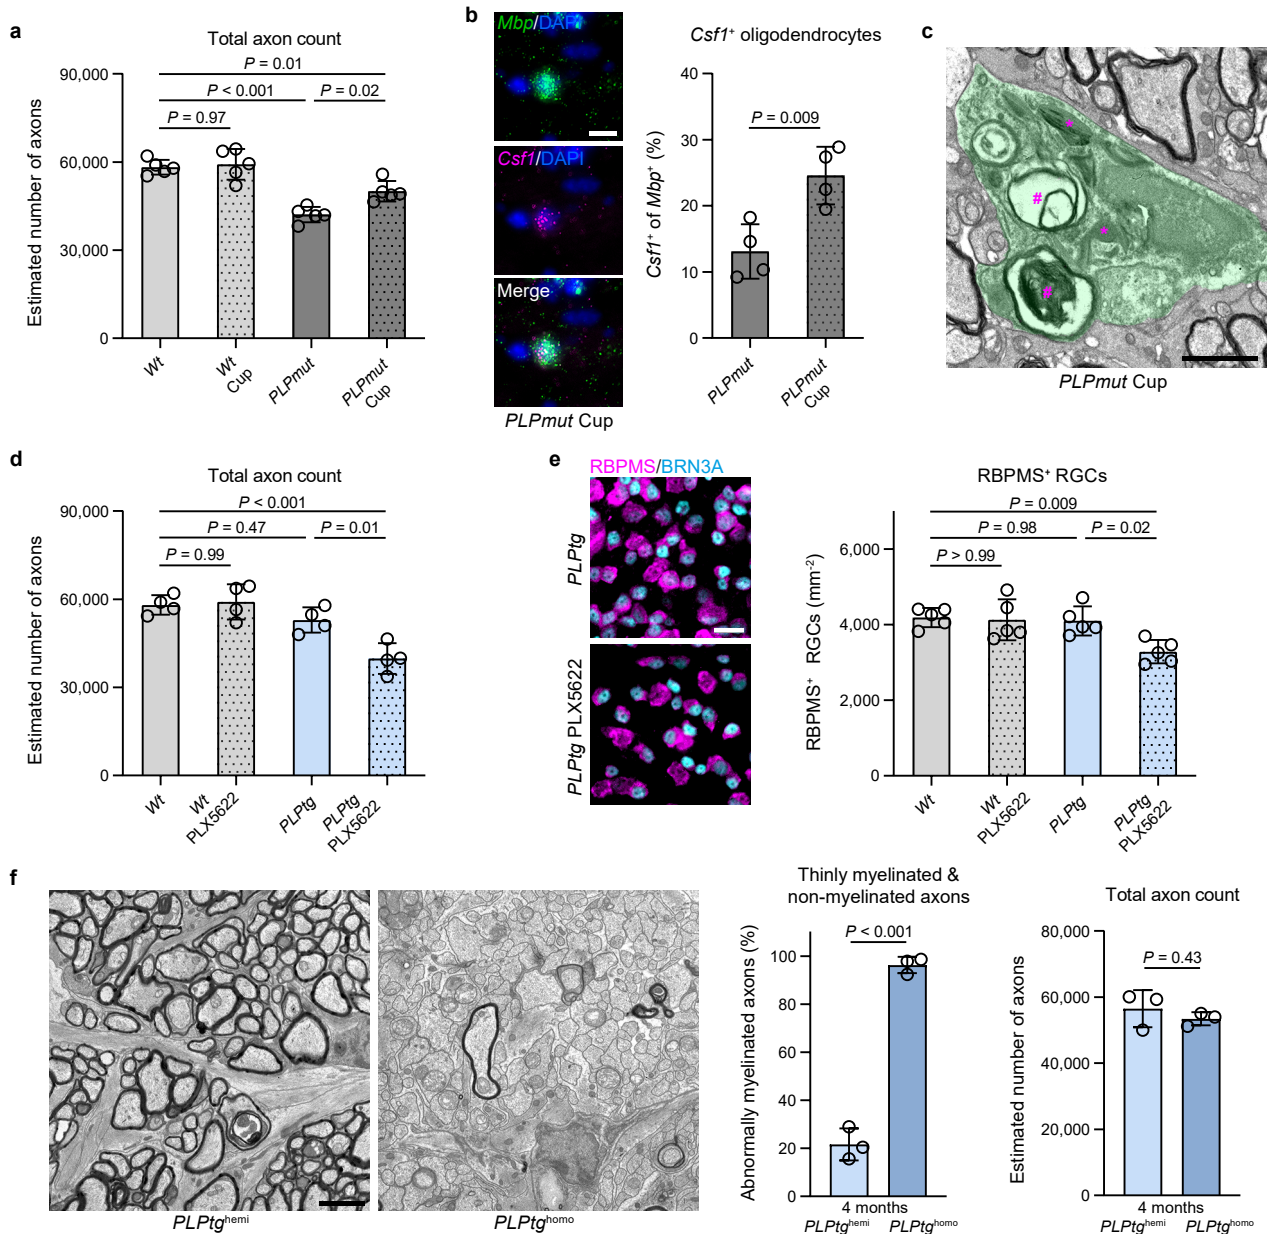

### Supplementary Fig. 7 | Modulating myelin phagocytosis inversely affects axon degeneration in distinct myelin mutants . a

Electron microscopy-based estimation of total axonal numbers in the optic nerves of *Wt* and *PLPmut* mice after control or cuprizone (Cup) diet (each circle represents the mean value of one mouse). Cuprizone significantly attenuates axon loss in *PLPmut* mice ( $n = 5$  mice per group, one-way ANOVA with Tukey's multiple comparisons test,  $F(3, 16) = 24.38$ ,  $P < 0.001$ ). **b** RNAscope *in situ* hybridization for *Mbp* and *Csf1* in the optic nerves of *PLPmut* mice after control or cuprizone (Cup) diet (each circle represents the mean value of one mouse). Cuprizone significantly increases the frequency of *Csf1*<sup>+</sup>*Mbp*<sup>+</sup> oligodendrocytes in *PLPmut* mice. ( $n = 5$  mice per group, two-sided Student's t-test,  $t = 3.834$ , d.f. = 6). Scale bar, 10  $\mu$ m. **c** Electron microscopy demonstrates intracellular accumulation of myelin fragments (hashtags) and lysosomal storage material (asterisks) in optic nerves from *PLPmut* Cup mice. Scale bar, 2  $\mu$ m. **d** Electron microscopy-based estimation of total axonal numbers in the optic nerves of *Wt* and *PLPtg* mice after control or PLX5622 diet (each circle represents the mean value of one mouse). PLX5622 significantly increases axon loss in *PLPtg* mice ( $n = 4$  mice per group, one-way ANOVA with Tukey's multiple comparisons test,  $F(3, 12) = 13.56$ ,  $P < 0.001$ ). **e** Immunofluorescence detection and quantification of RBPMS<sup>+</sup>BRN3A<sup>+</sup> RGCs in the retinae of *Wt* and *PLPtg* mice after control or PLX5622 diet. PLX5622 causes neuron loss in *PLPtg* mice ( $n = 5$  mice per group, one-way ANOVA with Tukey's multiple comparisons test,  $F(3, 16) = 6.156$ ,  $P = 0.006$ ). Scale bar, 20  $\mu$ m. **f** Representative electron micrographs of optic nerve cross-sections from 4-month-old hemizygous (left) or homozygous (right) *PLPtg* mice and quantification of thinly myelinated (g-ratio  $\geq 0.85$ ) and non-myelinated axons or total axonal numbers ( $n = 3$  mice per group, two-sided Student's t-test, myelination:  $t = 17.16$ , d.f. = 4, axon count:  $t = 0.8863$ , d.f. = 4). Scale bar, 10  $\mu$ m. Data are presented as the mean  $\pm$  s.d.

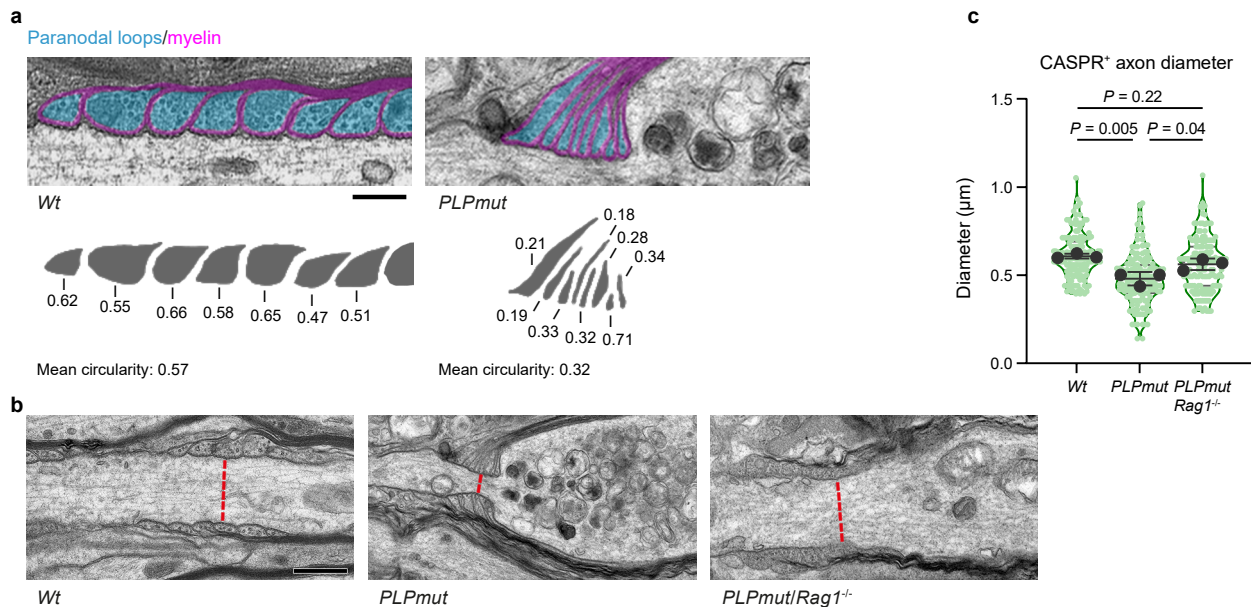

**Supplementary Fig. 8 | Decreased circularity of paranodal loops adjacent to axonal spheroids and reduced paranodal diameter in myelin mutant mice.** **a** Representative electron micrographs of paranodal loops in optic nerve longitudinal sections from 9-month-old *Wt* and *PLPmut* mice (top). Oligodendroglial cytoplasmic paranodal loops are pseudocolored in cyan and myelin membranes in magenta. Individual and mean paranodal loop cytoplasmic shapes and their circularity (form factor) are decreased in proximity to axonal spheroids in *PLPmut* mice (bottom). Quantifications are provided in Fig. 6d. Scale bar, 0.25  $\mu\text{m}$ . **b** Representative electron micrographs of paranodal domains in optic nerve longitudinal sections from 9-month-old *Wt*, *PLPmut*, and *PLPmut/Rag1<sup>-/-</sup>* mice. Myelin compaction is abnormal in both *PLPmut* and *PLPmut/Rag1<sup>-/-</sup>* mice but minimum paranodal axon diameters (red dashed lines) are only decreased in *PLPmut* mice. Quantifications are provided in Fig. 6e. Scale bar, 0.5  $\mu\text{m}$ . **c** Immunofluorescence-based measurement of CASPR<sup>+</sup> paranodal axon diameter in 12-month-old *Wt*, *PLPmut*, and *PLPmut/Rag1<sup>-/-</sup>* mice (green circles represent individual paranodes and black circles represent the mean of one mouse). Paranodal axon diameters are decreased in *PLPmut* but not *PLPmut/Rag1<sup>-/-</sup>* mice ( $n = 50$  paranodes per mouse and 3 mice per group, one-way ANOVA with Tukey's multiple comparisons test,  $F(2, 6) = 14.08$ ,  $P = 0.005$ ). Data are presented as the mean  $\pm$  s.d.

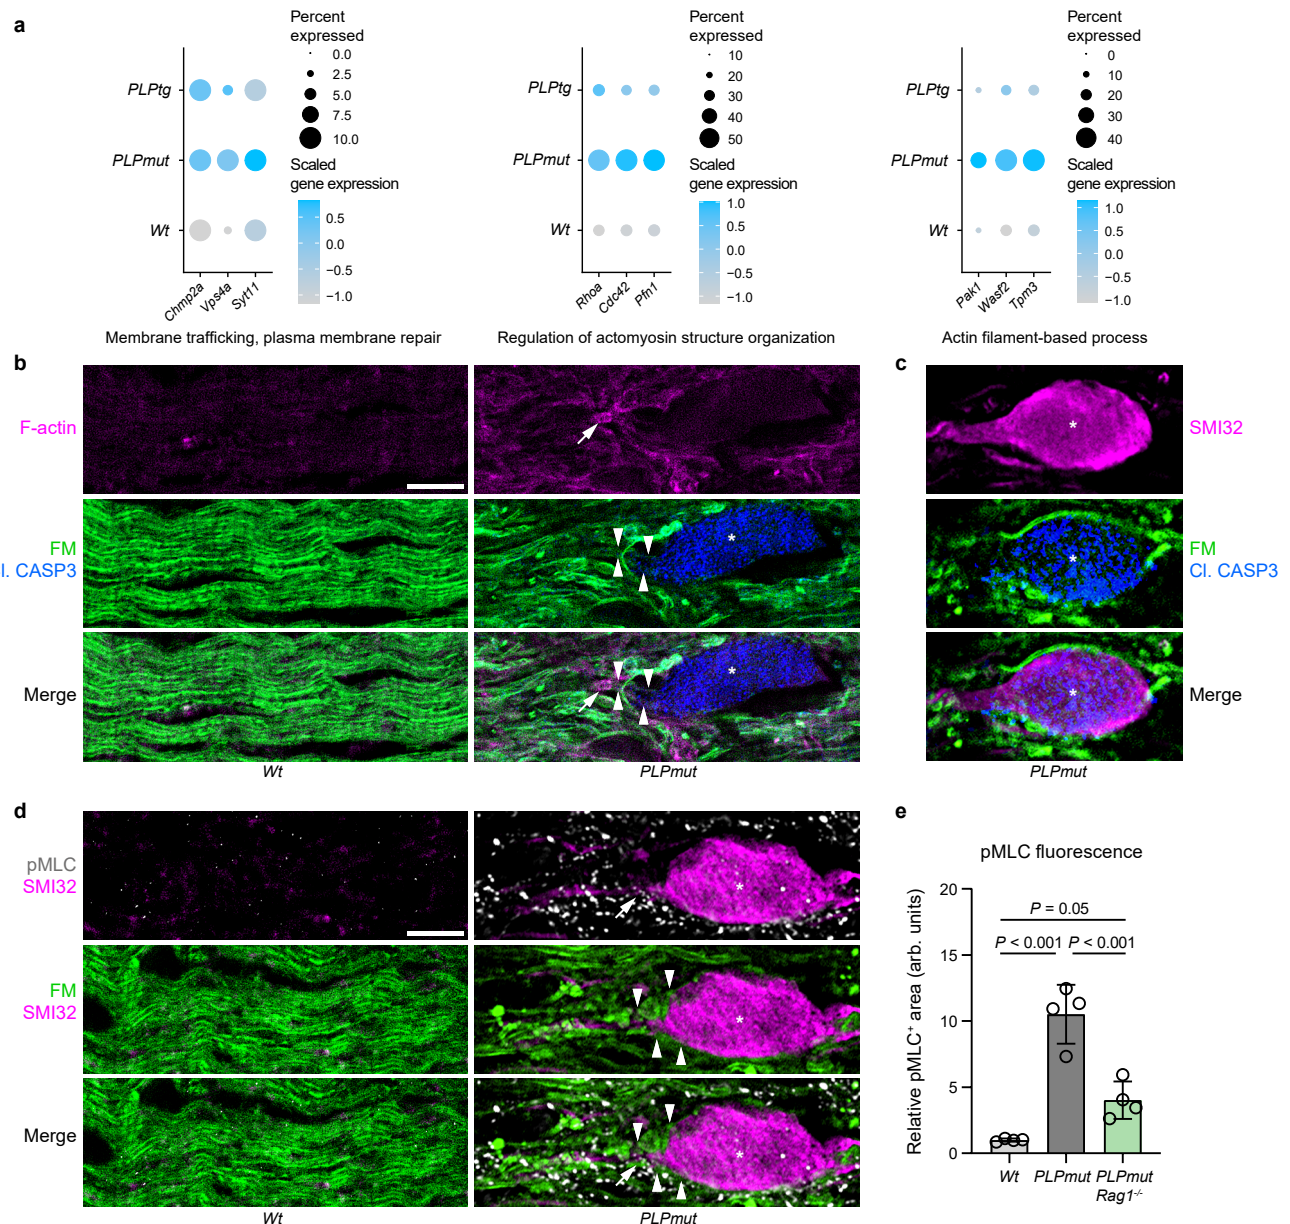

**Supplementary Fig. 9 | Axonal spheroid formation in myelin mutant mice is associated with altered cytoskeletal plasticity.**

**a** Dot plot expression visualization of selected genes implicated in GO terms membrane trafficking, plasma membrane repair, regulation of actomyosin structure organization, or actin filament-based process for oligodendrocytes as annotated in Figure 3a. The color scales are based on z-score distributions from -1 (lightgrey) to 1 (lightblue). Complete lists of differentially expressed genes can be found in Supplementary Table 1. **b** Representative immunofluorescence detection of F-actin (phalloidin) reactivity in combination with Fluoromyelin (FM) and cleaved caspase 3 in optic nerves from 12-month-old *Wt* (left) and *PLPmut* (right) mice. The asterisk indicates a CI. CASP3<sup>+</sup> axonal spheroid, arrowheads indicate its ensheathing FM<sup>+</sup> myelin segment, and the arrow indicates an outer (putative paranodal) aspect with strong F-actin reactivity. **c** Immunofluorescence confirms caspase 3 activation in myelinated SMI32<sup>+</sup> axonal spheroids (asterisk) of *PLPmut* mice (98.44 % of SMI32<sup>+</sup> profiles are CI. CASP3<sup>+</sup>). **d** Representative immunofluorescence detection of pMLC reactivity in combination with SMI32 and FM in the optic nerves from 12-month-old *Wt* and *PLPmut* mice. The asterisk indicates an SMI32<sup>+</sup> axonal spheroid, arrowheads indicate its ensheathing FM<sup>+</sup> myelin segment, and the arrow indicates an outer (putative paranodal) aspect with strong pMLC reactivity. Scale bars, 10  $\mu$ m. **e** Quantification of pMLC fluorescence by thresholding analysis demonstrates an increased relative pMLC<sup>+</sup> area in 12-month-old *PLPmut* mice and a significant attenuation of pMLC fluorescence in *PLPmut/Rag1<sup>-/-</sup>* mice (each circle represents the mean value of 1 mouse,  $n = 4$  mice per group, One-way ANOVA with Tukey's multiple comparisons test,  $F(2, 9) = 41.00$ ,  $P < 0.001$ ). Data are presented as the mean  $\pm$  s.d.

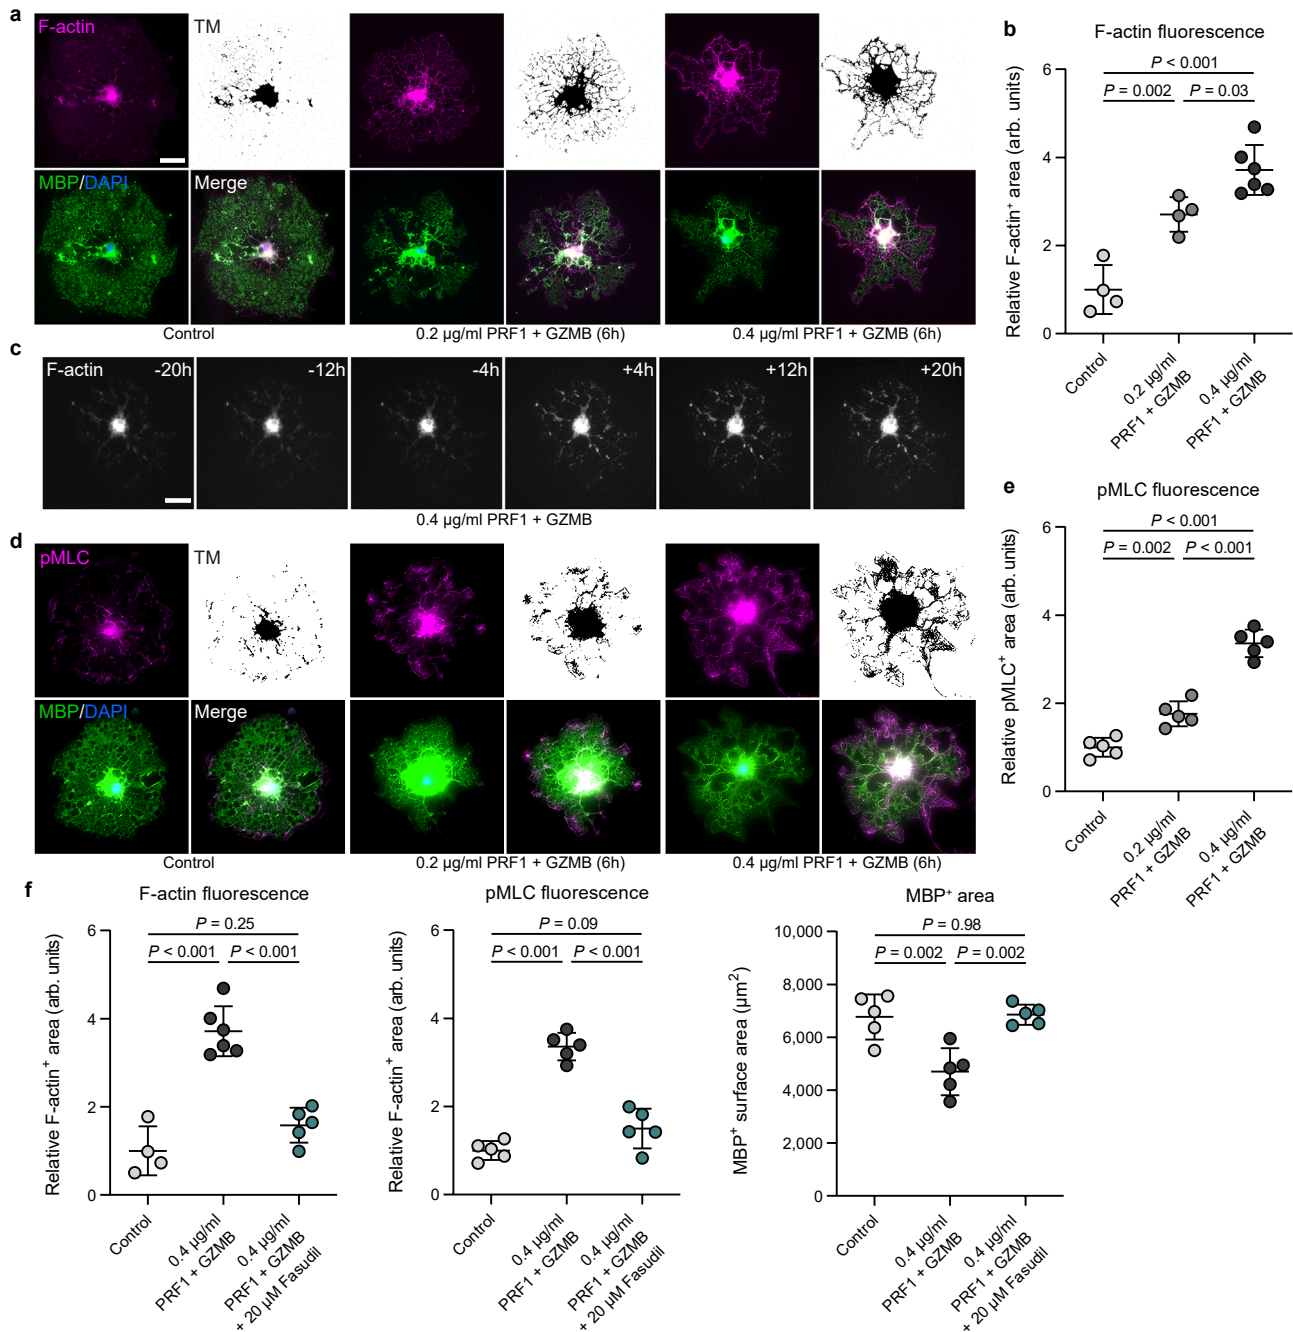

**Supplementary Fig. 10 | Cytotoxic effector molecules induce cytoskeletal plasticity and actomyosin constriction in myelinating oligodendrocytes.** **a** Representative immunofluorescence detection of F-actin (phalloidin) reactivity in combination with MBP in cultured ODC 6h after treatment with control medium (left) and medium containing 0.2 (middle) or 0.4 (right)  $\mu\text{g/ml}$  PRF1 + GZMB. TM: thresholding mask for analysis of F-actin fluorescence. Scale bar, 20  $\mu\text{m}$ . **b** Quantification of F-actin fluorescence by thresholding analysis demonstrates a dose-dependent increased relative F-actin<sup>+</sup> area after cytotoxic treatment (each circle represents the mean value of 5 ODC per well,  $n = 3$  independent experiments with 3 mice each, One-way ANOVA with Tukey's multiple comparisons test,  $F(2, 11) = 32.42$ ,  $P < 0.001$ ). **c** Representative live imaging of an ODC transfected with CellLight Actin-RFP at different time points before and after cytotoxic treatment. Scale bar, 20  $\mu\text{m}$ . **d** Representative immunofluorescence detection of pMLC reactivity in combination with MBP in cultured ODC 6h after treatment with control medium (left) and medium containing 0.2 (middle) or 0.4 (right)  $\mu\text{g/ml}$  PRF1 + GZMB. TM: thresholding mask for analysis of pMLC fluorescence. **e** Quantification of F-actin fluorescence by thresholding analysis demonstrates a dose-dependent increased relative pMLC<sup>+</sup> area after cytotoxic treatment ( $n = 3$  independent experiments with 3 mice each, One-way ANOVA with Tukey's multiple comparisons test,  $F(2, 12) = 97.58$ ,  $P < 0.001$ ). **f** Quantification of F-actin (left) or pMLC (middle) fluorescence and MBP (right) area by thresholding analysis after cytotoxic treatment (0.4  $\mu\text{g/ml}$ ) with or without Fasudil (20  $\mu\text{M}$ ). Fasudil inhibits the increase of F-actin and pMLC levels and the decrease in MBP<sup>+</sup> surface area after PRF1 + GZMB ( $n = 3$  independent experiments with 3 mice each, One-way ANOVA with Tukey's multiple comparisons test, F-actin:  $F(2, 12) = 40.40$ ,  $P < 0.001$ , pMLC:  $F(2, 12) = 67.47$ ,  $P < 0.001$ , MBP:  $F(2, 12) = 13.43$ ,  $P < 0.001$ ). Data are presented as the mean  $\pm$  s.d.

# Supplementary material for: Microglia-mediated demyelination protects against CD8+ T cell-driven axon degeneration in mice carrying PLP defects
**Source:** Nat Commun. 2023 Oct 30;14:6911. doi: 10.1038/s41467-023-42570-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Complete lists of cluster-specific marker and differentially expressed genes for scRNA-seq data.

File name: Supplementary Data 2

Description: Complete lists of module score genes for scRNA-seq data.

How the deposited data were processed for this re-analysis (not part of the article)

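The deposited files hold single-cell RNA-seq counts of sorted oligodendrocytes and microglia from the brains of 10-month-old *Wt*, *PLPmut* and *PLPtg* mice. Each condition has 1 library made from the pooled cells of 3 mice. The authors demultiplexed the reads, aligned them to the mouse mm10 genome with STAR and deposited the count of UMIs for each gene and cell barcode, without normalization. The barcodes had been called as cells by the authors, and the study's filters on genes and mitochondrial UMIs had not yet been applied. The files name genes by Ensembl identifier and symbol, and 36 symbols with more than 1 identifier were kept apart.

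Everything that follows was computed from these counts. Cells with more than 100 and fewer than 6000 genes and at most 60% mitochondrial UMIs were kept. Counts were log-normalized to 10000 per cell, 2000 variable genes were chosen, and cells were clustered on 10 principal components at a resolution of 0.5 with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5). Microglia-like and oligodendrocyte-like clusters were pooled and clustered again on 14 principal components at a resolution of 0.6. These settings are those of the study's methods. The principal components, and with them the clusters, changed with the processor kernels of the linear algebra library (OpenBLAS). The library was fixed to its Haswell kernels, so that another processor gives the same clusters. A first complete run had used the kernels of the processor at hand and gave other clusters, in which the AMG1-like share of *Wt* was 7.70% in place of 3.48%. The kernels were fixed after that run and before any result with them was seen. The 66 genes that the paper names from these data, with markers of the CAM, IRM and PMG states and sex-linked genes, were left out of the variable genes, so that they could be compared between clusters. All later steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

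Clusters were named from lists of marker genes, for the states of microglia taken from the study's own cluster markers without the 66 genes. Leading genes of a cluster were those of largest CPM ratio to all other cells, with at least 50 CPM. A cell type name required 3 markers of its list among the 50 leading genes, each at least 2 times as high in CPM and in the share of cells with a UMI as in other cells, and 2 of them among the first 10. A cluster was microglia-like if 3 microglia markers reached 50 CPM, no other list had 3 markers, and its median depth was not far below that of its libraries (1/3) or a microglia marker was among the first 10. A state of microglia was given by the list with most markers among the 50 leading genes, at least 3. These thresholds were set and revised after the data were seen, and the share of each library in clusters that met none of them is given with the results. The lists covered microglia, oligodendrocytes and their precursors, astrocytes, ependymal, choroid plexus epithelial, endothelial and mural cells, fibroblasts, neurons, neuroblasts, erythrocytes, T, NK and B cells, neutrophils, monocytes, border-associated macrophages and dendritic cells. Of these, the microglia, oligodendrocyte, astrocyte, choroid plexus epithelial, erythrocyte, neuron, neutrophil, B cell and T cell lists named a cluster or sub-cluster. Names given here need not cover the same cells as the study's clusters, and differences in shares can come from that.

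Expression in a group of cells is the sum of UMIs scaled to the total of the group (CPM), with exact Poisson 95% intervals. A pseudocount of 1 was used only to rank genes for naming clusters. Ratios have exact conditional 95% intervals and shares have exact Clopper-Pearson 95% intervals, and a count of 0 is read as allowing up to 3 counts. Ratios over several sub-clusters compare each sub-cluster with itself and give their common ratio, with an exact interval. All intervals cover counting error only. Shares of cells with a UMI were taken at 2000 UMIs in microglia and 500 UMIs in the other sorted cells by hypergeometric thinning, with 1000 UMIs and no thinning as alternatives. No test across conditions was made, because each condition has 1 library. The reweighted comparison gave each cluster with at least 20 cells in both libraries its share in *Wt*. Scores of gene lists are the mean of the list minus the mean of 100 control genes from 24 bins of expression. Medians of gene families were set beside 10000 random lists matched in 20 bins of mean expression. Gene positions are those of GENCODE release M21 on GRCm38.

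Genes named in the text were taken from every gene the paper names from the single-cell data, the 5 leading genes of a cluster, and for each comparison of libraries the 3 genes with the largest and the 3 with the smallest ratio among those with at least 100 CPM in 1 library and 20 UMIs in both together, without mitochondrial genes. This rule, the comparisons, the lists of markers, the 66 genes left out and most alternatives were fixed before the data were examined. Those alternatives were all variable genes used to cluster, at least 500 genes and at most 10% mitochondrial UMIs, doublets marked by Scrublet left out, resolutions of 0.4 and 0.8, 20 principal components, 3000 variable genes, the mean over cells of each cell's CPM, scaling without mitochondrial and ribosomal protein genes, other thinned depths, all genes of each list, and sub-clusters led by oligodendrocyte genes. The other alternatives were chosen after seeing the data, namely the cells with the highest doublet scores left out, both clusters of the subset outside the microglia, the low-depth one of these alone, the clusters of the first complete run, and the Nehalem kernels of the linear algebra library. Scrublet was run with an expected doublet rate of 0.06 and 30 principal components.

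The ratio intervals were tested on simulated data for 8109 genes, 200 of them changed. For *PLPmut* against *Wt* and for *PLPtg* against *Wt*, all changed genes were found (100.0%), and the intervals held the true ratio for 95.5% and 95.2% of genes. The counts were drawn by the Poisson model that the intervals assume, at the depth of the summed microglia, so this checks the calculation only. Variation between cells, and counts as low as in the oligodendrocyte-like cluster, were not simulated. The reweighting was tested on data in which only the cluster shares differ, where 12 of 30 genes fell under 0.5 of their ratio for *PLPmut* against *Wt* (1599 genes) and 30 of 30 for *PLPtg* against *Wt* (1616 genes). In a test of the matched random lists on 80 genes, 1 of 40 unmoved lists lay above the central 95% and 0 below. Gene Ontology analysis, differential expression tests between clusters and a split by the sex of the cells were left out, the last because nearly all microglia with a sex-linked UMI had one of *Xist*.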

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

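The tests of T cell spill-over and of *Hprt* were chosen after the result was seen, and the tests of neuron RNA and of the low-depth cells were chosen before.

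Neuron-like droplets, which the paper does not report on, made up 7.49% (7.03% to 7.98%) of the cells of *PLPtg*, against 2.52% (2.26% to 2.80%) in *Wt* and 0.988% (0.803% to 1.20%) in *PLPmut*. They were shallow, with a median of 710.0 UMIs. If neuron RNA were spread over all droplets of *PLPtg*, the microglia of that library would carry more of it as well. The neuron marker level in microglia was 2.92 times that of *Wt* in *PLPtg* and 0.596 times in *PLPmut*, while the shares of neuron-like droplets had ratios of 2.98 and 0.392. This is consistent with a larger amount of neuron RNA in the *PLPtg* suspension as a technical source of these droplets. A difference in the tissue between the genotypes stays open and was not tested, because each genotype has 1 library.

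Cells with at least 2 UMIs of T cell receptor genes, which lie almost all outside the subset clustered again here, made up 0.202% (0.123% to 0.311%) of *PLPmut*, 0.173% (0.107% to 0.264%) of *PLPtg* and 0.0813% (0.0406% to 0.145%) of *Wt*. These were 20, 21 and 11 cells, of which 12, 12 and 8 also had a UMI of *Cd8a* or *Cd8b1*. Spill-over from the sort in proportion to the cells loaded would give a ratio of 1 between libraries. The ratio was 2.48 (1.13 to 5.74) for *PLPmut* against *Wt*, which argues against equal spill-over in these libraries, although the intervals of the shares themselves overlap. For *PLPtg* it was 2.12 (0.979 to 4.88), which leaves equal spill-over open. More T cells in the tissue of *PLPmut* mice may explain the difference, but uneven sorting between the samples was not tested, and 1 library per genotype cannot separate the explanations.

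Low-depth cells left out of the subset clustered again here had a median of 1145 to 1312 UMIs. They carried 6 activation genes (*Apoe*, *Lpl*, *Cst7*, *Spp1*, *Lgals3* and *Itgax*) at 3053 CPM (2959.9 to 3148) in *PLPmut* and 4455 CPM (4380.3 to 4531) in *PLPtg*, against 609 CPM (586 to 633) in *Wt*. In the microglia kept, *Apoe* alone gave 2508 of 2629 CPM in *PLPmut* and 7380 of 8423 CPM in *PLPtg*. If the low-depth cells were the same mix of microglia as the cells kept, the ratio of *PLPtg* to *Wt* would be the same in both. It was 7.31 (7.01 to 7.63) in the low-depth cells and 13.2 (13.1 to 13.3) in the microglia kept, and for *PLPmut* 5.01 (4.77 to 5.27) against 4.12 (4.08 to 4.17). By the factor of 1.5 set for this test, the sum argues against the same mix for *PLPtg* and leaves it open for *PLPmut*. Since *Apoe* dominates the sum in the microglia kept, the test does not speak for activation genes in general. For *PLPtg*, a different mix of states, damaged cells and RNA of other cells stay open as candidate explanations, and neuron markers were also higher in the low-depth cells, at 258 CPM in *PLPtg* against 53.5 CPM in the microglia kept.

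*Hprt* (ENSMUSG00000025630, chromosome X of GRCm38, 52988137 to 53021659), which the paper does not discuss for microglia, was among the 3 genes that rose most in the microglia of *PLPmut*, of those with at least 100 CPM in 1 of the 2 libraries. It had 189 CPM (185 to 192) against 121 CPM (118 to 124) in *Wt*. A difference between the libraries shared by all cell types would raise it in other cell types as well, by about the log2 ratio of 0.64 seen in microglia. The ratio was 0.41 (0.09 to 0.73) in choroid plexus epithelial-like cells and −0.53 (−1.28 to 0.21) in the leukocyte sub-clusters (B cell-like, neutrophil-like and T cell-like) of the mixed cluster led by neutrophil genes, the latter from 29 UMIs against 40. In another sub-cluster, led by *Tnip3*, *Tnfsf9* and *Cd209a* and of open type, it was 0.94 (0.42 to 1.48). A difference shared by all cell types and one limited to some of them cannot be told apart, because the comparisons go apart and that in leukocytes rests on few UMIs. An effect of the genotype stays open and was not tested, because each genotype has 1 library.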

How the results depend on the processing

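The tests with the cells of highest doublet score left out, with both clusters outside the microglia, with the low-depth cluster alone, with the clusters of the first complete run and with Nehalem kernels were chosen after the result was seen. No paired analysis was possible because each condition has 1 library of pooled mice. The order *Wt*, *PLPmut*, *PLPtg* of the AMG-like share, and of the shares with a UMI of *Cst7*, held in every setting run, and the AMG2-like shares stayed within their intervals in every clustering. Across all settings, 324 main results kept their value, 151 moved and 1 reversed, and of the single genes and shares 1132 kept theirs, 413 moved and 13 reversed. Of the 4 HMG-like clusters, 3 were left with at least 500 genes and at most 10% mitochondrial UMIs, at a resolution of 0.4 and in the first complete run, and 5 were found at 0.8. Percentages in what follows are for *Wt*, *PLPmut* and *PLPtg* in this order, and the cause of each change was not tested unless stated.

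With all variable genes used to cluster, the HMG-like share was 87.3%, 85.1% and 71.0%, the AMG-like share (both states) 1.80%, 5.72% and 19.4%, and the AMG1-like share 1.43%, 4.91% and 13.6%. The CAM-like share was 5.54% in *Wt* and 5.23% in *PLPtg*, and microglia-like cells made up 67.2% of *PLPtg*. The cause was not tested, and 25 other results moved while 82 kept their value.

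With 20 principal components, the shares were 88.0%, 84.6% and 69.9% for HMG-like, 2.84%, 7.95% and 22.2% for AMG-like, 2.46%, 7.09% and 16.4% for AMG1-like, 1.52%, 0.470% and 1.70% for PMG-like, and 2.91%, 4.17% and 3.27% for CAM-like cells, with IRM-like cells at 2.89% in *PLPtg*. After reweighting, 1 gene in *PLPmut* in place of 0 was under 0.5 of its ratio. Here 18 other results moved and 89 kept their value, and the cause was not tested.

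With 3000 variable genes, microglia-like cells made up 66.6% of *PLPtg*. The shares were 2.66%, 7.42% and 20.8% for AMG-like, 2.21%, 6.60% and 14.9% for AMG1-like, and 2.99%, 4.29% and 3.16% for CAM-like cells. HMG-like cells were at 83.5% in *PLPmut* and 69.7% in *PLPtg*, and in *Wt* PMG-like cells were at 0.544% and IRM-like cells at 5.57%. After reweighting, 1 gene in *PLPmut* was under 0.5 of its ratio. Here 29 other results moved and 78 kept their value, and the cause was not tested.

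With at least 500 genes and at most 10% mitochondrial UMIs, microglia-like cells were 75.8%, 88.3% and 75.3% of all cells, and the cause was not tested. The shares were 71.9%, 71.5% and 55.2% for HMG-like, 7.72%, 14.3% and 27.7% for AMG-like, 7.32%, 13.6% and 21.9% for AMG1-like, 1.49%, 0.520% and 1.65% for PMG-like, and 5.49%, 6.13% and 4.89% for CAM-like cells, with IRM-like cells at 6.24% of *Wt*. After reweighting, 1 gene in *PLPmut* and 7 in *PLPtg* were under 0.5 of their ratio, against 0 and 11. No oligodendrocyte-like cluster was left, so none of the oligodendrocyte results has a value under this filter. Of the other results, 32 moved and 53 kept their value.

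With the 3 doublets marked by Scrublet left out, the shares were 2.71%, 8.52% and 22.5% for AMG-like and 2.33%, 7.67% and 16.6% for AMG1-like cells, and 85.7% of *Wt* for HMG-like cells. A cluster of microglia without a state name appeared, and since only 3 cells were left out, the AMG1-like cluster is unstable between runs of the clustering. Here 16 other results moved and 106 kept their value.

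At a resolution of 0.4, the shares were 80.0%, 75.8% and 62.0% for HMG-like, 8.97%, 15.3% and 29.4% for AMG-like, and 8.62%, 14.5% and 23.5% for AMG1-like cells, with IRM-like cells at 5.88% of *Wt*. After reweighting, 1 gene in *PLPmut* and 7 in *PLPtg* were under 0.5 of their ratio. At 0.8, HMG-like cells were at 85.6% of *Wt* and 66.5% of *PLPtg*, AMG-like cells at 10.6% of *PLPmut* and 24.9% of *PLPtg*, and AMG1-like cells at 9.75% and 19.0% of the same. The CAM-like share was 1.97%, 3.145% and 2.36%, the IRM-like share of *Wt* 6.16%, and 1 gene in *PLPmut* was under 0.5 of its ratio. In the 2 settings, 30 and 10 other results moved and 77 and 97 kept their value, and the cause was not tested.

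In the clusters of the first complete run, the shares were 78.1%, 74.6% and 59.3% for HMG-like, 8.07%, 14.7% and 29.3% for AMG-like, and 7.70%, 13.9% and 23.5% for AMG1-like cells, with IRM-like cells at 6.64% of *Wt* and 3.79% of *PLPtg*. After reweighting, 1 gene in *PLPmut* was under 0.5 of its ratio, and 30 other results moved while 77 kept their value. With Nehalem kernels of the linear algebra library, HMG-like cells were at 84.1% of *Wt* and 65.7% of *PLPtg*, AMG1-like cells at 18.7% of *PLPtg* and IRM-like cells at 6.27% of *Wt*. The CAM-like share was then 2.16%, 3.35% and 2.46%, 1 gene in *PLPmut* was under 0.5 of its ratio, and 9 other results moved while 98 kept their value. Only the processor kernels differ between these runs and the main one, so the changes follow from rounding in the linear algebra, and the boundaries of the AMG1-like and CAM-like clusters are not stable to it.

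With both clusters outside the microglia summed, the log2 ratio to *Wt* reversed in *PLPmut* for *Il33* (1.44 from −1.46), *C1qa* (−0.36 from 2.81), *C1qb* (−0.44 from 1.45) and *Shisa4* (0.58 from −2.95), and in *PLPtg* for *Ptprd* (0.36 from −1.64). In *PLPmut*, genes higher beyond counting error became 2 of 4 for proteostasis and inflammation (*Cd63*, *Il33*, *Ccl4* and *Lyz2*), 1 of 3 for protection, 0 of 3 in place of 2 for phagocytosis, and 5 of 9 for repair and actin genes. In *PLPtg* they became 3 of 4, 3 of 3 for phagocytosis, 1 of 9 for repair and actin genes, and 1 of 2 for interferon genes, each in place of 0. The change follows from the construction, since the oligodendrocyte-like cluster holds 1 cell of *Wt*. Here 5 other results moved and 27 kept their value.

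In the low-depth cluster alone, the log2 ratios reversed in *PLPmut* for *Il33* (0.0566), *C1qa* (−0.0564), *C1qb* (−0.16) and *Shisa4* (2.93), and in *PLPtg* for *Cryab* (0.10 from −0.72), *Reep5* (−0.17 from 3.24), *Ptprd* (1.54) and *Shisa4* (1.43 from −1.49). Genes higher in *PLPmut* were 1 of 4 for proteostasis and inflammation, 1 of 3 for phagocytosis and 2 of 9 for repair and actin genes, and in *PLPtg* 3 of 4, 3 of 3, 2 of 9 and 1 of 2 for interferon genes. Other cells are compared by construction, and 2 other results moved while 26 kept their value.

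With the cells of highest doublet score left out, microglia-like cells were 66.4%, 82.5% and 66.4% of all cells, and the shares were 79.8%, 76.3% and 64.5% for HMG-like, 7.48%, 14.2% and 26.0005% for AMG-like, 7.06%, 13.4% and 19.9% for AMG1-like, and 7.76%, 4.01% and 3.93% for IRM-like cells. After reweighting, 1 gene in *PLPmut* and 7 in *PLPtg* were under 0.5 of their ratio. The cause was not tested, and 41 other results moved while 81 kept their value.

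With the mean over cells of each cell's CPM, and with sub-clusters led by oligodendrocyte genes, 1 of 3 phagocytosis genes in place of 2 was higher in *PLPmut*. These settings left 74 and 37 other results in place and moved 33 and 0. Scaling without mitochondrial and ribosomal protein genes moved 49 single results and left 58 in place, and no main result changed past its limit, although genes under 0.5 of their ratio in *PLPtg* went from 11 to 16, within the factor of 1.5 set for counts. With all genes of the list, the MGnD score of AMG2-like over HMG-like cells was 0.45 in place of 0.90, the DIM score −0.58 in place of −0.11 and the AMG1 score 0.0178 in place of −0.0056, the last a reversal near 0, and the cause was not tested. No thinning moved 56 of the single shares and a depth of 1000 UMIs moved 28, which follows from the depth, and neither moved a main result. A split by the sex of the cells gave no value at 1 or 2 UMIs, because at most 1 microglial cell of a library had a Y-linked UMI and none of *Xist*. The number of cells limits the oligodendrocyte results, where a single *Wt* cell with 8364 UMIs stands for the condition.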

Differences from the paper's values

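The comparisons with the cells of highest doublet score left out, with Nehalem kernels, with the clusters of the first complete run, with both clusters outside the microglia summed and with the low-depth cluster alone were among the tests chosen after the result was seen. Shares that differ by more than a factor of 1.5 are listed, as percentages of the microglia of each library, with the paper's taken from the source data of Fig. 3c.

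The CAM-like share of *Wt* was 4.40% here, against the paper's 2.67%. Among the alternatives set before the data were examined, the gap closed with 20 principal components (2.91%), with 3000 variable genes (2.99%) and at a resolution of 0.8 (1.97%). It stayed with all variable genes used to cluster (5.54%), with at least 500 genes and at most 10% mitochondrial UMIs (5.49%), with the doublets marked by Scrublet left out (4.62%) and at a resolution of 0.4 (4.65%). Of the settings chosen after seeing the values, Nehalem kernels closed it (2.16%), and the cells of highest doublet score left out (4.53%) and the clusters of the first complete run (4.66%) did not.

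The AMG-like and AMG1-like shares came within a factor of 1.5 of the paper's, but not in every setting. In *Wt* they were 3.85% and 3.48%, against the paper's 3.08% and 2.67%, and in *PLPmut* 9.92% and 9.07%, against the paper's 8.83% and 8.01%. Of the alternatives set before the data were examined, these 4 shares differed by more than that with all variable genes used to cluster (1.80%, 1.43%, 5.72% and 4.91%), with at least 500 genes and at most 10% mitochondrial UMIs (7.72%, 7.32%, 14.3% and 13.6%) and at a resolution of 0.4 (8.97%, 8.62%, 15.3% and 14.5%). They also did in the clusters of the first complete run (8.07%, 7.70%, 14.7% and 13.9%) and with the cells of highest doublet score left out (7.48%, 7.06%, 14.2% and 13.4%), both chosen after seeing the values. As a ratio of *PLPtg* to *Wt*, the AMG-like share was 6.15 here and 7.19 from the paper's shares, while for AMG2-like cells it was 15.7 here and 14.3 from the paper's. The AMG-like ratio depends on the clustering. The AMG-like shares of *Wt* and *PLPtg* were 1.80% and 19.4% with all variable genes, and 8.97% and 29.4% at a resolution of 0.4. With at least 500 genes and at most 10% mitochondrial UMIs they were 7.72% and 27.7%.

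The paper states that PMG were enriched in the disease models. Here the PMG-like share of *PLPmut* was 0.626 times that of *Wt*, and the paper's own shares give 0.657, while *PLPtg* was at 2.82 here and 2.67 from the paper's shares. The rise in *PLPtg* was nearly lost in 2 of the alternatives set before the data were examined, with PMG-like shares of 1.52% in *Wt* and 1.70% in *PLPtg* at 20 principal components, and 1.49% and 1.65% with at least 500 genes and at most 10% mitochondrial UMIs.

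The paper states that the global changes in microglia were based mainly on the number of AMG cells. With cluster shares set to those of *Wt*, the 30 genes of largest change in *PLPmut* kept 79.8% of their summed squared log2 ratios, and those in *PLPtg* 29.7%. These genes were picked here by size and need not be those of Fig. 3d. In *PLPmut* they include *AY036118* and *4833420G17Rik*, which went from −1.51 to −1.47 and from −0.92 to −0.88. Both also fell outside the microglia, and reweighting leaves a fall shared by all cell types in place. The 79.8% is therefore not all change specific to microglia. Some less abundant activation genes of *PLPmut* lost more, with *Lgals3* going from 0.97 to 0.03, *Itgax* from 0.66 to 0.17 and *Igf1* from 3.06 to 1.36. Others kept more of their ratio, with *Fabp5* going from 1.82 to 1.03, *Cst7* from 1.15 to 0.66 and *Cd74* from 0.78 to 0.54. In simulated data where only the shares differ, 26.6% for *PLPmut* against *Wt* (1599 genes) and 1.77% for *PLPtg* against *Wt* (1616 genes) were left. This is a rough baseline, because the simulated libraries held fewer cells than the real ones. In the clustering with all variable genes, 0 of 30 genes in *PLPmut* and 13 of 30 in *PLPtg* fell under 0.5 of their ratio.

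The first 5 genes of the paper's marker table for its oligodendrocyte cluster (Supplementary Data 1) include the astrocyte genes *Slc1a2* and *Sparcl1*, which also mark the low-depth cluster here. The paper's cluster may therefore be the sum of both clusters, and a comparison with the oligodendrocyte-like cluster alone, with its single *Wt* cell, need not cover the same cells. In oligodendrocytes the paper states that *Cryab*, *Xiap* and *Cd47* rose in *PLPmut*. None of the 3 was higher beyond counting error in the oligodendrocyte-like cluster here, where *Cryab* had a log2 ratio of −0.18 and *Xiap* and *Cd47* had none. *Cryab* was higher, at 2.74, in both clusters outside the microglia summed, which was chosen after seeing the values. *Xiap* and *Cd47* were at 0.84 and 0.54 there, within counting error. The paper states that *C1qa*, *C1qb* and *Apoe* were high in *PLPtg* oligodendrocytes, and in the oligodendrocyte-like cluster here 0 of 3 were higher than *Wt*. All 3 were higher, by 0.50, 0.49 and 0.50, with both clusters summed. In the low-depth cluster alone *Apoe* was higher in *PLPmut* as well, at 0.50 against 0.53 in *PLPtg*. Of *Cd63*, *Il33*, *Ccl4* and *Lyz2*, which the paper states to be altered in both models, 1 in *PLPmut* (*Il33*, at −1.46) and 0 in *PLPtg* differed from *Wt* beyond counting error. *Lyz2* had no ratio there in either model. With both clusters summed, chosen after seeing the values, 4 of 4 in *PLPmut* (2 higher and 2 lower) and 3 of 4 in *PLPtg* did.

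The paper states that 9 genes of membrane repair and actin structure were raised in oligodendrocytes, mainly in *PLPmut*. In the oligodendrocyte-like cluster of *PLPmut* here 0 of 9 were higher, and 2 of the 9 had no ratio. With both clusters summed, which was chosen after seeing the values, 5 of 9 were higher in *PLPmut* and 1 of 9 in *PLPtg*, and in the low-depth cluster alone 2 of 9 in each. The caution on which cells are compared holds here too. For *Ifi27l2a* and *B2m*, which the paper states to be raised in *PLPtg*, no UMI was found in the oligodendrocyte-like cells of *Wt* or *PLPtg*. In that sum *B2m* was higher in *PLPtg*, at 0.96, and *Ifi27l2a* was within counting error, at 1.32. RNA of microglia in these droplets was not tested as the source of *B2m*, nor of the rises of *Apoe*, *Ccl4* and *Lyz2*.

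The paper describes AMG as similar to DIM to a smaller extent. For the DIM list, AMG2-like cells were at −0.302 SD from HMG-like cells here, and AMG1-like cells at 0.723 SD, and scoring all genes of the list also left AMG2-like cells below, at −0.58 on the raw scale, with AMG1-like cells at 0.108 SD.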

Other observations

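The tests of genes lower in microglia against other cell types, of AMG2-like cell quality, of the mix of cells for *Cryab*, *Il33* and the repair genes, of microglia RNA for *C1qa* and *C1qb*, and of free RNA in HMG-like cells were chosen after the result was seen, and so was the comparison that decides on free RNA for the AMG-like share.

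The higher share of AMG-like cells in *PLPmut* and *PLPtg* could come from the clustering rather than from the cells. Without clusters, the share of microglia with a UMI at 2000 UMIs was above *Wt* beyond counting error for 5 of 5 genes (*Itgax*, *Cst7*, *Spp1*, *Lgals3* and *Fabp5*) in both libraries, which argues against the clustering, not the cells, as the whole cause. The summed UMIs rose in *PLPmut* for 4 of the 5, and *Spp1* was within counting error there, at a log2 ratio of 0.06 (−0.04 to 0.16). The size of the AMG-like share does depend on the clustering, with 8.07%, 14.7% and 29.3% in the clusters of the first complete run against 3.85%, 9.92% and 23.7% here. Free RNA of activated microglia in the droplets would raise all cell types alike. The comparison planned for this came out as free RNA needs, since all *PLPtg* microglia together were above choroid plexus epithelial-like cells in 0 of 4 genes, without *Lgals3*, which those cells also have in *Wt*, and above erythrocyte-like cells in 0 of 5. Choroid plexus epithelial-like cells of *PLPtg* then turned out to be above HMG-like cells in 4 of 4 genes. AMG-like cells were therefore compared with HMG-like cells of the same library instead. A UMI of *Spp1* was found in 25.6% (23.3% to 27.9%) of AMG1-like and 46.9% (41.9% to 51.9%) of AMG2-like cells of *PLPtg*, against 5.75% (5.15% to 6.40%) of HMG-like cells, and all 5 genes were higher in both AMG-like groups. Free RNA shared by all droplets of the library is excluded by this as the whole cause, and AMG1-like cells also exceeded choroid plexus epithelial-like cells in 4 of 4 genes. A biological difference between the genotypes is a hypothesis that fits these tests, with 1 library per condition and the effects of sorting and dissociation not tested here. The paper reports more AMG in replicate mice of both models by flow cytometry. It also reports this by immunohistochemistry of optic nerves, which needs no sorting or dissociation.

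HMG-like cells of *PLPtg* also had a UMI of these genes more often than those of *Wt*, at 5.75% against 0.285% for *Spp1*. Choroid plexus epithelial-like cells of *PLPtg* were above these HMG-like cells in 4 of 4 genes, without *Lgals3*, and the HMG-like cells were above choroid plexus epithelial-like cells in 0 of 4 and above erythrocyte-like cells in 0 of 5, with 86 and 19 cells behind the comparison. Free RNA and a low level of activation in HMG-like cells cannot be told apart. Choroid plexus epithelial-like cells, which should lack these genes, were above HMG-like cells and not level with them. The 19 erythrocyte-like cells are too few to decide, with an interval of 0% to 17.6% for *Cst7*.

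AMG2-like cells had fewer UMIs than AMG1-like cells, and in *PLPtg* 4007.5 against 7824. Low-quality cells of the same state would have a higher mitochondrial share in every library. The median share was 1.26% in AMG2-like and 1.25% in AMG1-like cells of *PLPtg*, but 3.01% against 1.58% in *Wt* and 3.10% against 1.68% in *PLPmut*. Low quality and a separate state cannot be told apart, because the libraries differ in this. Within *PLPtg* the genes named for AMG1 and AMG2 went in opposite directions without being used to cluster, with *Tnf* at −4.32 and *Cst7* at 1.83. These values come from 1 library and from groups made from the same cells, so they do not decide it. AMG2-like cells of *PLPtg* also had fewer genes, with a median of 1271.5 against 2599. Outside the single-cell data, the paper describes amoeboid CD11c-positive, P2RY12-negative microglia in optic nerves of *PLPtg* mice, which it takes as AMG2.

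*Cryab* and *Il33* were higher in *PLPmut* when both clusters outside the microglia were summed, where 61.6% of the UMIs of *PLPmut* come from the deep oligodendrocyte-like cells. Within the low-depth cluster alone the log2 ratio of *Cryab* was 0.98 (−0.19 to 2.25), within counting error, and that of *Il33* was 0.06 from 3 UMIs in each library. This is consistent with the mix of cells as the source of both differences. A genotype effect on the survival of deep oligodendrocytes was not tested.

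Among the 9 genes of membrane repair and actin structure, the number higher in *PLPmut* went from 5 with both clusters summed to 2 in the low-depth cluster, as the mix of cells would need, while in *PLPtg* it went from 1 to 2. Their median log2 ratio in the low-depth cluster was still 0.72, with 8 of 8 genes above 0, against 0.99 with both clusters. The mix of cells and a difference within cells cannot be told apart, because the low-depth cluster has fewer UMIs and so fewer genes can pass counting error there.

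*C1qa* and *C1qb* were higher in *PLPtg* than in *Wt* in the low-depth cluster. Other genes restricted to microglia were there within the factor of 1.5 set for this test, at 2.01 UMIs (1.91 to 2.11) for each UMI of *C1qa* and *C1qb* against 2.20 in *PLPtg* microglia, although below it beyond counting error, and 6 of 11 of them were higher in *PLPtg* than in *Wt*. This suggests RNA of microglia, or whole fragments of them, in these droplets, and expression of the 2 genes by oligodendrocytes themselves was not tested.

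*AY036118*, *4833420G17Rik* and *Gm42418* were lower in *PLPmut* microglia than in *Wt*. A comparison planned with the mixed cluster led by neutrophil genes was dropped, because 127 of its 487 cells form a sub-cluster with *P2ry12* among its leading genes, and its leukocyte sub-clusters (B cell-like, neutrophil-like and T cell-like) were used instead. A further 197 cells met the rule for microglia-like clusters but were led by *Tnip3*, *Tnfsf9* and *Cd209a*, with *Ccr2*, *H2-Ab1* and *H2-Aa* also among their 10 leading genes. *Cd209a* is on the dendritic cell list and *Ccr2* on the monocyte list. Microglia marker genes took 15521 CPM there, against 37021 CPM in the *P2ry12* sub-cluster. They may thus be leukocytes, but the naming rule left their type open and they were not part of the test. The T cell-like sub-cluster was led by *Prss34* and *Mcpt8*, which are not on the T cell list, so it may hold other cells. *AY036118* and *4833420G17Rik* were lower beyond counting error in choroid plexus epithelial-like cells and in the leukocyte sub-clusters, in 4 of 4 pairs of gene and cell type, with a median log2 ratio of −1.20. This is consistent with a difference between the libraries shared by all cell types for these 2 genes, with the effects of genotype and preparation not tested. In the 197 cells of open type *AY036118* was lower too, at −1.19 (−1.83 to −0.57), and *4833420G17Rik* was within counting error, at −0.57 (−1.37 to 0.22). For *Gm42418* the ratio was 0.0186 (−0.0764 to 0.113) in choroid plexus epithelial-like cells against −0.88 in microglia. That excludes a fall shared by all cell types. The leukocytes were lower, at −1.34 (−1.48 to −1.21), and so were the 197 cells, at −1.03. Neuron-like droplets, at −0.59 (−0.69 to −0.50), and erythrocyte-like cells, at −1.08 (−1.40 to −0.77), were lower too. A fall shared with these cells stays open. *AY036118* lies within *Gm42418* on the opposite strand, so their counts are not independent.

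*Hspa1a*, *Hspa1b* and *Fosb* were lower in *PLPtg* microglia than in *Wt*. In choroid plexus epithelial-like cells and the same leukocytes the median log2 ratio was 0.10, with 1 of 6 pairs lower beyond counting error and all 6 intervals above the ratio of the same gene in microglia, as were the 3 intervals of the 197 cells of open type. This excludes a fall shared by all cell types as the whole cause. A fall shared with some cells stays open, since neuron-like droplets were lower too, at −0.67, −0.45 and −1.08. Erythrocyte-like cells were also lower for *Hspa1a*, at −1.65 (−3.08 to −0.44), and *Hspa1b*, at −1.45 (−2.89 to −0.20), and had no ratio for *Fosb*. An effect of genotype was not tested. The 2 *Hspa1* genes are near-identical and can share reads.

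Sex-linked genes gave *Xist* without a Y-linked UMI in 9028 microglia of *Wt*, 8037 of *PLPmut* and 7590.0 of *PLPtg*, and a Y-linked UMI without *Xist* in 0, 0 and 1. Both kinds were found in 6, 11 and 4 cells. The AMG list of the study itself, over its genes not used to cluster, gave 1.34 SD in AMG1-like and 3.65 SD in AMG2-like cells over HMG-like cells. Its AMG1 list gave 1.73 and −0.0335 SD, and its AMG2 list 0.957 and 3.72 SD, and these lists were picked by the study from the same libraries.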
